# DisP-seq reveals the genome-wide functional organization of DNA-associated disordered proteins

**DOI:** 10.1038/s41587-023-01737-4

**Published:** 2023-04-10

**Authors:** Yu-Hang Xing, Rui Dong, Lukuo Lee, Shruthi Rengarajan, Nicolò Riggi, Gaylor Boulay, Miguel N. Rivera

**Keywords:** Chromatin, Epigenomics, Cancer epigenetics, Transcriptional regulatory elements

## Abstract

Intrinsically disordered regions (IDRs) in DNA-associated proteins are known to influence gene regulation, but their distribution and cooperative functions in genome-wide regulatory programs remain poorly understood. Here we describe DisP-seq (disordered protein precipitation followed by DNA sequencing), an antibody-independent chemical precipitation assay that can simultaneously map endogenous DNA-associated disordered proteins genome-wide through a combination of biotinylated isoxazole precipitation and next-generation sequencing. DisP-seq profiles are composed of thousands of peaks that are associated with diverse chromatin states, are enriched for disordered transcription factors (TFs) and are often arranged in large lineage-specific clusters with high local concentrations of disordered proteins and different combinations of histone modifications linked to regulatory potential. We use DisP-seq to analyze cancer cells and reveal how disordered protein-associated islands enable IDR-dependent mechanisms that control the binding and function of disordered TFs, including oncogene-dependent sequestration of TFs through long-range interactions and the reactivation of differentiation pathways upon loss of oncogenic stimuli in Ewing sarcoma.

## Abstract (web summary)

Mapping DNA-associated disordered proteins across the genome uncovers gene regulatory patterns.

## Main

Intrinsically disordered regions (IDRs) in proteins lack a fixed tertiary structure under physiological conditions and have become increasingly recognized as having important functions^1^. IDRs can establish connections with complex protein–protein interaction networks^2^ and have been shown to contribute to essential cellular processes including signaling, transcription, RNA processing and cell cycle control^3–6^. IDRs can also promote cellular compartmentalization through the formation of biomolecular condensates^7,8^ and have been implicated in human disease, including neurodegeneration^3,9^ and cancer^10–12^.

Recent studies have linked IDR-containing proteins, including some proteins with low complexity domains (LCDs) composed of a limited subset of amino acids, to different types of gene regulatory functions. For example, some transcription factors (TFs) can mediate condensate formation to recruit transcriptional machinery to enhancers and promoters^5,6,10,13–15^. Components of repressive complexes can also drive phase separation to achieve chromatin compaction^16^ and linker histones can participate in phase separation and chromatin organization^17^. However, less is known about the coordinated role of these proteins in orchestrating genome-wide gene regulation programs. This is in large part due to the lack of methods to profile DNA-associated disordered proteins simultaneously across the genome. Current epigenomic methodologies designed to map DNA-associated proteins genome-wide, such as ChIP–seq, ORGANIC and CUT&RUN, require the use of antibodies and thus are limited to profiling previously defined proteins individually^18,19^. We sought to overcome this limitation by taking advantage of the physical and chemical properties of DNA-associated disordered proteins to produce genome-wide profiles in an antibody-independent manner. In particular, starting with pioneering studies by the McKnight laboratory, biotinylated isoxazole (b-isox; Extended Data Fig. 1a) has been shown to precipitate a large set of disordered proteins by forming microcrystals that nucleate the formation of β-strands in IDRs and LCDs^10,11,20–22^. These precipitates contain a complex mixture of disordered proteins and we reasoned that sequencing associated DNA fragments would produce genome-wide maps of the location of these proteins and enable us to study their involvement in gene regulation programs. Moreover, analysis of these profiles may also be used to identify disordered proteins linked to specific DNA-binding motifs, such as TFs with prominent IDRs, even when they are present in low amounts.

We now show that the combination of b-isox precipitation and next-generation sequencing (DisP-seq, disordered protein precipitation followed by DNA sequencing) can produce genome-wide profiles of endogenous DNA-associated disordered proteins simultaneously. Using this approach, we find that DNA-associated disordered proteins are distributed widely across the genome in complex and cell-type-specific patterns and can undergo large-scale reorganization with changes in cellular states. Moreover, prominent features in these landscapes, such as large clusters of DNA-associated disordered proteins (DisP islands, disordered protein-associated islands), are shaped by interactions between IDRs and have critical IDR-dependent regulatory functions in cellular differentiation and disease.

## Results

### DisP-seq signals are widely distributed in the genome

We developed an assay capable of detecting endogenous DNA-associated disordered proteins through b-isox precipitation and DNA sequencing (DisP-seq; Fig. 1a). The assay involves (1) isolation of nuclei from unfixed cells, (2) digestion by micrococcal nuclease (MNase), (3) incubation with b-isox to precipitate disordered protein-DNA complexes and (4) DNA extraction and library preparation for next-generation sequencing. Our initial experiments were optimized by selecting the conditions that produced the strongest signal intensities and highest number of peaks in the Ewing sarcoma cell line SKNMC using different concentrations of MNase and b-isox (Extended Data Fig. 1b–e). We selected Ewing sarcoma, the second most common pediatric bone cancer, for these experiments because it is driven by the disordered oncogenic fusion protein EWS-FLI1 and serves as a paradigm for the role of IDRs in gene regulation^23,24^. In particular, the addition of the EWSR1 IDR to the ETS TF FLI1 allows the fusion protein to operate as a pioneer factor and induce active enhancers at GGAA microsatellite repeats in addition to binding canonical nonrepeat GGAA ETS binding sites^10,25^.

**Fig. 1:**
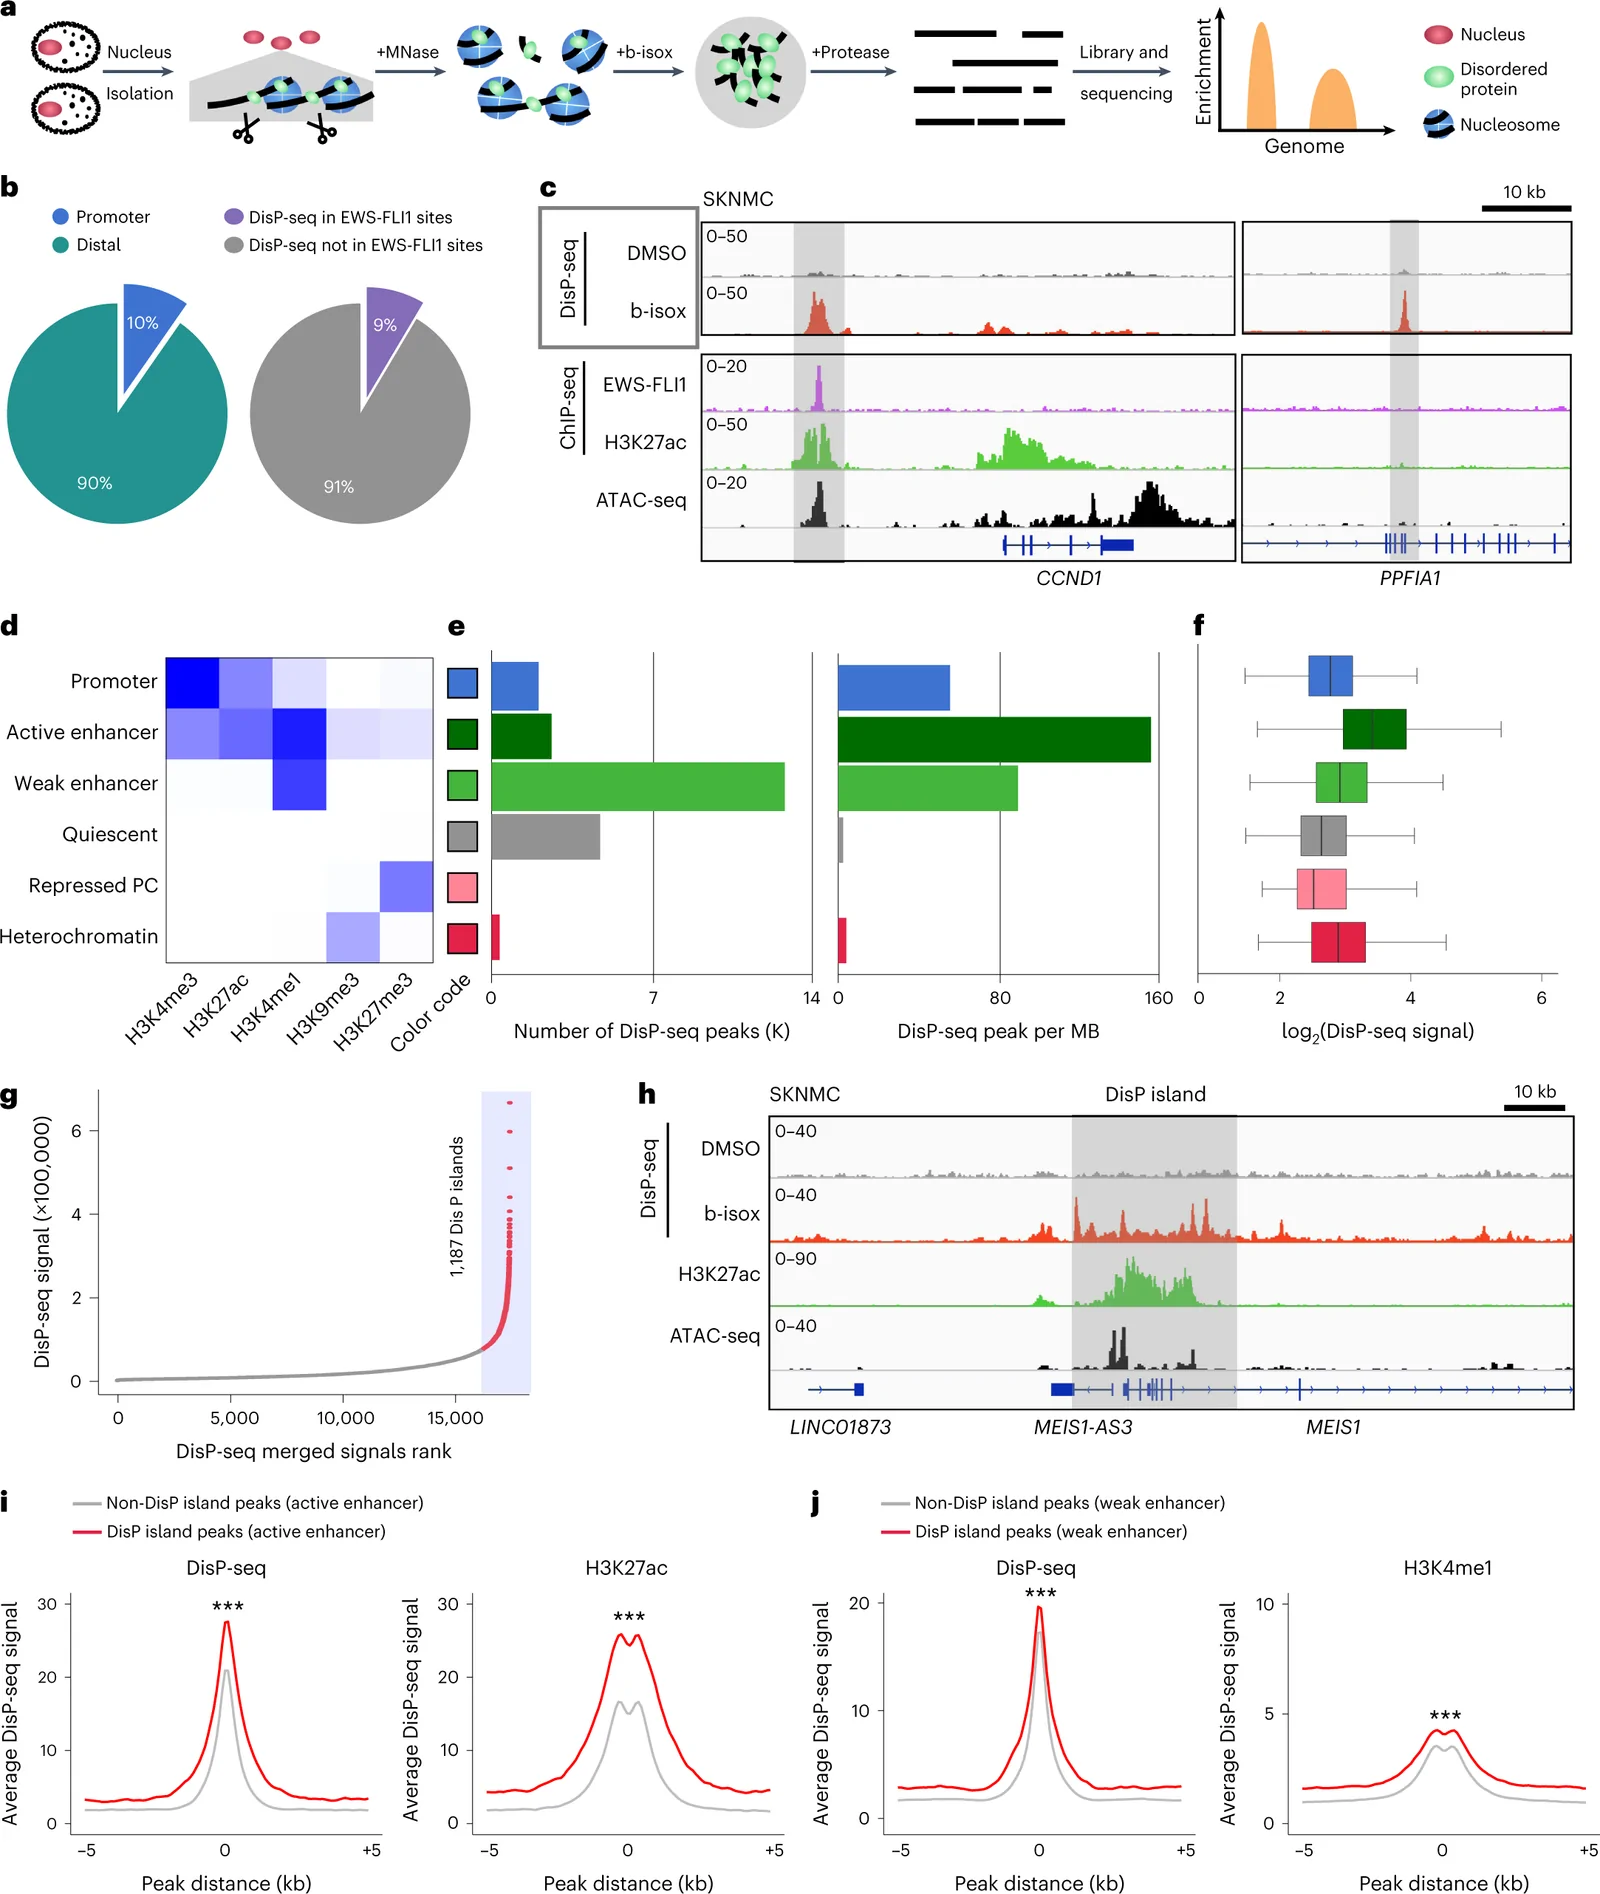
Genome-wide analysis of DisP-seq signals in Ewing sarcoma cells. **a**, Schematic of the DisP-seq assay. Nuclear extracts are treated by MNase digestion to release native endogenous proteins bound to DNA. Disordered proteins are precipitated by b-isox and the associated DNA is used to prepare libraries for sequencing. DMSO is used for controls. **b**, Pie chart depicting genome-wide distribution of all DisP-seq peaks (22,633, left) and the fraction of DisP-seq sites with EWS-FLI1 signals (right) in SKNMC cells. **c**, Representative examples of DisP-seq peaks and their chromatin context. Left, DisP-seq signals and DMSO controls at an EWS-FLI1 bound enhancer (highlighted in light gray) associated with *CCND1*. ChIP–seq signals for EWS-FLI1, H3K27ac and ATAC-seq signals are also shown. Right, DisP-seq signals and DMSO controls at a site without EWS-FLI1, H3K27ac ChIP–seq or ATAC-seq signals (*PPFIA1* locus, highlighted in light gray). **d**–**f**, DisP-seq peaks are classified into six categories by ChromHMM (**d**). The numbers of DisP-seq peaks and peaks per Mb in each category are shown in **e**. DisP-seq signal intensities for each category are shown in **f**, *n* = 2 biologically independent experiments. Median value is shown as a line within the boxplot, which spans from the 25th to 75th percentiles. Whiskers indicate a 1.5× interquartile range. **g**, Identification of DisP islands in SKNMC cells. DisP islands are defined as the population of merged signals above the inflection point of the curve (slope = 1). DisP-seq signals within 20 kb were merged for this analysis. **h**, Representative example of a DisP island with H3K27ac ChIP–seq and ATAC-seq signals (highlighted in light gray). **i**,**j**, Composite plots showing DisP-seq and H3K27ac or H3K4me1 signals for DisP peaks in active enhancers (**i**) and weak enhancers (**j**). DisP-seq peaks are divided into peaks inside or outside DisP islands. For each plot, ±5 kb regions centered on the DisP-seq peaks are shown (*x* axis). ***P < 0.001 (paired two-sided *t*-test). *P*_active enhancer DisP-seq_ = 1.01 × 10^−25^, *P*_active enhancer H3K27ac_ = 5.51 × 10^−34^, *P*_weak enhancer DisP-seq_ = 5.72 × 10^−39^, *P*_weak enhancer H3K4me1_ = 1.53 × 10^−53^.

We also verified that the conditions used in our assay lead to the precipitation of disordered proteins as previously described^10,11,26^. We used mass spectrometry to analyze our b-isox precipitates and found that the median IDR annotation length in the MobiDB IDR database^27^ is markedly longer for precipitated nuclear proteins compared to a random size-matched subsampling of the human proteome (138 amino acids versus 31 amino acids; Extended Data Fig. 1f; *P* *=* 1.96 × 10^−229^). We also observed that most of the precipitated nuclear proteins contain large IDRs (greater than 100 amino acids). In contrast, large IDRs are found in 20% of the human proteome (Extended Data Fig. 1g). We expect that a subset of these proteins as well as other IDR-containing proteins that may be below the threshold of detection by mass spectrometry will be associated with DNA and will be visible in DisP-seq profiles.

DisP-seq of SKNMC cells showed strong peaks at 22,633 sites that were highly concordant between experiments (Pearson correlation 0.9, *p*-value < 10^-5^; Extended Data Fig. 1h). Annotation of these sites showed that 90% of DisP-seq peaks were associated with distal regions and 10% with gene promoters (Fig. 1b). We next analyzed signals at known binding sites for endogenous EWS-FLI1 in SKNMC cells as a positive control. This showed strong DisP-seq signals centered on EWS-FLI1 binding sites genome-wide, together with corresponding H3K27ac and ATAC signals indicating active and open chromatin (Extended Data Fig. 1i). DisP-seq is thus capable of yielding robust and specific peaks for a well-known disordered TF through antibody-independent chemical precipitation. Notably, EWS-FLI1 binding sites accounted for only a minority of DisP-seq peaks (9%; Fig. 1b), pointing to the detection of many other DNA-associated disordered proteins by this assay. Figure 1c shows examples of DisP-seq peaks associated with EWS-FLI1 (active enhancer with H3K27ac and ATAC-seq signals in the vicinity of *CCND1*) or without the presence of the fusion protein (a location without EWS-FLI1, H3K27ac or ATAC-seq signals).

A comparison with genome-wide chromatin accessibility ATAC-seq signals shows that DisP-seq peaks can occur at locations with either open (76%) or closed chromatin (24%). Moreover, DisP-seq peaks overlap only a minority of ATAC-seq peaks (Extended Data Fig. 1j), showing that DNA-associated disordered proteins are not evenly distributed in open chromatin. We also determined the distribution of DisP-seq signals in terms of large-scale 3D genomic compartments using ENCODE Hi-C maps for SKNMC cells. Fifty-six percent of DisP-seq peaks were present in the open A compartment and 44% in the closed B compartment, which is comparable to the ratio of compartment assignments in the genomic background of SKNMC cells (51% versus 49%; Extended Data Fig. 1k). We also observed the similar signal intensity levels in A and B compartments (Extended Data Fig. 1l). To more precisely determine which chromatin states were associated with DisP-seq signals, we assigned DisP-seq peaks to one of six states defined by ChromHMM using chromatin profiles for SKNMC cells^25,28^ (Fig. 1d and Extended Data Fig. 2a–f). In contrast to the genomic background (Extended Data Fig. 1m,n), DisP-seq peaks were most frequently found in weak enhancer regions, followed by active enhancer regions (Fig. 1e). The median levels of DisP-seq signals in different chromatin states were similar, with active enhancers having moderately higher levels overall (Fig. 1f). Because most DisP-seq peaks occur at enhancers, we also compared enhancers with or without DisP-seq peaks based on levels of different histone modifications. Active enhancers with DisP-seq peaks are associated with moderately higher H3K27ac and H3K4me1 signals (Extended Data Fig. 2g). Weak enhancers followed a similar pattern (Extended Data Fig. 2h). DisP-seq signals are thus associated with increased activation signals at enhancers, suggesting a potential relationship with increased regulatory activity. Taken together, our results show that DisP-seq peaks can be detected in the context of different types of genomic elements and are present in a subset of well-defined regulatory sites such as enhancers and promoters.

### DisP-seq reveals many large clusters of disordered proteins

Given that disordered proteins can engage in weak multivalent interactions through their IDRs^29^, we considered whether DisP-seq signals may occur as clusters in the genome. While the majority of DisP-seq signals occur as single peaks, we noted that certain locations contained clusters of DisP-seq signals spanning large genomic regions. To identify these regions, we grouped nearby DisP-seq peaks and ranked these groups by the total content of DisP-seq signals. This analysis showed a set of large DisP-seq clusters with the highest total DisP-seq signals, which we named DisP islands (Fig. 1g,h). DisP islands comprise 32.7% of the total DisP-seq signals in the genome and their median length is 21,975 bp compared to 981 bp for single DisP-seq peaks. Remarkably, almost half of DisP islands identified in SKNMC cells contain EWS-FLI1 peaks (Extended Data Fig. 2i), indicating that the presence of EWS-FLI1 is associated with neighboring signals for other disordered proteins.

To provide a detailed view of the chromatin landscape of DisP islands, we classified them according to our ChromHMM model for SKNMC cells. DisP islands are associated with various chromatin states and most are in enhancer regions (active enhancer and weak enhancer, Extended Data Fig. 2j). However, only a small subset of DisP islands overlapped superenhancers in SKNMC cells^30^ (Extended Data Fig. 2k). Because most DisP-seq peaks occur at enhancers, we next compared DisP-seq and histone mark signals at the enhancers associated DisP-seq peaks within or outside of DisP islands. At active enhancers, DisP island peaks are associated with higher DisP-seq signals and H3K27ac active enhancer marks compared to non-DisP island peaks (Fig. 1i). Similarly, we also observed higher DisP-seq signals and H3K4me1 basal enhancer marks in DisP island peaks of weak enhancers (Fig. 1j). These results suggest that DisP islands can provide an environment with high local concentrations of disordered proteins and increased chromatin marks linked to regulatory potential.

### DisP-seq peaks are enriched for specific TF motifs

We next performed an unbiased motif analysis for all DisP-seq peaks to identify enrichment for specific TFs at these sites in addition to EWS-FLI1. The top four motifs identified correspond to the TFs AP-2α, NFIB and EWS-FLI1 (single GGAA and GGAA repeat; Fig. 2a). To validate these results, we used western blotting to test precipitation of these TFs by b-isox. As expected, these experiments showed strong signals for AP-2α, NFIB and EWS-FLI1 (Fig. 2b). In contrast, signals were not observed for the wild-type endogenous ETS TF GABPα. These results match the prediction of IDRs by PONDR^31^. AP-2α, NFIB and EWS-FLI1 all have large IDRs compared to GABPα (Fig. 2c,d and Extended Data Fig. 3a,b). Given that several prediction methods for IDRs are available and may have different limitations^27,32–34^, we validated our results with a second approach (metapredict V2)^32^ and obtained similar results (Extended Data Fig. 3c).

**Fig. 2:**
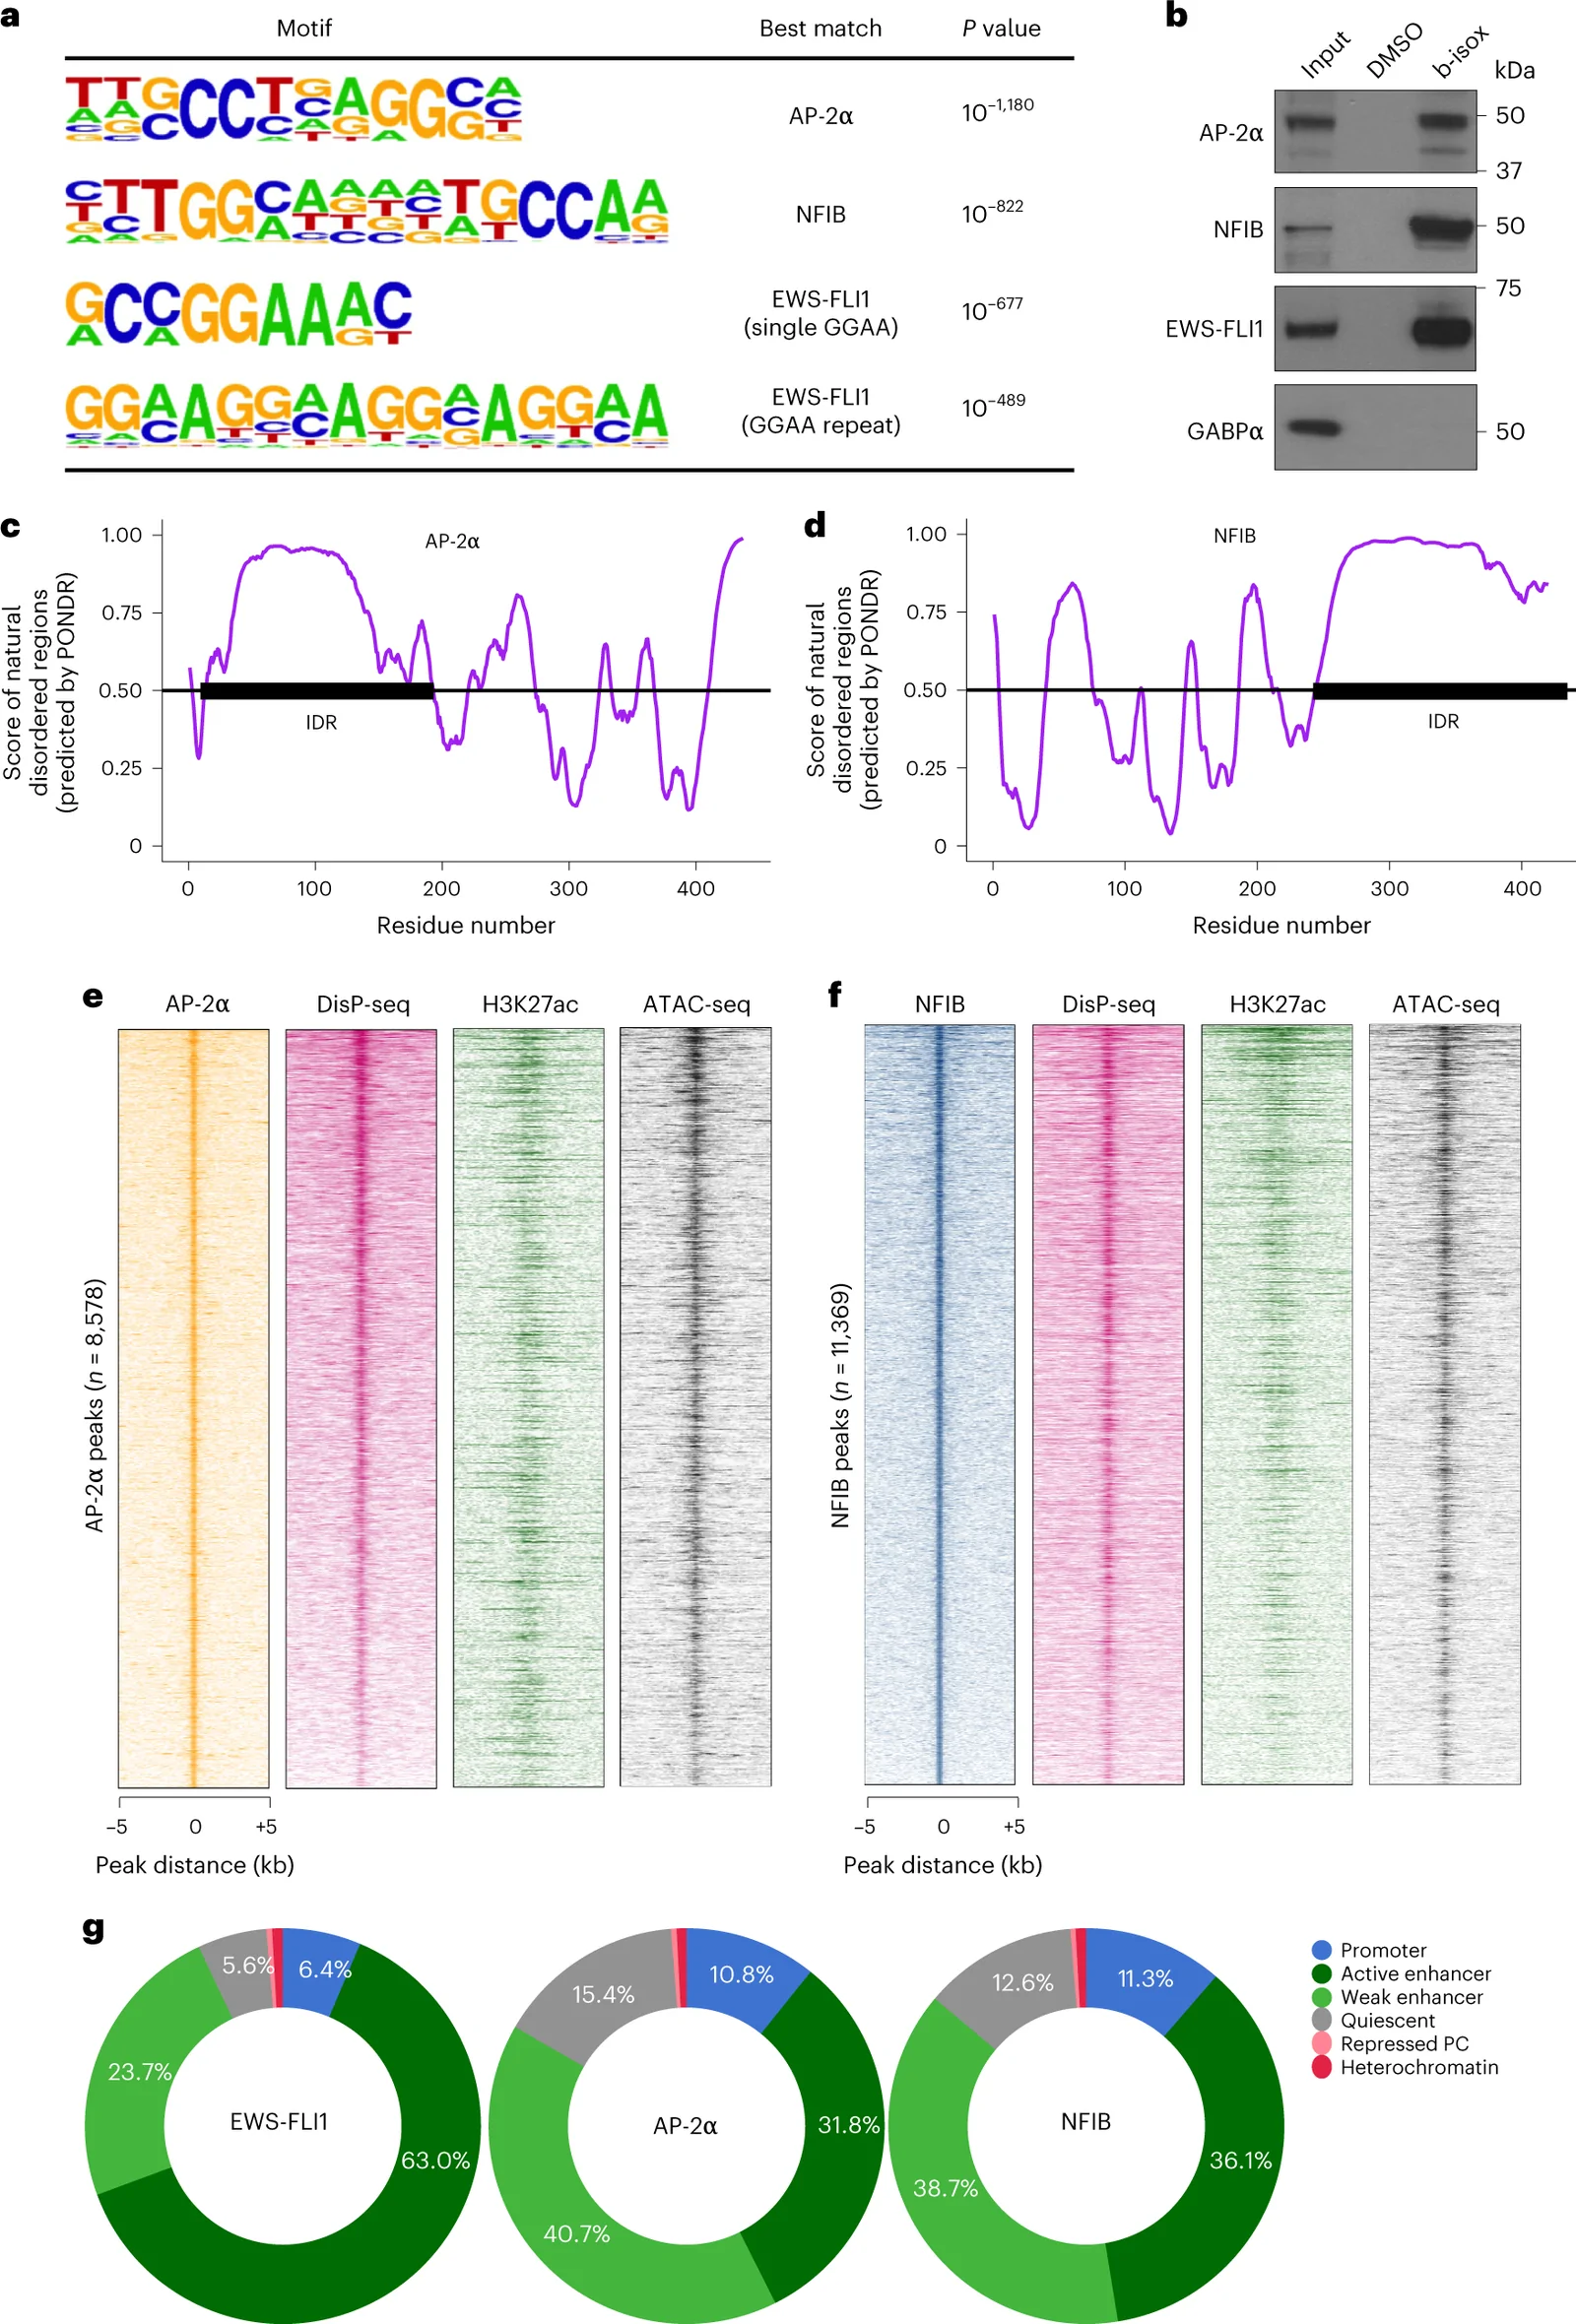
Identification of disordered TFs by DisP-seq in SKNMC cells. **a**, Motif enrichment analysis for DisP-seq signals in SKNMC cells. The top four motifs identified by HOMER are shown. **b**, Western blot after b-isox precipitation for the TFs identified in **a**. An ETS TF without a prominent disordered domain (GABPα) is shown as a control. **c**,**d**, Graphs showing intrinsic disorder for AP-2α (**c**) and NFIB (**d**). Intrinsic disorder scores were calculated by PONDR. IDRs were defined regions with PONDR scores equal to or higher than 0.5 for at least 50 amino acids. **e**,**f**, Heatmaps showing AP-2α ChIP–seq (**e**) and NFIB ChIP–seq (**f**) signals at DisP-seq sites in SKNMC cells (8,578 and 11,369 sites, respectively). For each heatmap, ±5 kb regions centered on the TF ChIP–seq peaks are shown. **g**, Percentage of peaks of different disordered TFs in each ChromHMM category. Source data

To directly match DisP-seq signals with the TFs identified, we performed ChIP–seq for AP-2α and NFIB in SKNMC cells. Similar to our results for EWS-FLI1, AP-2α and NFIB sites were associated with strong DisP-seq signals centered on the corresponding TF-binding sites and with varying levels of H3K27ac and ATAC-seq (Fig. 2e,f). These signals were substantially higher than those at nonoverlapping GABPα sites despite strong GABPα ChIP–seq signals (Extended Data Fig. 3d). Examples of DisP-seq signals associated with AP-2α and NFIB peaks are shown in Extended Data Fig. 3e,f.

To explore the distribution of AP-2α and NFIB peaks identified by DisP-seq, we assigned these disordered TF peaks to six categories that we defined using ChromHMM (Fig. 2g). We found that most AP-2α and NFIB peaks are located at active and weak enhancers (73% and 75%, respectively). This is a similar distribution to EWS-FLI1 (87% at enhancers). In sum, DisP-seq signals are closely associated with TFs that contain prominent IDRs and can be used to identify these proteins in an unbiased antibody-independent manner.

### DisP signals are reorganized by changes in cellular states

We next sought to test whether changes in cellular states can lead to major differences in the distribution of DisP-seq signals. For this purpose, we measured DisP-seq signals in EWS-FLI1 depletion experiments, where the loss of the fusion protein is known to result in widespread changes in chromatin^25^. This process involves not only the loss of active signals at EWS-FLI1 binding sites but also the reactivation of normal mesenchymal differentiation programs that are typical of mesenchymal precursors, the putative cells of origin of Ewing sarcoma^10,25,35–37^. Mesenchymal differentiation in Ewing sarcoma cells with reduced levels of EWS-FLI1 has also been linked to increased migration, invasion and metastatic potential^23,24,38^.

DisP-seq profiling showed 1,730 sites with decreased DisP-seq signals and 13,500 sites with increased signals after EWS-FLI1 depletion (Extended Data Fig. 4a–c). As expected, the top motif associated with decreased DisP-seq signals corresponds to EWS-FLI1 (Fig. 3a, GGAA repeats, peak set 1). Increasing peaks were strongly enriched for the disordered TF NFIB (*P* = 10^−1118^; Fig. 3a, peak set 2), which we initially identified in DisP-seq profiles of wild-type SKNMC cells and contains a large IDR (Fig. 2a,d). To verify the changes observed in DisP-seq peaks, we performed NFIB ChIP–seq in EWS-FLI1 depletion experiments and compared these results to DisP-seq signals, and ChIP–seq data for EWS-FLI1 and H3K27ac^25^. In agreement with our motif analysis, we found strong EWS-FLI1 ChIP–seq signals in peak set 1 and marked increases in NFIB ChIP–seq signals in peak set 2 (Fig. 3b,c). These peak sets were matched with corresponding decreases or increases in H3K27ac and ATAC-seq signals (Fig. 3b,c). Similar results were observed for DisP islands. A total of 486 DisP islands were lost and 1,306 DisP islands were gained upon EWS-FLI1 depletion. More than half of lost DisP islands were associated with EWS-FLI1 (Fig. 3d, pattern A), while 82% of gained DisP islands contain NFIB (Fig. 3g, pattern C). Our data thus show that DisP-seq signals can undergo substantial reorganization with changes in cellular states and that these profiles can be used to identify disordered TFs linked to these processes.

**Fig. 3:**
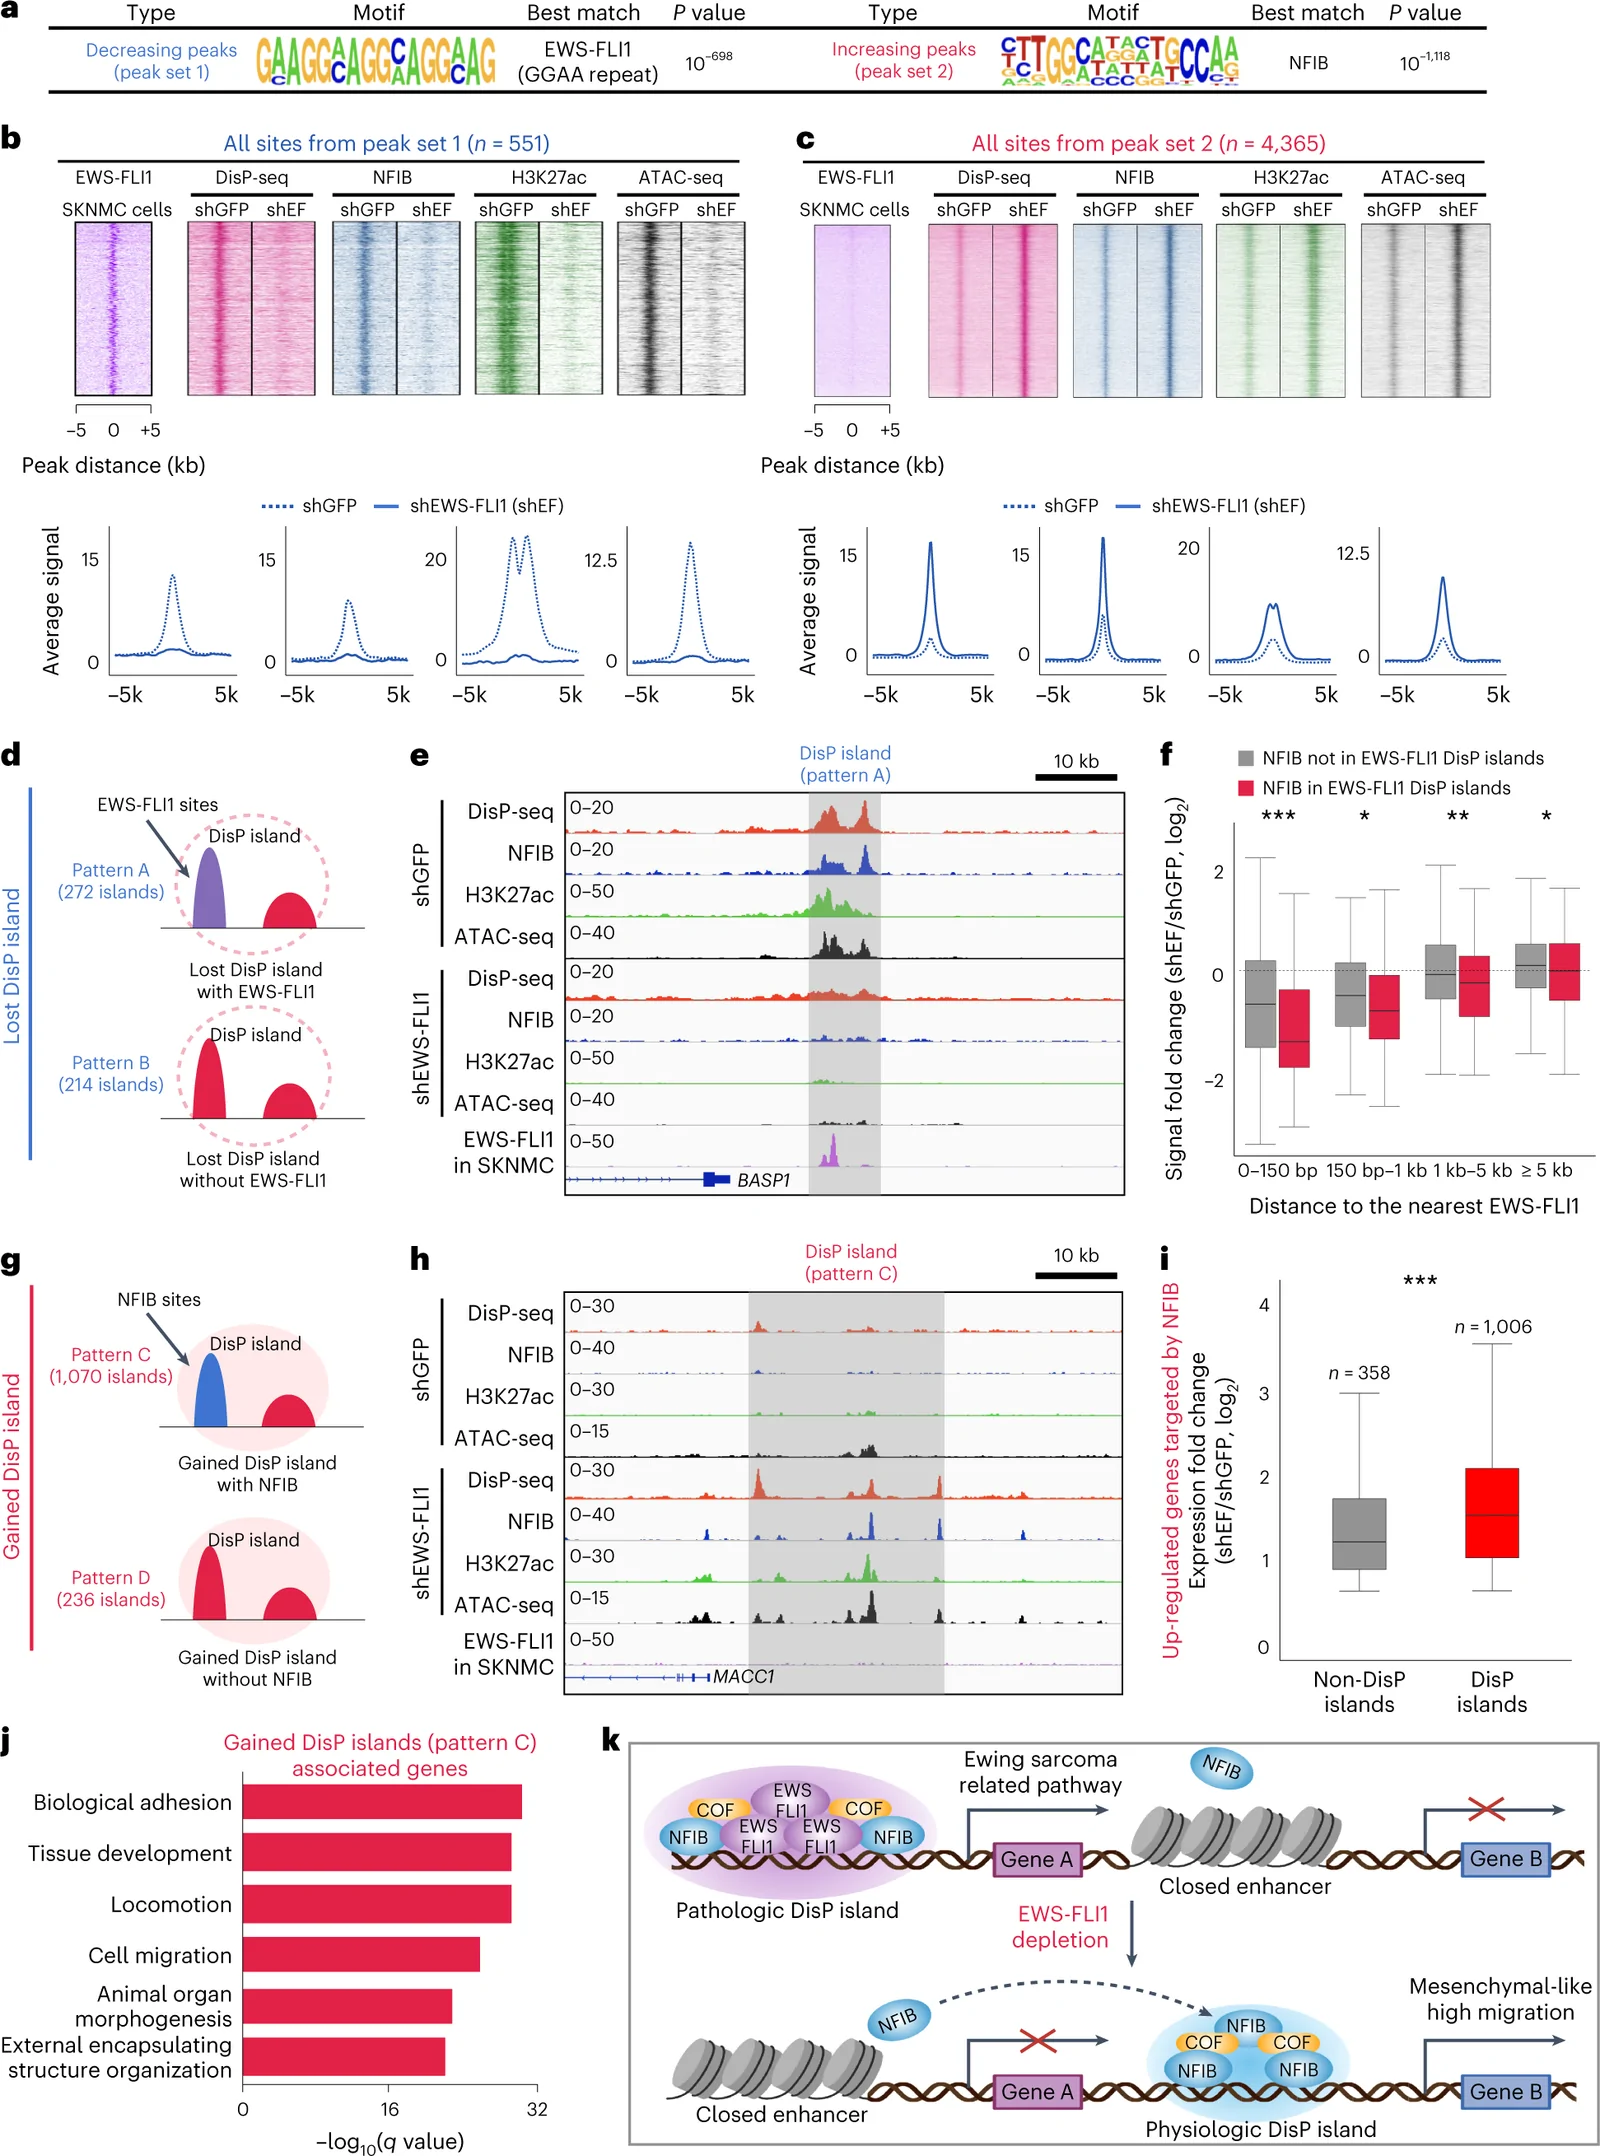
EWS-FLI1 depletion leads to reorganization of DisP islands in SKNMC cells. **a**, Top motifs for increasing and decreasing DisP-seq peaks (peak sets 1 and 2). **b**,**c**, Top—heatmaps depicting sites from peaks sets 1 (**b**) and 2 (**c**). DisP-seq, ChIP–seq and ATAC-seq signal intensities are shown. Bottom—composite plots for the same sites. **d**, Schematic of different patterns of DisP islands lost upon EWS-FLI1 depletion. DisP islands overlap with at least one (pattern A) or no EWS-FLI1 sites (pattern B). **e**, Representative example of DisP island classified as pattern A. **f**, Boxplot showing changes of NFIB signals after EWS-FLI1 depletion. Signals are grouped by their distance to EWS-FLI1 peaks and by whether they are in DisP islands associated with EWS-FLI1 (*n* = 2 biologically independent experiments). *P < 0.05, **P < 0.01 and ***P < 0.001 (two-sided *t*-test). Median value is shown as a line within the boxplot, which spans from the 25th to 75th percentiles. Whiskers indicate a 1.5× interquartile range. *P*_0–150 bp_ = 3.40 × 10^−18^, *P*_150–1 kb_ = 0.04, *P*_1k–5 kb_ = 0.004 and *P*_≥5 kb_ = 0.04. **g**, Schematic of different patterns of gained DisP islands upon EWS-FLI1 depletion. DisP islands that overlap with at least one (pattern C) or no increased NFIB peaks (pattern D). **h**, Representative example of DisP island classified as pattern C. **i**, Boxplot showing changes in expression for NFIB target genes after EWS-FLI1 depletion. Upregulated genes associated with NFIB sites are classified according to whether they are inside or outside of DisP islands (*n* = 2 biologically independent experiments). ***P < 0.001 (two-sided *t*-test). Median value is shown as a line within the boxplot, which spans from the 25th to 75th percentiles. Whiskers indicate a 1.5× interquartile range. *P* = 1.69 × 10^−07^ **j**, GO analysis of upregulated genes associated with gained DisP islands after EWS-FLI1 depletion. **k**, Schematic of DisP island reorganization after EWS-FLI1 depletion. In Ewing sarcoma cells, NFIB partially colocalizes with EWS-FLI1 in pathologic DisP islands. After EWS-FLI1 knockdown, NFIB signals are lost at GGAA repeats and gained at previously unoccupied NFIB sites to form physiologic DisP islands. The reorganization of DisP islands is associated with reactivation of normal mesenchymal differentiation programs in tumor cells. COF, cofactor.

### DisP islands can enable sequestration of disordered TFs

In addition to these gained NFIB peaks, we also noted the presence of strong NFIB ChIP–seq signals near EWS-FLI1 sites before EWS-FLI1 depletion (Fig. 3b), including 270 of 272 EWS-FLI1 dependent DisP islands. This may be partly explained by the fact the half-site NFIB motif (TGGCA) is similar to GGAA and can be found within imperfect segments of GGAA microsatellites (64% of EWS-FLI1 bound GGAA repeat sites; Extended Data Fig. 4d) and by immunoprecipitation experiments that show an interaction between EWS-FLI1 and NFIB (Extended Data Fig. 4e). However, our data also shows that NFIB peaks within EWS-FLI1 DisP islands (pattern A) can be separated from the fusion protein by long distances (Fig. 3e) and prompted us to consider the relationship between EWS-FLI1 and nearby NFIB peaks in more detail. Remarkably, our data show that depletion of EWS-FLI1 strongly decreases NFIB binding (Fig. 3e,f) at both short and long distances between peaks (less than 150 bp and also between 150 bp and 1 kb). Moreover, NFIB peaks that are contained in EWS-FLI1-associated DisP islands are affected more strongly by the depletion of the fusion protein. This effect is less pronounced but still noticeable beyond 1 kb (Fig. 3f). Our data thus show effects of EWS-FLI1 on NFIB binding that are beyond the 50 bp range typically observed for cooperative binding^39^, suggesting that DisP islands can facilitate the coordinated binding of disordered TFs over large genomic regions.

Given the strong connection between NFIB and new DisP islands that appear after EWS-FLI1 depletion, we also characterized gene regulation programs associated with these events. NFIB is part of a family of TFs with roles in the development of various tissue types, including the differentiation of mesenchymal precursors^40^. Previous studies have also shown that NFIB can increase chromatin accessibility in small-cell lung cancer (SCLC) cells and stem cells^41,42^. Our results show that increases in NFIB binding mainly occur in distal regions (Extended Data Fig. 4f) and lead to the establishment of DisP islands (Fig. 3g,h). To explore the role of gained DisP islands in gene regulation, we examined upregulated genes near increasing NFIB signals after EWS-FLI1 KD. This analysis shows that increases in expression levels were more pronounced for genes associated with NFIB-containing DisP islands compared to NFIB peaks outside of DisP islands (Fig. 3i). Moreover, the signals of DisP-seq, NFIB and H3K27ac ChIP–seq are also higher in peaks located in gained DisP islands (Extended Data Fig. 4g). These results show that incorporation of NFIB into an environment with high local concentration of disordered proteins in DisP islands leads to enhanced effects on transcription programs.

Gene ontology (GO) analysis of potential target genes of these gained DisP islands shows a strong association with mesenchymal programs induced after EWS-FLI1 depletion (for example locomotion, adhesion and migration; Fig. 3j), pointing to a role for the reorganization of DisP islands in these processes. Moreover, sites with DisP-seq peaks in these DisP islands display high average DNase I signals in mesenchymal cell types profiled by ENCODE (113 human cell types, GSE29692), suggesting that they correspond to regulatory sites in this lineage^43^ (Extended Data Fig. 4h). In contrast, NFIB peak locations in DisP islands associated with EWS-FLI1 in SKNMC cells show low signals in all ENCODE cell types, suggesting that they are associated primarily with the Ewing sarcoma pathologic state (Extended Data Fig. 4h).

Taken together, our results show the reorganization of the DisP island landscape upon EWS-FLI1 depletion (Fig. 3k). In wild-type SKNMC cells, NFIB is partially sequestered by EWS-FLI1 in pathologic DisP islands, which are exclusively observed in the context of Ewing sarcoma. After EWS-FLI1 depletion, NFIB is released from these sites and relocates to NFIB binding sites linked to mesenchymal differentiation to establish physiologic DisP islands. In addition, the small increase in the level of NFIB protein after EWS-FLI1 KD may also contribute to the formation of these physiological DisP islands (Extended Data Fig. 4b). These changes are linked to the reactivation of latent mesenchymal differentiation programs in tumor cells through increased chromatin accessibility and enhancer activation.

### IDRs can mediate the incorporation of TFs into DisP islands

Given the strong association between NFIB and changes in DisP-seq signals, we next considered whether the IDR of NFIB has a role in the binding and function of this TF. NFIB contains a large IDR in its C-terminal region (Fig. 2d) and we generated a mutant lacking this domain (NFIB^ΔIDR^; Fig. 4a). We first compared wild-type NFIB (NFIB^WT^) and NFIB^ΔIDR^ by b-isox precipitation and, as expected, only NFIB^WT^ signals were detected by Western blot in the precipitated fraction (Fig. 4a).

**Fig. 4:**
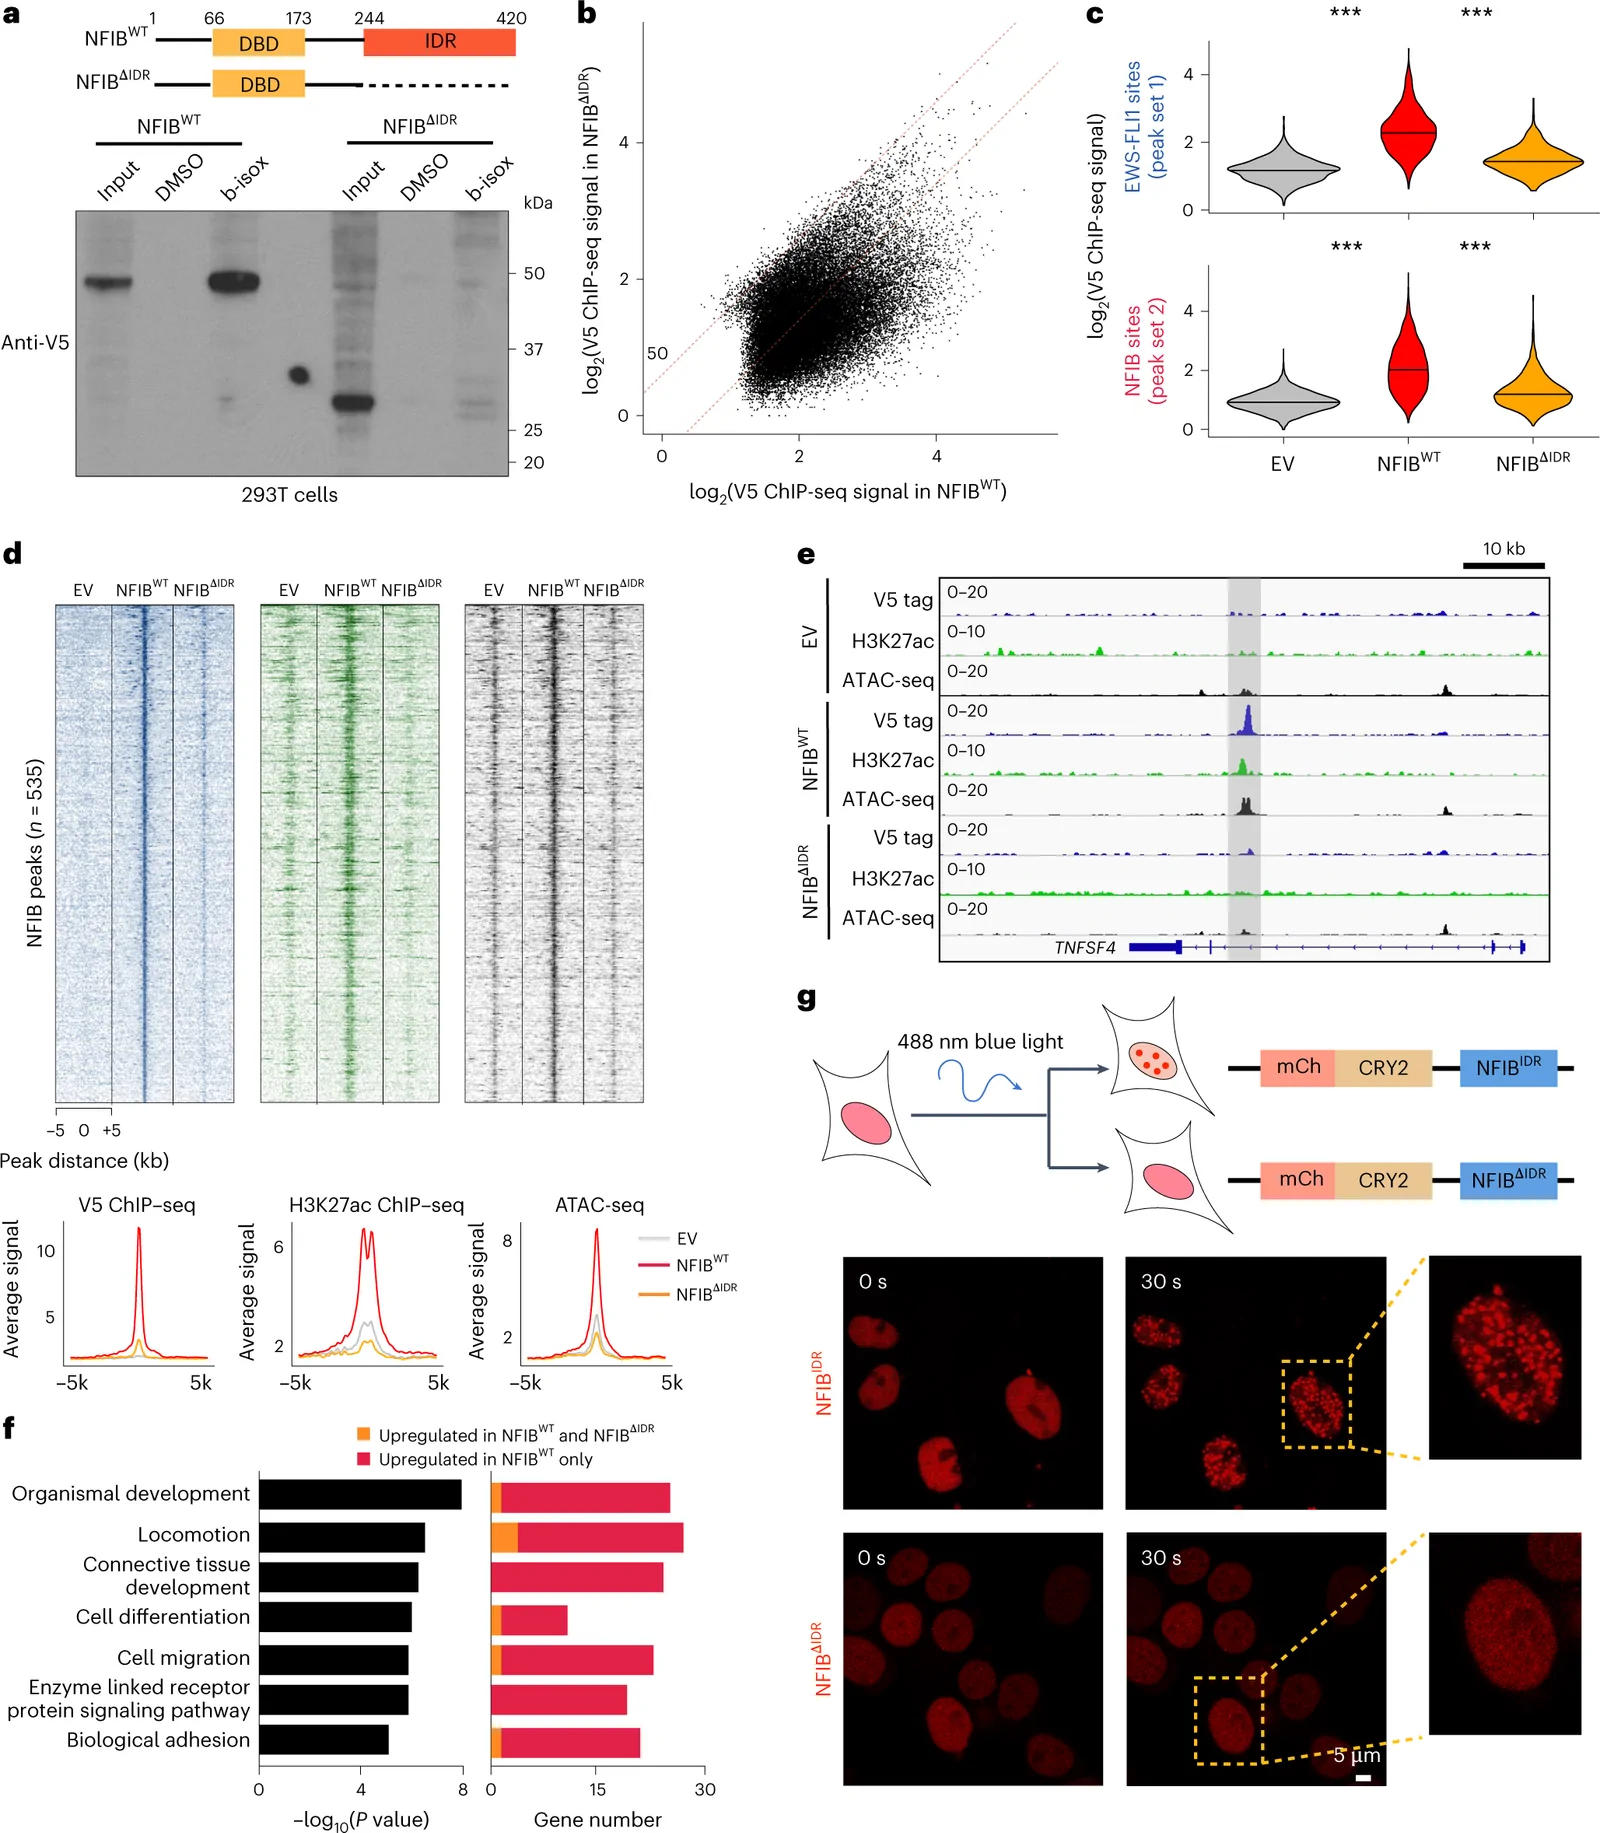
The NFIB IDR is critical for NFIB binding, function and formation of biomolecular condensates. **a**, Top—schematic comparing NFIB^WT^ and NFIB^ΔIDR^. Bottom—western blot after b-isox precipitation in 293 T cells transfected with NFIB^WT^ or NFIB^ΔIDR^. **b**, Scatter plot comparing V5 ChIP–seq signals for NFIB^WT^ and NFIB^ΔIDR^ cells. Red dashed lines indicate twofold differences. **c**, Violin plots showing V5 ChIP–seq signals in cells expressing exogenous NFIB at DisP-seq sites from peak set 1 (top) and peak set 2 (bottom). ***P < 0.001 (two-sided *t*-test). *P*_peak set 1(NFIB WT versus EV)_ = 5.34 × 10^−182^, *P*_peak set 1(NFIB WT versus NFIBΔIDR)_ = 5.52 × 10^−119^; *P*_peak set 2(NFIB WT versus EV)_ < 4.94 × 10^−324^, *P*_peak set 2(NFIB WT versus NFIBΔIDR)_ < 4.94 × 10^−324^. **d**, Heatmaps (top) and composite plots (bottom) depicting V5, H3K27ac ChIP–seq and ATAC-seq signal intensities in empty vector (EV), NFIB^WT^ and NFIB^ΔIDR^ cells. A total of 535 NFIB sites with increasing NFIB, H3K27ac and ATAC-seq signals in both EWS-FLI1 knockdown and NFIB overexpression experiments are shown. Each heatmap shows ±5 kb regions centered on NFIB peaks. **e**, Representative example of differences in signals between NFIB^WT^ and NFIB^ΔIDR^ at the *TNFSF4* locus. The NFIB^WT^ peak region is highlighted in light gray. **f**, Left—GO analysis of upregulated genes upon expression of NFIB. Right, number of genes in each GO category for NFIB^WT^ and NFIB^ΔIDR^. **g**, Top—schematic of the optoDroplet assay. mCherry-CRY2 was fused with the IDR of NFIB or with NFIB^ΔIDR^. Cells expressing these constructs were tested for droplet formation after exposure to 488 nm blue light. Bottom—representative images of NFIB^IDR^-mCherry-CRY2 (top) and NFIB^ΔIDR^ -mCherry-CRY2 (bottom) fusion proteins expressed in 293 T cells. Cells were stimulated with a 488 nm laser for 30 s before imaging.

We next introduced V5-tagged NFIB^WT^ and NFIB^ΔIDR^ into SKNMC cells (Extended Data Fig. 5a) and performed V5 ChIP–seq to test the binding patterns of these proteins. A genome-wide comparison showed that most binding sites had signals that were either similar for both NFIB^WT^ and NFIB^ΔIDR^ or substantially higher for NFIB^WT^ (40% and 59%, respectively; Fig. 4b and Extended Data Fig. 5b). In particular, median NFIB^WT^ signals were at least twofold higher in peak set 1 and peak set 2 (Fig. 4c). Furthermore, exogenous wild-type NFIB is more effectively incorporated into pattern A and pattern C DisP islands compared to NFIB^ΔIDR^ while this difference is less apparent outside of DisP islands (Extended Data Fig. 5c). These results show that the IDR of NFIB is required for incorporation into DisP islands, pointing to a role of IDR mediated interactions in establishing coordinated TF-binding patterns.

The differences between NFIB^WT^ and NFIB^ΔIDR^ observed at EWS-FLI1 bound GGAA repeats in peak set 1 show that NFIB occupancy at these sites is highly dependent on its IDR. We did not observe changes in ATAC-seq or H3K27ac signals after NFIB^WT^ and NFIB^ΔIDR^ overexpression at GGAA repeats (Extended Data Fig. 5d,e), consistent with the notion that EWS-FLI1 is the primary activator of these elements. Given the IDR-dependent difference in NFIB recruitment, we considered whether the NFIB IDR may facilitate binding at GGAA repeats through interactions with EWS-FLI1. To test for this possibility, we performed co-immunoprecipitation after expressing tagged EWS-FLI1 (HA-EWS-FLI1) and V5-NFIB^WT^ or V5-NFIB^ΔIDR^ in 293 T cells. These experiments showed a stronger interaction for NFIB^WT^ compared to NFIB^ΔIDR^ (Extended Data Fig. 5f), suggesting that interactions mediated by the NFIB IDR may contribute to the localization of NFIB to pathologic DisP islands. To further test these contributions, we also compared V5-NFIB^WT^ to an NFIB mutant lacking the DNA-binding domain (V5-NFIB^ΔDBD^; Extended Data Fig. 5g) by ChIP–seq. Remarkably, both NFIB^WT^ and NFIB^ΔDBD^ produced strong signals in peak set 1 (Extended Data Fig. 5h), suggesting that the NFIB IDR can be sequestered at EWS-FLI1 GGAA repeat sites without a DNA-binding domain. This effect was dependent on EWS-FLI1 because it was not observed in cells with knockdown of the fusion protein. Peak set 2 sites also showed increased signals for NFIB^ΔDBD^ (Extended Data Fig. 5h). This effect was more noticeable upon EWS-FLI1 depletion when endogenous NFIB is relocated to these sites. Together, these data support the conclusion that the IDR of NFIB has an important role in sequestration by EWS-FLI1 and are in keeping with recent studies showing that IDRs can affect DNA-binding site selection by TFs^44,45^.

NFIB^WT^ signals were also markedly higher at NFIB sites associated with differentiation after EWS-FLI1 knockdown (Fig. 4d,e). In keeping with this finding, ATAC-seq and H3K27ac signals were increased in NFIB^WT^ cells at these sites while they remained unchanged in NFIB^ΔIDR^ cells (Fig. 4d,e). 

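SKNMC is a Ewing sarcoma cell line that expresses the EWS-FLI1 fusion. RNA-seq was done on SKNMC cells with an empty vector, with V5-tagged NFIB WT or with V5-tagged NFIB ΔIDR, with 2 libraries per group. Total RNA was made into libraries with the CORALL kit, which keeps the strand of the RNA and adds unique molecular identifiers. The authors aligned the reads to hg19 with STAR and counted those in RefSeq genes with featureCounts. Whether the identifiers or the strand entered the counting is not given in the sources used here. A molecule may therefore have been counted more than once, and overlapping genes on opposite strands may not have been told apart. The deposited values are whole counts without normalization for 22604 genes. The libraries held 7375583 and 8465572 counts with the empty vector, 6664231 and 7829908 with NFIB WT, and 7312664 and 6759708 with NFIB ΔIDR. In the smallest library, 1 CPM (a library's counts scaled to a common total) corresponds to 6.66 counts. From these counts, edgeR's quasi-likelihood test was run on the 13501 genes that passed its expression filter, with TMM normalization and all 6 libraries in a single fit. Levels are given as TMM-scaled CPM with the SD over the 2 libraries of a group, and p values were adjusted by the Benjamini-Hochberg method over all genes tested. The paper describes its RNA-seq experiments as repeated in biological duplicate, and its reporting summary says that each was done 2 times, with 2 independent samples and 2 replicates. The p values rest on the spread between libraries of the same group, taken together over the 3 pairs. The pairs were unequal. The SD of the log2 difference across genes was 0.28 for the empty vector pair, 0.28 for NFIB ΔIDR and 0.38 for NFIB WT. The shared spread may thus be too small for NFIB WT and too large for the other groups. In fits of a construct and the empty vector alone, 10 rather than 61 genes were higher with NFIB WT at an adjusted p under 0.05. With NFIB ΔIDR, 910 rather than 40 were.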

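NFIB RNA was higher with both constructs than with the empty vector. It was at 160.1 ± 22.0 CPM (SD, n = 2) with the empty vector, 1010 ± 58.1 CPM with NFIB WT and 2280 ± 74.2 CPM with NFIB ΔIDR. These levels are 6.31-fold and 14.2-fold that of the empty vector. The level with NFIB ΔIDR was 2.26-fold that with NFIB WT (log2 fold change of NFIB WT against NFIB ΔIDR -1.17, SE 0.10, adjusted p = 0.000191 from edgeR). NFIB lies on chromosome 9 of hg19 from 14081842 to 14398982. Reads of the endogenous gene and of the construct are counted together, and the NFIB ΔIDR construct lacks the part that codes for the IDR.

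**Figure D1:**
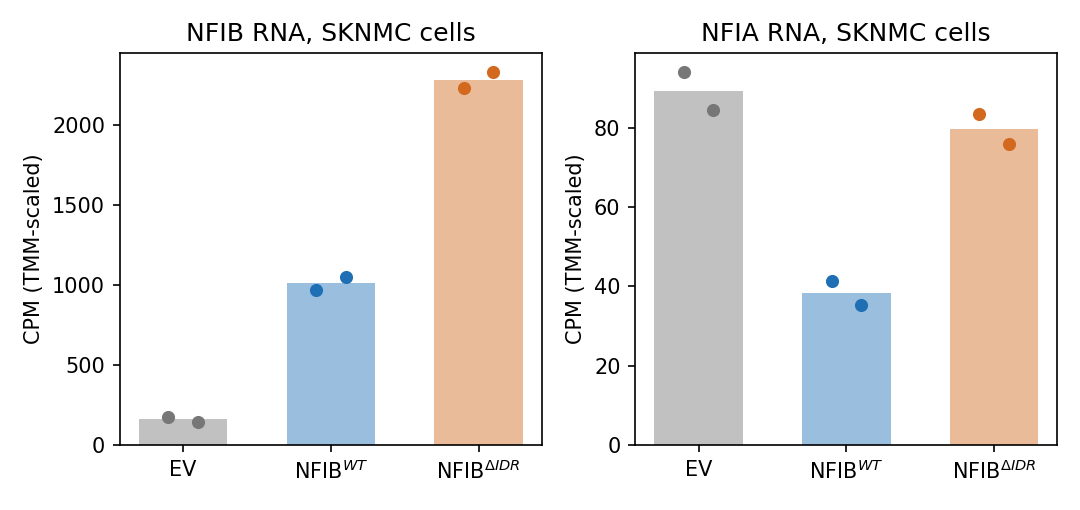
NFIB RNA (left) and NFIA RNA (right) in TMM-scaled CPM with the empty vector (EV), NFIB WT and NFIB ΔIDR. Points are the 2 libraries of each group and bars are their means. The mean of NFIB is 2280 CPM with NFIB ΔIDR and the mean of NFIA is 38.3 CPM with NFIB WT.

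Between the 2 constructs, 745 genes were higher with NFIB WT and 701 were higher with NFIB ΔIDR at an adjusted p under 0.05. IGFBP5, a secreted protein that binds insulin-like growth factors, was at 218 ± 5.59 CPM with NFIB WT and 37.9 ± 2.26 CPM with NFIB ΔIDR (log2 fold change 2.52, SE 0.10, adjusted p = 5.69e-07). It lies on chromosome 2 from 217536828 to 217560272. SELENBP1, which encodes a selenium-binding protein, was at 8.13 ± 0.384 CPM with NFIB WT and 0.418 ± 0.174 CPM with NFIB ΔIDR (log2 fold change 4.21, SE 0.40, adjusted p = 0.000433). CSTA, an inhibitor of cysteine proteases in epithelia, was lower with NFIB WT, at 3.08 ± 0.747 CPM against 25.3 ± 0.135 CPM (log2 fold change -3.02, SE 0.21, adjusted p = 6.29e-05). NFIA, a paralog of NFIB, was also lower with NFIB WT, at 38.3 ± 4.32 CPM against 79.7 ± 5.37 CPM (log2 fold change -1.06, SE 0.12, adjusted p = 0.000908).
Of 24 genes of cholesterol synthesis, 14 were higher with NFIB WT than with NFIB ΔIDR (17 when adjusted over the list alone). HMGCS1, an early enzyme of this pathway, was at 407 ± 26.7 CPM with NFIB WT and 257 ± 7.81 CPM with NFIB ΔIDR, next to 437 ± 21.0 CPM with the empty vector. The list stood apart from other genes with a preset correlation in limma's camera test (adjusted p = 3.8e-17), and not with an estimated one (adjusted p = 0.25 with an estimated correlation). The fry test of limma, which does not compare a list with other genes, gave it an adjusted p of 0.0176 as higher. Of 26 replication-dependent histone genes, which package newly made DNA, 12 were higher and 1 was lower with NFIB WT (15 and 2 when adjusted over the list alone; camera adjusted p = 3.63e-07, and adjusted p = 0.396 with an estimated correlation). Of 15 small structural RNAs, 1 was higher with NFIB WT (2 when adjusted over the list alone), with a median log2 fold change of 0.57 (camera adjusted p = 0.00385, and adjusted p = 0.522 with an estimated correlation). They were higher in NFIB WT replicate 1, which stands apart, than in replicate 2. The median of the histone genes was 0.42 with all libraries and 0.42 without NFIB WT replicate 1. It was 0.29 without NFIB ΔIDR replicate 1 and 0.513 without NFIB ΔIDR replicate 2. Of 34 genes known to be activated by EWS-FLI1, 11 were higher with NFIB WT and 1 was lower (13 and 1 when adjusted over the list alone; camera adjusted p = 2.05e-05, and adjusted p = 0.25 with an estimated correlation). The numbers of genes moved with the fit, since DESeq2 gave 431 higher and 295 lower with NFIB WT, and a fit of these 2 groups alone gave 358 and 322. Leaving out NFIB ΔIDR replicate 1 or 2 gave 69 and 67 higher and 44 and 42 lower, leaving out empty vector replicate 1 or 2 gave 387 and 388 higher and 331 and 338 lower, and leaving out NFIB WT replicate 1 or 2 gave 1281 and 2229 higher and 1156 and 2176 lower.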

A comparison of RNA-seq profiles in NFIB^WT^ and NFIB^ΔIDR^ cells also showed differences at the gene expression levels. Approximately 130 genes were increased in NFIB^WT^ compared to the empty vector and most of them were unchanged in NFIB^ΔIDR^. 

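MGP, ENPP2, ANGPTL4 and FOS were among the genes that rose with NFIB WT against the empty vector. MGP, a matrix protein that inhibits calcification, was at 2.31 ± 0.397 CPM (SD, n = 2) with the empty vector and 16.6 ± 1.36 CPM with NFIB WT (log2 fold change 2.85, SE 0.24, adjusted p = 0.000484 from edgeR), and at 1.88 ± 0.782 CPM with NFIB ΔIDR. It lies on chromosome 12 of hg19 from 15033798 to 15038791. ENPP2, a secreted enzyme that makes lysophosphatidic acid, was at 1.20 ± 0.157 CPM with the empty vector, 8.20 ± 0.490 CPM with NFIB WT and 2.67 ± 0.434 CPM with NFIB ΔIDR (log2 fold change of NFIB WT against the empty vector 2.74, SE 0.28, adjusted p = 0.00152). ANGPTL4, a secreted inhibitor of lipoprotein lipase, was at 7.59 ± 1.43, 25.4 ± 0.503 and 9.33 ± 0.375 CPM in the same groups (log2 fold change 1.75, SE 0.16, adjusted p = 0.000796). FOS, a subunit of the AP-1 transcription factor, was at 14.3 ± 0.887, 40.2 ± 4.71 and 14.1 ± 2.77 CPM (log2 fold change 1.49, SE 0.15, adjusted p = 0.00152).
At a fold of at least 1.5 and an unadjusted p under 0.05, 288 genes were higher with NFIB WT than with the empty vector and 236 were lower in edgeR's test. In DESeq2, the tool that the paper names, 146 were higher and 105 were lower, and 139 of the 146 were also among the 288. At an adjusted p under 0.05, 61 genes rose and 22 fell in edgeR's test. When unchanged groups were simulated against the same empty vector libraries, a mean of 75.4 genes (52 to 92 over 50 draws) passed the fold and unadjusted p thresholds as higher. The simulated groups had the spread of the fit over all 6 libraries, whereas the NFIB WT pair varied more than the other pairs. Numbers from this simulation may therefore be too low for NFIB WT. It holds no change with either construct, so it does not stand for genes raised equally by both.
Of the 288 genes, 35 (12.2%) were also higher with NFIB ΔIDR than with the empty vector at these thresholds, 17 were lower and 236 (81.9%) passed in neither direction. Independent lists of these sizes would share 8.9 genes. The simulated unchanged groups shared a mean of 16.1 genes (8 to 27) because both comparisons use the same empty vector libraries. The 35 shared genes lie above this range. The simulated lists were shorter, so their shared percentage of 21.4% (12.5 to 34.6%) cannot be set against 12.2%. The 2 empty vector libraries were not split between the comparisons, so part of the overlap above that of independent lists may come from the shared controls. The median log2 fold change of the 288 genes was 0.78 with NFIB WT and 0.08 with NFIB ΔIDR. In a direct test of NFIB WT against NFIB ΔIDR, 114 of the 288 (39.6%) were higher with NFIB WT at an adjusted p under 0.05 and 1, NFIB, was lower. The direct test shares the NFIB WT libraries by which these genes were chosen. In the simulated unchanged groups, that choice alone gave 3.06% (0 to 7.94%) at the same p, which may be too low for the more variable NFIB WT pair. Of the 146 genes from DESeq2, 11 (7.53%) were also higher with NFIB ΔIDR, and 73 were higher with NFIB WT than with NFIB ΔIDR. In 10 simulated draws of unchanged groups over the 13501 genes, DESeq2 gave a mean of 14.1 higher genes (8 to 18). A mean of 2.5 genes (0 to 8) were shared, a percentage of 16.2% (0 to 47.1%) of these shorter lists.

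**Figure D2:**
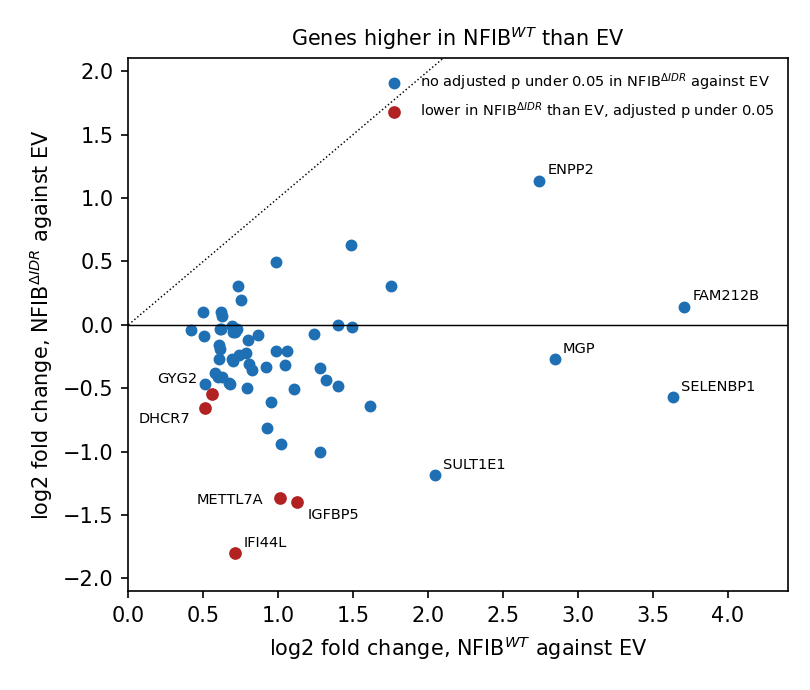
Log2 fold change against the empty vector (EV) with NFIB WT on the horizontal axis and with NFIB ΔIDR on the vertical axis, for the 60 genes other than NFIB that rose with NFIB WT at an adjusted p under 0.05. Each point is a gene, the dotted line marks equal changes, and 50 of the 60 points lie below 0 on the vertical axis, of which the 5 in red fell with NFIB ΔIDR at an adjusted p under 0.05.

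Of the 61 genes that rose, 59 were higher with NFIB WT than with NFIB ΔIDR in the direct test. Of the 60 genes with the smallest p among those higher in the simulated unchanged groups, a mean of 5.12 (2 to 12) were. That mean may also be too low for the more variable NFIB WT pair. TNFSF4, whose locus is shown in Fig. 4e, had 4 and 3 counts with the empty vector, 1 and 2 with NFIB WT and 1 and 1 with NFIB ΔIDR, too few to be tested. The number of genes that rose was 10 in a fit of the NFIB WT and empty vector libraries alone, 8 without either empty vector library, 10 without either NFIB ΔIDR library, and 295 and 1518 without NFIB WT replicate 1 and 2. FOS did not pass without empty vector replicate 2; without NFIB WT replicate 2, the 288 became 528 and the share also higher with NFIB ΔIDR was 7.95%, while it was 7.09% without NFIB ΔIDR replicate 1.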

Almost half of these genes had promoters or distal regulatory regions occupied by NFIB^WT^ and associated with higher ATAC-seq and H3K27ac signals (Extended Data Fig. 5i). 

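Genes of the extracellular matrix and of cell guidance were among those that rose with NFIB WT. DCN, a proteoglycan that binds collagen fibrils, was at 88.0 ± 2.91 CPM (SD, n = 2) with the empty vector, 147 ± 7.04 CPM with NFIB WT and 74.8 ± 1.52 CPM with NFIB ΔIDR (log2 fold change of NFIB WT against the empty vector 0.74, SE 0.09, adjusted p = 0.00608 from edgeR). TNC, a matrix glycoprotein of developing connective tissue, had a log2 fold change of 0.98 in the same comparison (adjusted p = 0.0129). The guidance receptor EPHB2 and the ligand EFNB1 had log2 fold changes of 1.61 (SE 0.22, adjusted p = 0.0128) and 0.69 (SE 0.10, adjusted p = 0.0128). DCC, the netrin receptor, had a log2 fold change of 1.11 (SE 0.17, adjusted p = 0.0236).
LOX, which crosslinks collagen, and TIMP1, which inhibits matrix metalloproteinases, also rose with NFIB WT (log2 fold changes 0.61 and 0.60, SE 0.10 and 0.11, adjusted p = 0.0285 and 0.0339). Other genes of these kinds rose with NFIB ΔIDR. FN1, which encodes fibronectin, was at 359 ± 16.8 CPM with the empty vector and 589 ± 29.2 CPM with NFIB ΔIDR (log2 fold change 0.71, SE 0.09, adjusted p = 0.0105), next to 432 ± 44.4 CPM with NFIB WT. SLIT2, a repellent guidance ligand, and TBX3, a transcription factor of limb development, had log2 fold changes of 0.60 (SE 0.09, adjusted p = 0.0204) and 0.51 (SE 0.10, adjusted p = 0.0489) with NFIB ΔIDR. MMP1, a collagenase, was at 0.256 ± 0.0240 CPM with the empty vector and 2.18 ± 0.365 CPM with NFIB ΔIDR (log2 fold change 3.02, SE 0.53, adjusted p = 0.0332). It was at 1.47 ± 0.256 CPM with NFIB WT, which passed at the fold and unadjusted p thresholds and not at an adjusted p under 0.05 (log2 fold change 2.44, SE 0.58, adjusted p = 0.0958).

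**Figure D3:**
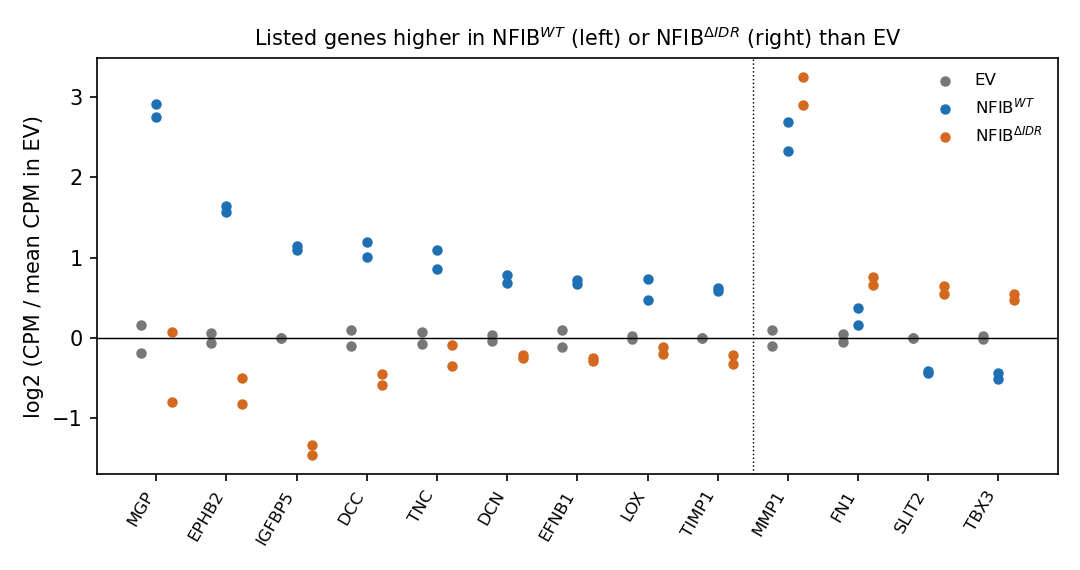
Log2 ratio of CPM to the mean CPM with the empty vector (EV) for the genes of 8 lists that rose with NFIB WT (left of the dotted line) or with NFIB ΔIDR (right). Each point is a library. The NFIB WT libraries of the 9 genes on the left lie above those of the empty vector, and FN1, SLIT2 and TBX3 are highest with NFIB ΔIDR.

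The members of the GO categories were not used here. In their place stood 8 lists on matrix structure, matrix enzymes, adhesion, migration and guidance, connective tissue development, receptor tyrosine kinases, TGF-beta signalling and mesenchymal transcription factors, with 252 genes tested. Their members were written from textbook knowledge, and the grouping was made after the data were seen. Of the 60 genes other than NFIB that rose with NFIB WT, 9 were on these lists, where 1.12 would be by chance (odds ratio 9.58, 95% confidence interval 4.1 to 19.9, two-sided Fisher's exact test, adjusted p = 3.08e-06 over the 10 gene sets tested). Of the 39 that rose with NFIB ΔIDR, 4 were on the lists, where 0.728 would be by chance (odds ratio 6.09, 95% confidence interval 1.56 to 17.2, adjusted p = 0.0073 from the same exact test). Genes that fell were on the lists more often than by chance too, 3 of 22 with NFIB WT (odds ratio 8.38, adjusted p = 0.00846) and 4 of 48 with NFIB ΔIDR (odds ratio 4.84, adjusted p = 0.0121 by this exact test). Genes are not independent replicates, and the difference between these odds ratios was not tested. In the direct test of the constructs, 49 of the 252 genes were higher with NFIB WT and 28 were higher with NFIB ΔIDR.
Fibroblast markers overlap these lists, and of 15 of them DCN, LOX and FAP, a cell-surface protease, rose with NFIB WT (5 when adjusted over the list alone; median log2 fold change 0.22; camera adjusted p = 0.000381, and adjusted p = 0.229 with an estimated correlation). By list, 3 of 35 structural matrix genes rose with NFIB WT and 1 fell (7 and 2 when adjusted over the list alone; camera adjusted p = 0.014, and adjusted p = 0.528 with an estimated correlation). Of 38 migration and guidance genes 3 rose (7 were higher and 7 lower when adjusted over the list alone), and of 25 matrix enzyme genes 2 rose (5 and 1 when adjusted over the list alone). IGFBP5 was the gene that rose among 41 of the receptor tyrosine kinase list (4 higher and 2 lower when adjusted over the list alone), and CDH6, a cadherin, was the gene that fell among 29 adhesion genes (4 and 2 when adjusted over the list alone). Of 28 mesenchymal transcription factors NR2F1 fell (2 were higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.00104 as lower, and adjusted p = 0.325 with an estimated correlation). Of 31 genes of connective tissue, cartilage and bone development, none passed in edgeR or DESeq2 over all genes, while 5 were higher and 3 lower when adjusted over the list alone and 8 were higher and 5 lower at an unadjusted p under 0.05 in edgeR. Of 27 genes of TGF-beta and BMP signalling, edgeR called none over all genes, 1 was higher when adjusted over the list alone, 7 were higher and 1 lower at an unadjusted p under 0.05, and 1 was higher in DESeq2 (camera adjusted p = 0.02, and adjusted p = 0.54 with an estimated correlation). DCC, TIMP1, TBX3 and MMP1 were not called in DESeq2. The structural matrix call ended without empty vector replicate 1 or NFIB WT replicate 2 or with at least 10 counts in every library. That of mesenchymal factors ended without NFIB WT replicate 2. In fits of 2 groups alone, 2 listed genes rose with NFIB WT and 28 with NFIB ΔIDR. Leaving out any empty vector or NFIB ΔIDR library gave 2 listed genes that rose with NFIB WT, IGFBP5 and MGP, and ended the calls of the other listed genes that rose with either construct, whereas leaving out NFIB WT replicate 1 or 2 gave 29 and 47 with NFIB WT and 28 with NFIB ΔIDR either way.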

GO analysis of upregulated genes revealed that overexpression of NFIB^WT^ but not NFIB^ΔIDR^ induced genes involved in cell differentiation, tissue development, cell locomotion and migration (Fig. 4f). Genes in these categories can be upregulated upon EWS-FLI1 depletion (Extended Data Fig. 5j) and are consistent with the increases in mesenchymal differentiation and migration observed after loss of the fusion protein^23,24^. In sum, our results show that the IDR of NFIB is necessary for robust binding to DNA, incorporation into DisP islands, activation of its full repertoire of target sites and regulation of downstream gene expression programs.

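NFIA, COL14A1, CCNA1 and CDH6 were among the 22 genes that fell with NFIB WT against the empty vector. NFIA, which binds the same DNA motif as NFIB, was at 89.3 ± 6.86 CPM (SD, n = 2) with the empty vector and had a log2 fold change of -1.22 with NFIB WT (SE 0.12, adjusted p = 0.00116 from edgeR) and of -0.16 with NFIB ΔIDR (SE 0.11, adjusted p = 0.541). It lies on chromosome 1 of hg19 from 61330931 to 61928460. COL14A1, a collagen that associates with fibrils, fell from 37.6 ± 0.914 to 17.1 ± 0.902 CPM (log2 fold change -1.13, SE 0.12, adjusted p = 0.002). CCNA1, a cyclin, fell from 9.32 ± 1.69 to 2.08 ± 0.0277 CPM (log2 fold change -2.15, SE 0.26, adjusted p = 0.0048). CDH6 fell from 7.84 ± 1.25 to 2.68 ± 0.398 CPM (log2 fold change -1.54, SE 0.25, adjusted p = 0.0253). In the direct test, 19 of the 22 genes were lower with NFIB WT than with NFIB ΔIDR. The same choice of 22 genes in simulated unchanged groups gave a mean of 4 (0 to 10), with the spread of the fit over all 6 libraries. The NFIB WT pair varied more than the other pairs, so this mean may be too low.
Of 34 genes known to be activated by EWS-FLI1, 6 rose with NFIB WT (9 were higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00036, and adjusted p = 0.229 with an estimated correlation). They included CAV1, a membrane scaffold protein at 1211 ± 43.5 CPM with the empty vector and 2208 ± 465 CPM with NFIB WT (log2 fold change 0.87, SE 0.12, adjusted p = 0.0114), NPY1R, a neuropeptide Y receptor (log2 fold change 0.79, SE 0.12, adjusted p = 0.0187), and DKK2, a modulator of Wnt signalling (log2 fold change 1.05, SE 0.15, adjusted p = 0.0135). Of 29 genes known to be repressed by EWS-FLI1, LOX and TNC rose with NFIB WT (10 were higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.000273, and adjusted p = 0.229 with an estimated correlation). With NFIB ΔIDR, FN1 and SLIT2 of the same list rose (6 were higher when adjusted over the list alone; camera adjusted p = 0.000604, and adjusted p = 0.194 with an estimated correlation). FLI1 was at 91.0 ± 0.0123 CPM with the empty vector, 93.9 ± 5.78 CPM with NFIB WT and 87.9 ± 3.17 CPM with NFIB ΔIDR. Of 15 small structural RNAs, edgeR called none with NFIB WT over all genes and DESeq2 called 1 as higher. Of these RNAs, 11 were higher at an unadjusted p under 0.05 in edgeR and 9 when adjusted over the list alone (camera adjusted p = 3.48e-07, and adjusted p = 0.528 with an estimated correlation). PC1 placed NFIB WT replicate 1 farther from the empty vector than NFIB WT replicate 2.
The number of genes that fell was 3 in a fit of the NFIB WT and empty vector libraries alone, 1 and 3 without empty vector replicate 1 and 2, 3 without either NFIB ΔIDR library, and 219 and 1533 without NFIB WT replicate 1 and 2. NFIA passed with any of the 6 libraries left out, while COL14A1 and CCNA1 did not pass without empty vector replicate 1, and CDH6, CAV1, NPY1R and DKK2 did not in the fit of the 2 groups alone or when any empty vector or NFIB ΔIDR library was left out.
The paper reasons from the genes increased with NFIB WT, most of which it found unchanged with NFIB ΔIDR, and from the V5 ChIP–seq, ATAC-seq and H3K27ac signals. It also uses GO categories that it found among upregulated genes with NFIB WT and not with NFIB ΔIDR. The paper concludes that NFIB needs its IDR to regulate downstream gene expression programs.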

Given that an increasing number of IDRs found in TFs have been associated with phase separation and the formation of transcriptional condensates^10,13,46^, we considered whether the IDR of NFIB is capable of forming biomolecular condensates. We found that purified NFIB^IDR^ (a protein consisting of the NFIB IDR fused with enhanced green fluorescent protein, eGFP) formed liquid-like droplets that were decreased in the presence of higher salt concentrations (Extended Data Fig. 5k, top). In contrast, purified NFIB^ΔIDR^ (NFIB lacking the IDR domain and fused with eGFP) formed a few loose aggregates at low salt concentrations and no visible aggregates in higher salt conditions (Extended Data Fig. 5k, bottom). Similarly, the in vivo optoDroplet assay (which measures the ability of protein fragments fused to mCherry and the CRY2 photolyase domain to form liquid-like droplets upon light stimulation^47^) showed that NFIB^IDR^ readily forms droplets after 30 s of exposure to blue light (Fig. 4g). No droplets were observed for NFIB^ΔIDR^ under the same conditions. While these findings show that the IDR of NFIB is capable of mediating the formation of biomolecular condensates, the relative contributions of phase transitions and other mechanisms mediated by multivalent IDR interactions to endogenous NFIB function are yet to be determined^48^.

### NFIB is enriched in DisP islands in SCLCs

Our initial DisP-seq experiments focused on Ewing sarcoma cells as a model where EWS-FLI1 provides a well-defined IDR-containing paradigm. We next sought to extend our findings to a different cellular context that is devoid of EWS-FLI1. For this purpose, we selected human SCLC NCI-H446 cell line, where NFIB has been shown to be highly expressed and can promote metastasis by enhancing chromatin accessibility at a large set of loci^41,49^. As in SKNMC cells, nuclear proteins detected by mass spectrometry after b-isox precipitation show higher median MobiDB IDR annotation length^27^ and a greater proportion of long IDRs compared to the human proteome (Extended Data Fig. 6a,b). DisP-seq in NCI-H446 cells and identified 19,516 peaks shared by two biological replicates (Extended Data Fig. 6c). Similar to our observations in Ewing cells, we found that about 92% of DisP-seq peaks were associated with distal regions. The remaining peaks were located at gene promoters in this SCLC model (Extended Data Fig. 6d).

Motif enrichment analysis showed that the top two motifs enriched at DisP-seq peaks corresponded to the NFIB full site and half site (Fig. 5a) and we verified these findings by confirming NFIB precipitation by b-isox in SCLC cells (Extended Data Fig. 6e) and performing ChIP–seq for endogenous NFIB. Remarkably, most DisP-seq peaks in NCI-H446 cells (87%) are associated with NFIB ChIP–seq signals (Fig. 5b,c). These locations were also positive for ATAC-seq and H3K27ac signals (Fig. 5b), indicating that they correspond to active regulatory elements. Because NFIB is associated with DisP islands in SKNMC cells, we sought to also explore the relationship between NFIB and DisP islands in SCLC cells. From the analysis of DisP-seq signals, we identified 135 DisP islands in NCI-H446 cells (Fig. 5d), all of which are associated with NFIB (Fig. 5e). NFIB can thus also be incorporated into DisP islands in SCLC cells. Potential target genes of DisP islands in this setting were enriched for GO annotations associated with neuronal function, including nervous system development, generation of neurons, neurogenesis, neuron differentiation and development (Fig. 5f).

**Fig. 5:**
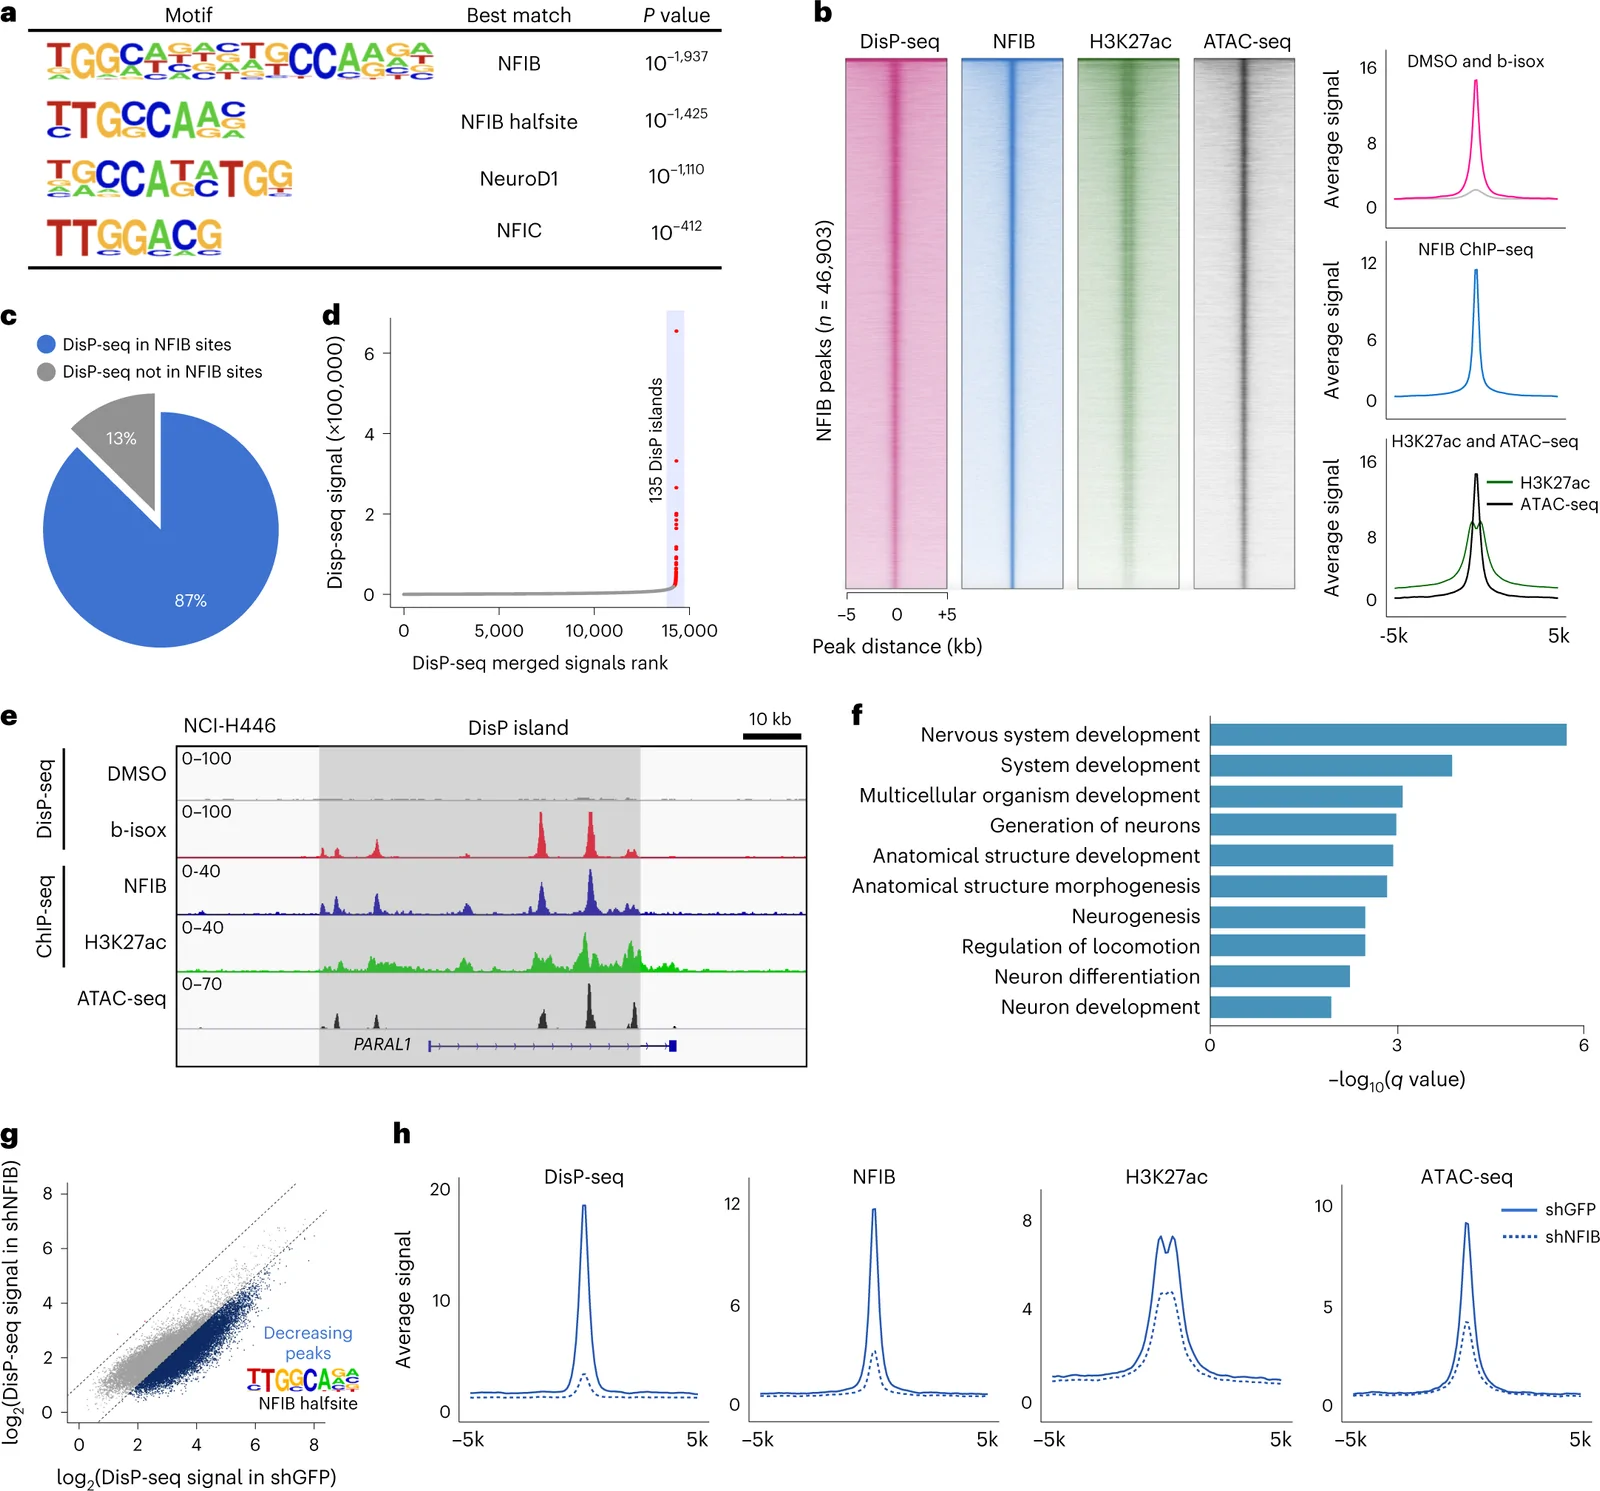
DisP-seq signals in SCLC NCI-H446 cells are associated with NFIB. **a**, Motif enrichment analysis for DisP-seq signals in NCI-H446 SCLC cells. The top four motifs identified are shown. **b**, Heatmaps (left) and composite plots (right) showing DisP-seq, NFIB, H3K27ac ChIP–seq and ATAC-seq signal densities for 46,903 NFIB peaks in NCI-H446 cells. For each heatmap, ±5 kb regions centered on the DisP-seq peaks are shown. **c**, Pie chart showing genome-wide distribution of all DisP-seq peaks in NCI-H446 cells. **d**, Identification of DisP islands in NCI-H446 cells. Distribution of merged DisP-seq signals. DisP islands are defined as the population of merged signals above the inflection point of the curve (slope = 1). DisP-seq signals within 20 kb were merged for this analysis. **e**, Representative example of DisP island with H3K27ac ChIP–seq and ATAC-seq signals (highlighted in light gray). **f**, GO analysis of genes associated with DisP islands in NCI-H446 cells. **g**, Scatter plot showing changes in DisP-seq peaks upon NFIB knockdown in NCI-H446 cells. 17,589 peaks displaying more than a twofold change are shown in blue (decreased). The top motif for decreasing peaks is shown on the right. **h**, Composite plots showing decreases in DisP-seq, NFIB and H3K27ac ChIP–seq and ATAC-seq upon NFIB depletion for 18,824 peaks with NFIB ChIP–seq signal decreases (>1.5-fold change).

We further tested the relationship between NFIB and DisP-seq signals by shRNA knockdown (Extended Data Fig. 6f). Fifty-one percent of DisP-seq peaks were downregulated after NFIB depletion and the top DNA motif for decreasing DisP-seq peaks corresponded to the NFIB half site (Fig. 5g). Sites with decreased NFIB signals were associated with robust decreases in DisP-seq, H3K27ac and ATAC-seq signals (Fig. 5h and Extended Data Fig. 6g,h). Taken together, our results in SKNMC and NCI-H446 cells show that DisP-seq can effectively detect TFs with prominent IDRs in various cellular contexts and that NFIB can be a major determinant of the DisP-seq landscape outside of Ewing sarcoma.

### Most DisP-seq peaks and DisP islands are cell-type-specific

After analyzing DisP-seq peaks and DisP islands in two different tumor types (Figs. 1g and 5d), we next considered whether similar signals can be observed in a noncancer cell line model. For this purpose, we performed DisP-seq in the lung embryonic fibroblast cell line MRC5. As expected, analysis of nuclear proteins found by mass spectrometry in b-isox precipitates in MRC5 cells shows a similar pattern as other cell lines examined, with markedly longer median IDR lengths compared to the human proteome (Extended Data Fig. 7a–c). Having acquired mass spectrometry data for b-isox precipitates in three different cell lines, we also considered whether there is a systematic sequence bias for the IDRs in nuclear disordered proteins precipitated by b-isox. This analysis showed a modest enrichment for glycine, tyrosine and lysine residues (Extended Data Fig. 7d), suggesting that b-isox precipitation may have some selectivity for a subset of IDRs.

DisP-seq profiles for MRC5 cells showed a total of 808 shared DisP islands in two DisP-seq replicates in MRC5 cells (Fig. 6a and Extended Data Fig. 7e). We next compared single DisP-seq peaks and DisP islands from two cancer cell lines (SKNMC and NCI-H446) and MRC5 cells and found that most single DisP-seq peaks and DisP islands are cell-type-specific (Fig. 6b,c and Extended Data Fig. 7f,g). We also compared the length and numbers of DisP islands in SKNMC, NCI-H446 and MRC5 cells. Interestingly, NCI-H446 cells have fewer islands but these are substantially longer (Fig. 6d and Extended Data Fig. 7h), suggesting that the presence of high levels of NFIB may promote more extensive clustering.

**Fig. 6:**
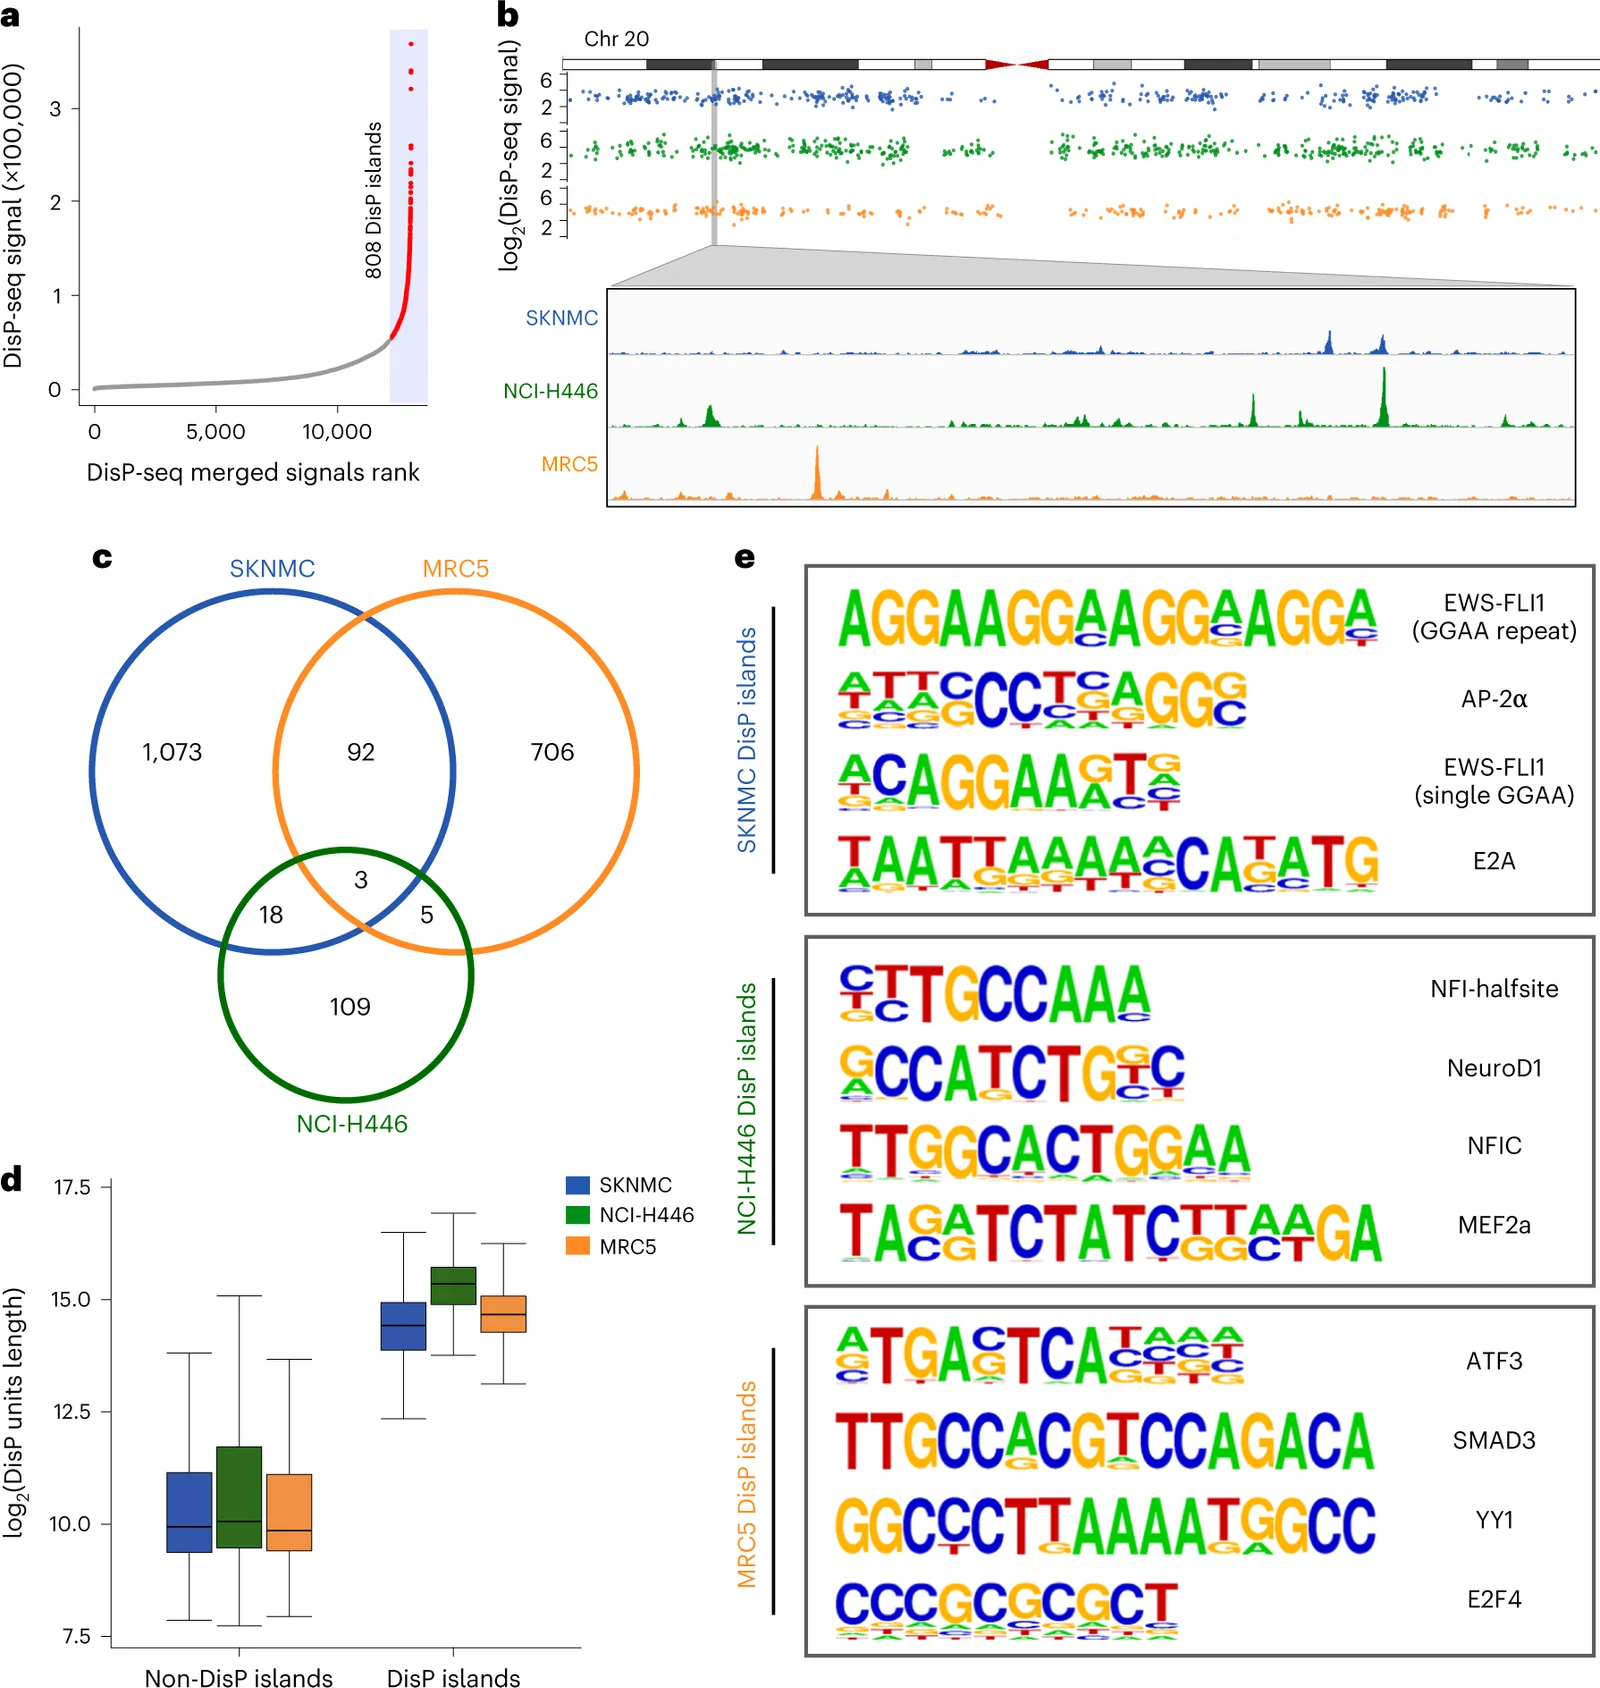
DisP islands in different cell lines. **a**, Identification of DisP islands in MRC5 cells. Distribution of merged DisP-seq signals. DisP islands are defined as the population of merged DisP-seq signals above the inflection point of the curve (slope = 1). DisP-seq signals within 20 kb were merged for this analysis. **b**, Top—distribution of DisP-seq signals on chromosome 20 in SKNMC, NCI-H446 and MRC5 cell lines. Bottom—zoom-in window from the top section. **c**, Venn diagram depicting the overlap among DisP islands in SKNMC, NCI-H446 and MRC5 cell lines. **d**, Box plots showing the length of DisP islands and DisP peaks in SKNMC, NCI-H446 and MRC5 cell lines (*n* = 2 biologically independent experiments). Median value is shown as a line within the boxplot, which spans from the 25th to 75th percentiles. Whiskers indicate a 1.5× interquartile range. **e**, Motif analysis for DisP islands in SKNMC, NCI-H446 and MRC5 cell lines. The top four motifs identified in each cell line are shown.

Finally, we performed DNA motif enrichment analysis to identify disordered TFs associated with these different sets of DisP islands (Fig. 6e). This analysis showed that the top motifs in DisP islands are associated with distinct sets of TFs in SKNMC cells (AP-2α, EWS-FLI1 and E2A), NCI-H446 cells (NFI family, NeuroD1 and MEF2a) and MRC5 cells (ATF3, SMAD3, YY1 and E2F4). Notably, these TFs contain large disordered domains and include the TF YY1, which has previously been implicated in the formation of biomolecular condensates^50^. Together, these results show that DisP-seq peaks and DisP islands are distinctive features of the genomic landscape in different cell types that can be profiled systematically in these different contexts.

## Discussion

We show that DisP-seq is a method that can generate maps of the genome-wide distribution of DNA-associated disordered proteins by detecting these proteins simultaneously in an antibody-independent manner. Our results in several cell types examined reveal that DNA-associated disordered proteins are distributed widely in the genome and are arranged in peaks and large clusters (DisP islands) associated with different types of chromatin states and regulatory elements. Furthermore, examination of gene regulation in cancer cells shows that the cell-type specific organization patterns of DNA-associated disordered proteins can have important roles in pathologic and physiologic gene regulation mechanisms. Given that DisP-seq is antibody-independent, it can also lead to the identification of disordered TFs that have critical roles in IDR-dependent regulatory programs. DisP-seq can thus be widely applied to uncover IDR-dependent mechanisms and effectors in many biological processes and disease states without prior knowledge.

Comparing ChromHMM results and DisP-seq signals in SKNMC cells revealed that most DisP-seq peaks were associated with enhancers (Fig. 1d–f). This finding is consistent with previous studies showing that IDR-containing TFs and cofactors can form transcriptional condensates at enhancer regions^6,13^. Interestingly, DisP-seq peaks are associated with a larger number of weak enhancers than active enhancers. This shows that disordered proteins may also accumulate at enhancers in the absence of activation marks and may reflect the presence of repressors or of a chromatin state poised for future activation. Given that DisP-seq can in principle detect proteins that bind DNA directly (such as TFs and histones) or are indirectly associated with DNA (such as transcriptional cofactors and chromatin regulators), both categories of proteins may contribute to the signals observed at enhancers. While this study focuses on the identification of TFs using motif searches, other types of analysis may reveal the contributions of other DNA-associated proteins to DisP-seq profiles.

While DisP-seq peaks are most frequently detected at enhancers, it is notable that they are only found in subsets of these regulatory elements. Similarly, DisP-seq peaks overlap only a minority of open sites defined by ATAC-seq and can also be present at sites devoid of ATAC-seq signals. These results show that the IDR content of similar regulatory elements can be very heterogenous and, together with the cell type specificity of DisP-seq signals, supports the value of in-depth profiling of DNA-associated disordered proteins in different cellular states. Our profiles also show significant differences in DisP-seq signals for TFs as exemplified by the strong signals observed for AP-2α and NFIB and the low levels observed at sites occupied by the ETS factor GABPα. In this light, it will be interesting to consider whether the relative strength of signals obtained by b-isox or other chemical precipitation methods may provide a means of classifying TFs and other DNA-associated proteins into different functional classes. It is also worth noting that, as demonstrated by the modest enrichment for certain amino acids in our mass spectrometry data, b-isox may have some selectivity for a subset of disordered proteins that may be linked to particular functional properties.

Our results show that large DisP-seq clusters, which we named DisP islands, are a prominent finding in genome-wide landscapes of DNA-associated disordered proteins. These clusters represent high local concentrations of disordered proteins and we find that they can occur as part of pathologic and physiologic gene regulation programs. TFs with IDRs, including EWS-FLI1, have been shown to participate in the formation of biomolecular condensates and to activate transcription in association with the recruitment of RNA polymerase II^46^. Our data further show that DisP islands exhibit features consistent with large-scale cooperative activity as has been proposed for the assembly of transcriptional condensates in regulatory elements^51^. For example, we observe increased signals for DisP-seq and histone modifications at peaks inside DisP islands compared to those outside of these locations. Moreover, we also directly observed that binding of EWS-FLI1 and NFIB in DisP islands is coordinated over distances beyond direct cooperative binding or histone competition mechanisms, which typically occur within 50 bp^39^. Together with our finding that the NFIB IDR can mediate condensate formation and is required for incorporation into DisP islands, these results suggest that clusters of DisP-seq peaks may be engaged in the formation of co-condensates containing different disordered proteins. Because DisP islands can occur in both active and inactive chromatin environments, the clustering of disordered proteins may explain the coordinate binding of TFs, even in the absence of strong activation signals.

Our DisP-seq profiles of Ewing sarcoma cells after EWS-FLI1 knockdown show that changes in cellular states can lead to large-scale reorganization of the DisP island landscape (Fig. 3k). Remarkably, we also find that gains and losses in DisP islands are connected through the disordered TF NFIB, which is initially sequestered at EWS-FLI1 DisP islands and relocates to activate mesenchymal differentiation. This IDR-dependent sequestration affects the selection of NFIB binding to DNA. Thus, in addition to the well-known activation of enhancers and target genes by EWS-FLI1 (refs. ^35,36^), pathologic EWS-FLI1 DisP islands can also suppress differentiation in tumor cells through sequestration of other disordered TFs. These findings raise the possibility that similar mechanisms may be operative in DisP islands observed in a variety of settings, including other tumors driven by EWS fusion proteins.

Together, our methodology and analyses in multiple cell lines show that DNA-associated disordered proteins are distributed across different chromatin states and can form large functional clusters that promote coordinated DNA-binding and regulatory activities. We thus expect that the broad application of DisP-seq for in-depth analysis of cellular states will provide a path toward understanding the important relationship between the organization of DNA-associated disordered proteins and gene regulation programs in biology and disease.

## Methods

### Cell lines

Cell lines were obtained from ATCC. SKNMC Ewing sarcoma cells were grown in RPMI-1640 (Gibco, 11875). HEK293T was grown in DMEM (Gibco, 11995). MRC5 was grown in EMEM (ATCC, 30-2003) and NCI-H446 SCLC cell line was grown in specific RPMI-1640 Medium (Gibco, A1049101). All media were supplemented with 10% FBS and cells were cultured at 37 °C with 5% CO_2_. Cells were maintained and split every 2–4 d according to ATCC recommendations.

### Lentiviral generation

Lentivirus was produced in 293T Lenti-X cells (Takara, 632180) by LT1 Transfection Reagent (Mirus Bio, MIR 2305) transfection with gene delivery vector and packaging vectors pCMV-VSV-G (Addgene, 8454) and pCMV-dR8.2 dvpr (Addgene, 8455) plasmids. Viral supernatants were collected 48 h and 72 h after transfection and concentrated using Lenti-X concentrator (Takara, 631232). Virus-containing pellets were resuspended in PBS and added dropwise on cells in presence of media supplemented with 6 mg ml^−1^ polybrene. Selection of lentivirally-infected cells was achieved with puromycin used at 2 μg ml^−1^ for 7 days. Overexpression or knockdown efficiency was determined by western blot analysis.

### Transient transfections

HEK293T cells were plated and grown to 60% confluency before transfection using LT1 Transfection Reagent (Mirus Bio, MIR 2305) according to the manufacturer recommendations and were collected after 48 h.

### Plasmid construction

All shRNAs were in the pLKO.1 backbone and the sequences of shRNAs are listed in Extended Data Table 1. To construct expression plasmids for NFIB^WT^, the full-length NFIB was amplified from NCI-H446 cDNAs and inserted into pENTR3C Dual Selection Vector (Thermo Fisher Scientific, A10464) with NotI-HF (NEB, R3189S) and XbaI (NEB, R0145S).

NFIB^ΔIDR^ was generated using the Q5 Site-Directed Mutagenesis Kit (NEB, E0554S). Plasmids for protein purification were constructed by amplifying and inserting NFIB^IDR^ and NFIB^ΔIDR^ into the His-MBP-eGFP vector using HiFi DNA Assembly Cloning Kit (NEB, E5520S). For OptoDroplets assay, NFIB^IDR^ and NFIB^ΔIDR^ were amplified and inserted into Cry2-mCh-NLS vector using HiFi DNA Assembly Cloning Kit (NEB, E5520S).

### Western blot analysis

Western blotting was performed using standard protocols. Primary antibodies (1:1,000 for anti-FLI1, anti-AP-2α, anti-NFIB, anti-V5, anti-HA and anti-GABPα; 1:10,000 for anti-GAPDH) used for western blotting are listed in Extended Data Table 1. Secondary antibodies were goat antirabbit and goat antimouse immunoglobulin G-horseradish peroxidase-conjugated (Bio-Rad, 1:10,000 dilution). Membranes were developed using Western Lightning Plus-ECL enhanced chemiluminescence substrate (PerkinElmer, NEL104001EA) and visualized using photographic films.

### Protein sequence analysis

Protein sequences from the Uniprot database were analyzed using VSL2 algorithm from Predictor of Natural Disordered Region (PONDR, http://www.pondr.com/)^31^and Metapredict V2 online^32^.

### Immunoprecipitation

For each sample, 5 million collected cells were resuspended in 500 μl IPH buffer (50 mM Tris–HCl pH 8, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40 and 10% glycerol supplemented with 1× Protease/Phosphatase inhibitors (Thermo Fisher Scientific, 78444), 0.1 mM PMSF) before sonication in a QSONICA 800R instrument (30 s on and 30 s off, 15 min in total, 4 °C). Protein supernatant was then collected after centrifugation for 15 min at 18,400*g* and 4 °C. The proteins were incubated overnight at 4 °C with 2 μg of the indicated antibodies (listed in Extended Data Table 1) in the presence of protein G Dynabeads (Life Technologies, 10004D) and 100 mg ml^−1^ Ethidium Bromide (Invitrogen, 15585-011). Beads were washed five times with IPH buffer and eluted by boiling in 2× Laemmli buffer (Boston BioProducts, BP-111R).

### Biotinylated isoxazole-mediated precipitation and mass spectrometry

These assays were performed as previously described^20^ with slight modifications. b-isox (Sigma-Aldrich, 900572-1MG) was reconstituted in DMSO. Briefly, 10 million cells were resuspended in 1 ml lysis buffer (20 mM Tris–HCl pH 7.4, 150 mM NaCl, 5 mM MgCl_2_, 0.5% NP-40 and 10% glycerol supplemented with 1× Protease/Phosphatase inhibitors (Thermo Fisher Scientific, 78444), 0.1 mM PMSF and 20 mM beta-mercaptoethanol) and incubated for 30 min with rotation at 4 °C. The supernatant was then collected after centrifugation for 15 min (18,400*g*, 4 °C). A 10% whole-cell extract control was collected and the remaining proteins were divided into two aliquots before the addition of DMSO and 100 μM b-isox, respectively. The reaction solutions were incubated at 4 °C for 1 h with rotation and centrifuged for 15 min (18,400*g*, 4 °C). The supernatant was removed and pellets were washed twice in supplemented lysis buffer and then resuspended in 2× Laemmli buffer (Boston BioProducts, BP-111R). The samples were analyzed with 4–12% Tris-Glycine gradient gels (Invitrogen, NW04120BOX), and western blotting was performed using standard protocols.

For mass spectrometry, samples were run on a 4–12% Tris-Glycine gradient gel (Invitrogen, NW04120BOX) and subjected to Coomassie staining. Total bands were then cut for each sample and submitted to the Taplin Biological Mass Spectrometry Facility (Harvard Medical School) for analysis.

### DisP-seq

We used 10 million cells for DMSO control and b-isox samples. Cells were trypsinized and washed with cold PBS. The nucleus of cells was isolated with Nuclei EZ Prep Kit (Sigma-Aldrich, NUC101-1KT) following the manufacturer’s instructions. Isolated nuclei were resuspended in 200 μl prewarmed MNase reaction buffer (50 mM Tris–HCl pH 7.4, 320 mM sucrose, 4 mM MgCl_2_, 1 mM CaCl_2_ supplemented with 1× Protease/Phosphatase inhibitors (Thermo Fisher Scientific, 78444) and 0.1 mM PMSF) and digested by 6 U MNase (Thermo Fisher Scientific, EN0181) for 1 min at 37 °C. Then 800 μl b-isox lysis buffer (20 mM Tris–HCl pH 7.4, 187.5 mM NaCl, 5 mM MgCl_2_, 0.625% NP-40 and 12.5% glycerol supplemented with 1× Protease/Phosphatase inhibitors (Thermo Fisher Scientific, 78444), 0.1 mM PMSF and 25 mM beta-mercaptoethanol) was added to quench the digestion. The digested nuclei were incubated for 30 min with rotation at 4 °C. The supernatant was then collected after centrifugation for 15 min (18,400*g*, 4 °C). Ten percent of samples were saved as Input and the remaining samples were divided into two aliquots before the addition of DMSO and 100 μM b-isox, respectively. The reaction solutions were incubated at 4 °C for 1 h with rotation and centrifuged for 15 min (18,400*g*, 4 °C). The supernatant was removed and pellets were washed twice in wash buffer (20 mM Tris–HCl pH 7.4, 150 mM NaCl, 5 mM MgCl_2_, 0.5% NP-40, 10% glycerol supplemented with 1× Protease/Phosphatase inhibitors (Thermo Fisher Scientific, 78444), 0.1 mM PMSF and 20 mM beta-mercaptoethanol). Next Input and pellets were resuspended in 200 μl elution buffer (10 mM Tris–HCl pH8, 0.1 % SDS, 150 mM NaCl and 5 mM DTT) by shaking (600 rpm) at 65 °C for 1 h. After that, samples were treated with 2 μl RNase (Roche, 43813100) at 37 °C for 30 min and then with 6 μl proteinase K (Invitrogen, 25530049) by shaking (600 rpm) at 65 °C for 3 h. DNAs were extracted with AMP Pure beads (Beckman Coulter, A63881) and eluted with 40 μl 10 mM Tris–HCl pH 8.0. Then eluted DNAs were quantified with Qubit dsDNA HS Assay kit (Invitrogen, Q32854) and 2 ng DNAs were used to prepare sequencing libraries with Ultralow V2 DNA-Seq Library Preparation Kit (NuGEN, 0344NB-A01) and were sequenced with the Nextseq 500 Illumina genome analyzer.

### ChIP–seq

ChIP assays were carried out on 5 million cells per sample, following the procedures described previously^52^. In brief, chromatin from formaldehyde-fixed cells was fragmented to a size range of 200–700 bases with a Branson 250 Sonifier. Solubilized chromatin was immunoprecipitated with 5 μg antibodies against AP-2α (Santa Cruz, sc-12726X), NFIB (Sigma-Aldrich, HPA003956), H3K27ac (Active Motif, 39133), V5 (Cell Signaling, 13202) and FLI1 (Abcam, ab15289) at 4 °C overnight. Antibody–chromatin complexes were pulled down with protein G Dynabeads (Life Technologies, 10004D), washed, and then eluted. After cross-link reversal and RNase (Roche, 43813100) and proteinase K (Invitrogen, 25530049) treatment, immunoprecipitated DNA was extracted with AMP Pure beads (Beckman Coulter, A63881). ChIP DNA was quantified with Qubit dsDNA HS Assay kit (Invitrogen, Q32854). ChIP DNA samples were used to prepare sequencing libraries with Ultralow V2 DNA-Seq Library Preparation Kit (NuGEN, 0344NB-A01) and DNA samples were sequenced with the Nextseq 500 Illumina genome analyzer.

### ATAC-seq

ATAC-seq analysis was performed as recently described with some modifications^53,54^. Briefly, 5 × 10^4^ cells were pretreated with 200 U ml^−1^ DNase (Worthington, LS002006) in the culture medium for 30 min at 37 °C, then washed with PBS twice. Cell pellets were resuspended in 50 μl freezing media (10% DMSO, 50% FBS and 40% complete media) and transferred in an isopropyl alcohol chamber at −80 °C overnight. The next day, the frozen cell pellets were thawed and first incubated in L1 buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Digitonin, 0.1% Tween-20 and 0.1% NP-40 supplemented with 1× Protease/Phosphatase inhibitors (Pierce)) for 3 min then resuspended in L2 buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% Tween-20 supplemented with 1× Protease/Phosphatase inhibitors (Thermo Fisher Scientific, 78444)), centrifugated and resuspended in tagmentation buffer (25 μl 2× TD buffer (Illumina, 15027865), 2.5 μl Tn5 transposase (Illumina, 15027866), 16.5 μl PBS, 0.5 μl 1% digitonin, 0.5 μl 10% Tween-20, and 5 μl water) for additional 30 min at 37 °C, following manufacturer recommendations (Nextera DNA Sample Prep Kit, Illumina, 20015882). After DNA purification, adapter sequences were added to the fragmented DNA by PCR. Purified PCR products were sequenced using the Nextseq 500 Illumina genome analyzer.

### RNA-seq

Total RNAs were isolated from cells using the NucleoSpin RNA Plus kit (Takara, 740984.50) and 500 ng RNAs were used to prepare sequencing libraries with CORALL Total RNA-Seq Library Prep Kit (LEXOGEN, 146) and were sequenced with the Nextseq 500 Illumina genome analyzer.

### Protein expression and purification

Expression plasmids with His tag were individually transformed into an *Escherichia coli* expression strain BL21 (NEB, C2527H). After transformation, a single colony was incubated in 5 ml terrific broth (TB) media (Sigma-Aldrich, T0918-1KG) supplemented with 100 μg l^−1^ kanamycin at 250 rpm, 37 °C. After overnight growth, the culture was diluted 250-fold into 100 ml TB medium supplemented with 100 μg l^−1^ kanamycin. Absorbance was monitored at a wavelength of 600 nm, and upon reaching an optical density (OD600) of 0.6, IPTG (Roche, 10724815001) was added to TB medium at the concentration of 0.5 mM for the induction of protein expression. After overnight incubation at 200 rpm, 16 °C, cell pellets were collected by centrifugation (1,500*g*, 10 min, 4 °C), and then pellets were frozen at −80 °C overnight. For protein purification, pellets were resuspended in 20 ml lysis buffer (50 mM Tris pH 7.5, 1 M NaCl, 10 mM imidazole, 0.5 mM PMSF) with 1 mg ml^−1^ lysozyme (Sigma-Aldrich, 62970-1G-F) rotated at 4 °C for 30 min, and sonicated by QSONICA Q700 sonicator (15% amplitude, 10 s on, 20 s off, 2 min 2×) at 4 °C. After centrifugation at 18,400*g* for 10 min at 4 °C, the supernatant cell lysates were filtered through a 0.45 μm filter and then loaded onto a Chromatography Column (Bio-Rad, 7321010) with 2 ml Ni Sepharose (GE Healthcare, 17-5318-01), which was pre-equilibrated in wash buffer (50 mM Tris pH 7.5, 1 M NaCl, 20 mM imidazole and 0.5 mM PMSF) at 4 °C. The loaded column was washed with 20 column volumes (CV) of wash buffer at 4 °C. Proteins were eluted in 3 CV of elution buffer (50 mM Tris pH 7.5, 1 M NaCl, 250 mM imidazole and 0.5 mM PMSF), and then concentrated using Amicon Ultra-15 Centrifugal Filter (Millipore, UFC901008) by spinning at 4,000*g* for 30 min at 4 °C. The concentrated proteins were dialyzed in 500 ml dialysis buffer (20 mM Tris pH 7.5, 500 mM NaCl, 2 mM DTT, 20% Glycerol and 0.1 mM PMSF) at 4 °C overnight and then stored at −80 °C.

### In vitro droplet formation assay

The in vitro droplet formation assay was performed as described previously^55^. The purified proteins were assembled by diluting the protein from a high salt-containing storage buffer into droplet buffer (20 mM Tris pH7.5, 150 mM NaCl or 300 mM NaCl and 4% polyethylene glycol). Samples were prepared on a 12-well multiwell glass bottom culture plate (MatTek, P12G-1.5-14-F) and were imaged within 30 min after drop assembly with a Zeiss LSM 710 Confocal equipped with a 63 × 1.40 oil objective.

### optoDroplet assay

The assay was performed as described previously^47^. The cells were transfected with 200 ng of plasmid encoding CRY2-mCherry constructs. The cell culture medium was changed after 48 h post-transfection, and cells were visualized on a Zeiss LSM 710 confocal microscope equipped with an incubation chamber and a heated stage at 37 °C. Droplet formation was induced using scans with the 488 nm laser for 30 s. The images were acquired with a 63 × 1.40 oil objective.

### DisP-seq analysis

The DisP-seq and all the other sequencing data were converted to fastq files by Illumina Casava v2.19. We used DISPbind (v.1.0.2) for DisP-seq data processing with default settings. In brief, DisP-seq paired sequenced reads were aligned to hg19 genome using bwa v.0.7.12 (ref. ^56^) with default settings. After removal of duplicate reads using picard-tools v.1.95 (https://broadinstitute.github.io/picard/), reproduced precipitated DNA fragments by filling the gap region between paired reads. The fragments were normalized to 10 M reads to generate density maps. IGV^57^ was used for visualization of DisP-seq signals. MACS2 (ref. ^58^) v. 2.2.7.1 was used for peak calling with parameter: --nomodel -B --SPMR -f BAMPE --broad. Peaks with *q* value less than 10^−5^ were used for further analysis. DisP-seq map density signals were quantitated using python (pyBigWig v0.3.18) as the average read counts at locus of 1 kb window.

To compare DisP-seq signal changes between shGFP and shEWS-FLI1 (or shNFIB), we combined the DisP-seq peaks from both samples and used the union for DisP-seq signal calculation. Then, we calculated the average signal between replicates. Up- and down-regulated DisP-seq peaks were defined as changes greater than twofold between shEWS-FLI1 (or shNFIB) and shGFP.

### DisP islands analysis

We used DISPbind (v.1.0.2) for DisP island identification with default settings. Briefly, we grouped DisP-seq peaks within 20 kb into merged DisP regions and ranked these regions by total DisP-seq signals. Rank and signals were scaled (range 0–1) and DisP islands were defined as regions beyond the point with a tangent slope of 1. The comparison between DisP islands and super enhancers was performed using bedtools by downloading the super enhancer annotation for SKNMC cells from SEdb (http://www.licpathway.net/sedb/index.php)^59^. Differences in DisP islands were calculated by overlapping DisP islands in shGFP and shEWS-FLI1 SKNMC cells and selecting DisP islands that are specific for each condition. We defined shGFP-specific islands as ‘lost DisP islands’ and shEWS-FLI1–specific islands as ‘gained DisP islands’. We further subdivided lost DisP islands into pattern A (272 islands with EWS-FLI1 binding) and pattern B (214 islands without EWS-FLI1 binding). Similarly, new DisP islands were subdivided according to whether they contained an NFIB peak with more than twofold ChIP–seq signal increase as follows: pattern C (1,070 islands with increased NFIB ChIP–seq signals) and pattern D (236 DisP islands without increased NFIB ChIP–seq signals). Genes associated with gained DisP islands were identified within ±100 kb genomic regions of DisP islands in SKNMC shFLI1 cells. Upregulated genes (fold ≥ 2 and RPKM ≥ 5 in shEWS-FLI1) were selected for GO analysis.

### ChIP–seq processing

ChIP–seq sequencing results were aligned to the hg19 genome using bwa v.0.7.12 with default settings. After the removal of duplicate reads using picard-tools v.1.95, we extended aligned reads to 200 bp to approximate fragment sizes. And the density maps were normalized to 10 M reads. IGV was used to visualize ChIP–seq coverage maps. ChIP–seq peaks were identified with MACS2 v.2.2.7.1 with a *q*-value of 10^−5^. The narrow peak setting was used for TFs while broad peaks were called for histone markers. Peaks within 2 kb of TSS were considered promoter sites and the remaining sites were considered distal sites. Chromatin and TF signals associated with peaks were quantified using python (pyBigWig) as the average read counts in 1 kb windows.

### ATAC-seq processing

ATAC-seq reads were aligned to the hg19 genome using bwa v.0.7.12 with default settings. Reads that aligned in the proper orientation and on the same chromosome were then filtered to exclude PCR duplicates and processed as previously described^60^. We normalized the density maps to 10 M reads and visualized the results by IGV. ATAC-seq peaks were identified with MACS2 v.2.2.7.1 with parameter:--nomodel -B --SPMR -f BAMPE. Peaks passing a *q*-value cutoff 10^−5^ were kept for further analysis.

### Mass spectrometry data analysis

The intensity values and sum intensity of mass spectrometry data were determined by using the retention time and the *m*/*z* value to search for the peak height of each peptide in the raw data (GFY Core Version 3.8). Proteins identified from both replicates were used for analysis. Subcellular localization data from Uniprot (https://www.uniprot.org/)^61^, was used to select nuclear proteins for further analysis. The disorder annotation ‘prediction-disorder-th_50’ from MobiDB (Version 4.1.0)^27^ was used to calculate the length of IDRs. The proteins with a total length of IDRs greater than 100 were defined as having large IDRs. For permutation testing, 3,000 random samples of the same number of proteins were selected from the human proteome. To analyze the amino acid composition for b-isox enriched IDRs, we extracted the IDRs of b-isox enriched nuclear proteins from MobiDB and used IDRs of the human proteome as controls. ProtParam was used for the amino acid composition analysis^62^.

### Heatmap visualization

Signal of DisP-seq, ChIP–seq and ATAC-seq samples were computed by bwtool (version 1.0)^63^ with the following parameters 5,000:5,000 -tiled-averages = 100. Signal density matrices were plotted as heatmap by R package gplots.

### A/B compartment distribution of DisP-seq

The ENCODE SKNMC Hi-C A/B compartment density map was downloaded from Gene Expression Omnibus (GEO) series: GSE105914. A/B regions were used for the DisP-seq A/B compartment distribution analysis by overlapping DisP-seq peaks in SKNMC cells.

### Chromatin state analysis

Histone modification profiles for SKNMC cells (H3K4me3, H3K27ac, H3K4me1 and H3K27me3 ChIP–seq datasets) were downloaded from GEO series: GSE61953 using prefetch (v.2.8.0). We used ChromHMM^28^ v.1.22 to define chromatin states in SKNMC cells based on ChIP–seq data for histone modifications (H3K4me3, H3K27ac, H3K4me1, H3K9me3 and H3K27me3). We used 6 states for further analyses because this captured all the major combinations of chromatin marks. To annotate the chromatin states of DisP-seq peaks, we overlapped DisP-seq peaks with 6 states defined by ChromHMM using bedtools in SKNMC cells. The dominant overlapped state was assigned as the chromatin state for each DisP-seq peak. To evaluate the chromatin state of DisP-seq signals, we overlapped SKNMC DisP-seq peaks with ChromHMM-defined genomic regions by OLOGRAM v1.6.2 (ref. ^64^) with parameter: gtftk ologram -ms 40 -mn 10 -z -c hg19 -V 3 --force-chrom-peak --force-chrom-more-bed.

### RNA-seq processing and analysis

SKNMC RNA-seq samples for EWS-FLI1 knockdown experiments were downloaded from GEO series GSE61953 using prefetch (v.2.8.0). Reads were aligned using STAR v.2.4.0h (ref. ^58^). Aligned fragments were quantified using featureCounts^65^, and FPKM expression values were calculated for hg19 RefSeq genes. We used DEseq2 v3.10 (ref. ^66^) to perform the differential expression analysis for NFIB expression studies. Genes with 1.5-fold changes and *P* value < 0.05 were defined as differentially expressed genes. GO analysis was performed using GSEA website (https://www.gsea-msigdb.org/gsea/index.jsp).

### Motif analysis

HOMER v.4.7 was used for motif analysis. The motifs for DisP-seq were identified by findMotifsGenome.pl in HOMER^67^ with the following parameters: -size given -len 4,5,6,7,8,9,10,12,16. ‘annotatePeaks.pl’ was used for annotation of peaks with selected motifs.

### Statistics and reproducibility

All DisP-seq, RNA-seq, western blot and imaging experiments were repeated in biological duplicate with similar results.

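Among the RNA-seq libraries of SKNMC cells, small structural RNAs differed most between the 2 NFIB WT replicates. All 15 tested structural RNAs, which include RMRP and SNORA73B, were higher in NFIB WT replicate 1 than in replicate 2, with a median log2 difference of 0.84, against 0.07 between the empty vector replicates and 0.33 between the NFIB ΔIDR replicates. NFIB RNA was at 969.2 CPM in NFIB WT replicate 1 and 1051 CPM in replicate 2.
A chi-square test of the counts gave 1.84 per degree of freedom between the empty vector replicates over 13136 genes and 1.63 between the NFIB ΔIDR replicates over 13211 genes, where sampling noise alone gives about 1. It gave 9.37 between the NFIB WT replicates over 12956 genes. The SD of the log2 difference across genes was 0.28 for the empty vector pair, 0.28 for the NFIB ΔIDR pair and 0.38 for the NFIB WT pair. Spearman's rho across genes, which are not independent replicates, was 0.995, 0.995 and 0.990 for these pairs. On PC1, which held 46.8% of the variance, the empty vector libraries lay at -0.489 and 0.599, the NFIB ΔIDR libraries at 22.2 and 26.3, and the NFIB WT libraries at -32.5 and -16.2.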

### Statistics

*P* values for binding motifs were calculated using HOMER. The *P* values were calculated using two-sided *t*-tests. The GO analysis q-values were calculated from hypergeometric *P* values after correction for multiple hypothesis testing according to the Benjamini and Hochberg method. Pearson correlation coefficient values were calculated between DisP-seq replicates. *P* values for overlaps between SKNMC DisP-seq peaks and different chromatin state regions were calculated by OLOGRAM^64^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at https://doi.org/10.1038/s41587-023-01737-4.

## Supplementary information

Reporting Summary

## Source data

Source Data Fig. 2Unprocessed western blots.
Source Data Extended Data Table 1Mass spectrometry data for b-isox precipitation.

## Data Availability

All next-generation sequencing datasets including those of DisP-seq, ChIP–seq, ATAC-seq and RNA-seq generated for this study are deposited in the NCBI GEO under the accession number GSE190963 (ref. ^68^). Source data are provided with this paper.

# Supplementary material for: DisP-seq reveals the genome-wide functional organization of DNA-associated disordered proteins
**Source:** Nat Biotechnol. 2023 Apr 10;42(1):52–64. doi: 10.1038/s41587-023-01737-4
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | We used Illumina Casava (v.2.19) for the sequencing data and used prefetch (v.2.8.0) to download datasets from GEO sessions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | We used bwa (v.0.7.12), picard-tools (v.1.95), BEDtools (v.2.17.0) and MACS2 (v.2.2.7.1 ) for mapping and analysis of ChIP-seq analysis. ATAC-seq reads were aligned using bwa (v.0.7.12), reads were then filtered to exclude PCR duplicates using picard-tools (v.1.95). STAR (v.2.4.0h72) and featureCounts (v.2.0.1) were used for gene expression calculation. IDRs of proteins are predicted by PONDR (VSL2 algorithm), Metapredict V2 and MobiDB (v.4.1.0). DISPbind (v.1.0.2, <a href="https://github.com/rdong08/DISPbind">https://github.com/rdong08/DISPbind</a> ) and MACS2 (v.2.2.7.1 ) was used for the DisP-seq data processing. HOMER (v.4.7) was used for motif analysis. The density signals from sequencing data were quantitated using python package pyBigWig (v.0.3.18). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data generated in this study have been deposited at the Gene Expression Omnibus (GEO) under the series accession number GSE190963 which contains the

datasets GSE190959 (ATAC-seq), GSE190960 (ChIP-seq), GSE190961 (DisP-Seq) and GSE190962 (RNA-seq). We also used the following publicly available data for analysis: SKNMC HiC (GSE105914), SKNMC shGFP and shEWS-FLI1 RNA-seq (GSE61953) and SKNMC histone ChIP-seq (GSE61953).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | DisP-seq experiments were performed in each cell line with two replicates. RNA-seq was conducted with two independent samples with two replicates. Sample sizes for sequencing data were in the same range as similar functional genomic studies. |
| Data exclusions | No data was exclusion from our analysis.                                                                                                                                                                                                          |
| Replication     | Each DisP-seq and RNA-seq experiment was performed twice. All replicates for DisP-seq and RNA-seq were succesful. ChIP-seq and ATAC-seq, were used to generate single profiles to confirm DisP-seq data.                                          |
| Randomization   | Randomization was not relevant to this study because experiments were designed to compare two conditions in the same cell line or to determine the differences between specific cell lines.                                                       |
| Blinding        | Blinding was not required for this study. All data collection and analyses were performed using standard sample preparation and bioinformatic pipelines in which all samples were treated equally.                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                     | n/a                                 | Involved in the study                           |
|-------------------------------------|-----------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-FLI1 (5 µg for ChIP-seq), Abcam, ab15289, lot# GR3229309-6; anti-FLI1 (2 µg for IP and 1:1000 for WB), Abcam, ab133485, lot# GR312646-2; anti-H3K27ac (5 µg for ChIP-seq), ACTIVE MOTIF, 39133, lot# 31521015; anti-AP-2α (5 µg for ChIP-seq and 1:1000 for WB), Santa Cruz, sc-12726X, lot# H1220; anti-NFIB (5 µg for ChIP-seq and 1:1000 for WB), Sigma, HPA003956, lot# 000003516; anti-NFIB (2 µg for IP), Active Motif, 39091, lot# 28915014; anti-H3K9me3 (5 µg for ChIP-seq), Abcam, ab8898, lot# GR232099-3; anti-V5 (5 µg for ChIP-seq and 1:1000 for WB), Cell Signaling, 13202, lot# 6; anti-HA (2 µg for IP and 1:1000 for WB), Roche, 11867423001, lot# 60789700; anti-GABPα (1:1000 for WB), Santa Cruz, sc-22810, lot# B2009; anti-GAPDH (1:10000 for WB), Millipore, MAB374, lot# 3855179; goat anti-rabbit immunoglobulin G-horseradish peroxidase-conjugated (1:10000 for WB), BIO-RAD, 1706515, lot# 350000602; goat anti-mouse immunoglobulin G-horseradish peroxidase-conjugated (1:10000 for WB), BIO-RAD, 1706516, lot# 350000658.                                                                                                                             |
| Validation      | All the antibodies were validated for the specific application by the manufacturer, tested by independent investigators (from published literature) or provided in this study.<br>ChIP-seq:<br>1. anti-FLI1, <a href="https://www.abcam.com/fli1-antibody-ab15289.html">https://www.abcam.com/fli1-antibody-ab15289.html</a> , doi:10.1016/j.celrep.2021.109254<br>2. anti-H3K27ac, <a href="https://www.activemotif.com/catalog/details/39133/histone-h3-acetyl-lys27-antibody-pab#">https://www.activemotif.com/catalog/details/39133/histone-h3-acetyl-lys27-antibody-pab#</a> , doi:10.1016/j.ccell.2014.10.004.<br>3. anti-AP-2α, <a href="https://www.scdb.com/p/ap-2alpha-antibody-3b5">https://www.scdb.com/p/ap-2alpha-antibody-3b5</a> , doi: 10.1038/s41467-022-29910-4.<br>4. anti-NFIB, <a href="https://www.sigmaaldrich.com/US/en/product/sigma/hpa003956">https://www.sigmaaldrich.com/US/en/product/sigma/hpa003956</a> , doi: 10.1038/s41467-021-22500-w.<br>5. anti-H3K9me3, <a href="https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html">https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html</a> , doi: 10.1038/ |

s41467-022-33147-6.

6. anti-V5, [https://www.cellsignal.com/product/productDetail.jsp?productId=13202&utm\\_medium=b2b&utm\\_campaign=general](https://www.cellsignal.com/product/productDetail.jsp?productId=13202&utm_medium=b2b&utm_campaign=general), doi: 10.1038/s41467-022-29910-4.

Immunoprecipitation (IP):

1. anti-FLI1, <https://www.abcam.com/fli1-antibody-epr4646-ab133485.html>, doi: 10.1371/journal.pone.0269077.2. anti-NFIB, <https://www.activemotif.com/catalog/details/39091/nf-1b2-antibody-pab>, validated in this study.3. anti-HA, <https://www.sigmaaldrich.com/US/en/product/roche/roahaha>, validated in this study.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Cell lines used in the study included SKNMC (ATCC, HTB-10), HEK293T (ATCC, CRL-3216), MRC5 (ATCC, CCL-171), NCI-H446 (ATCC, HTB-171) and 293T Lenti-X cells (Takara, 632180) . |
| Authentication                                                       | SKNMC, MRC5 and HEK293T cells were authenticated by STR profiling from ATCC. Others were not authenticated.                                                                    |
| Mycoplasma contamination                                             | Cells were negative for mycoplasma.                                                                                                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                                                                                   |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

[www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190960](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190960)

Files in database submission

H446\_H3K27ac  
H446\_Input  
H446\_NFIB  
H446\_shGFP\_H3K27ac  
H446\_shGFP\_Input  
H446\_shGFP\_NFIB  
H446\_shNFIB\_H3K27ac  
H446\_shNFIB\_Input  
H446\_shNFIB\_NFIB  
SKNMC\_H3K9me3  
SKNMC\_NFIB  
SKNMC\_EV\_H3K27ac  
SKNMC\_EV\_Input  
SKNMC\_EV\_V5  
SKNMC\_NFIB\_del\_IDR\_H3K27ac  
SKNMC\_NFIB\_del\_IDR\_Input  
SKNMC\_NFIB\_del\_IDR\_V5  
SKNMC\_NFIB\_wt\_H3K27ac  
SKNMC\_NFIB\_wt\_Input  
SKNMC\_NFIB\_wt\_V5  
SKNMC\_shGFP\_EV\_V5  
SKNMC\_shGFP\_NFIB\_WT\_V5  
SKNMC\_shGFP\_NFIB\_del\_DBD\_V5  
SKNMC\_shFLI1\_EV\_V5  
SKNMC\_shFLI1\_NFIB\_WT\_V5  
SKNMC\_shFLI1\_NFIB\_del\_DBD\_V5  
SKNMC\_shFLI1\_NFIB  
SKNMC\_shGFP\_NFIB  
SKNMC\_TFAP2  
SKNMC\_shFLI1\_EV\_V5  
SKNMC\_shFLI1\_NFIB\_del\_DBD\_V5  
SKNMC\_shFLI1\_NFIB\_WT\_V5  
SKNMC\_shGFP\_EV\_V5  
SKNMC\_shGFP\_NFIB\_del\_DBD\_V5  
SKNMC\_shGFP\_NFIB\_WT\_V5

Genome browser session  
(e.g. [UCSC](#))

IGV: <https://tinyurl.com/ycqtx33d>

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Replication is described in Extended Data Table 2.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Sequencing depth        | <p>sample total_reads unique_mapped_reads read_length reads_type</p> <p>H446_H3K27ac 23,964,097 23,333,036 50 single</p> <p>H446_Input 31,089,317 29,957,059 50 single</p> <p>H446_NFIB 21,457,211 20,719,572 50 single</p> <p>H446_shGFP_H3K27ac 17,384,013 16,582,005 50 single</p> <p>H446_shGFP_Input 25,973,097 24,195,194 50 single</p> <p>H446_shGFP_NFIB 27,131,676 25,235,666 50 single</p> <p>H446_shNFIB_H3K27ac 22,737,761 20,266,517 50 single</p> <p>H446_shNFIB_Input 28,303,994 26,733,514 50 single</p> <p>H446_shNFIB_NFIB 22,655,651 21,284,507 50 single</p> <p>SKNMC_H3K9me3 22,692,913 20,903,352 50 single</p> <p>SKNMC_NFIB 28,070,268 26,744,695 50 single</p> <p>SKNMC_EV_H3K27ac 26,159,369 25,392,232 50 single</p> <p>SKNMC_EV_Input 35,676,203 34,398,534 50 single</p> <p>SKNMC_EV_V5 21,997,892 21,206,625 50 single</p> <p>SKNMC_NFIB_del_IDR_H3K27ac 35,805,713 34,687,135 50 single</p> <p>SKNMC_NFIB_del_IDR_Input 33,196,769 32,075,823 50 single</p> <p>SKNMC_NFIB_del_IDR_V5 24,969,243 24,060,123 50 single</p> <p>SKNMC_NFIB_wt_H3K27ac 39,662,048 38,411,874 50 single</p> <p>SKNMC_NFIB_wt_Input 40,205,697 38,699,376 50 single</p> <p>SKNMC_NFIB_wt_V5 54,890,317 53,066,533 50 single</p> <p>SKNMC_shFLI1_NFIB 33,698,208 32,760,738 50 single</p> <p>SKNMC_shGFP_NFIB 34,031,426 32,976,519 50 single</p> <p>SKNMC_TFAP2 28,984,786 27,528,314 50 single</p> <p>SKNMC_shFLI1_EV_V5 22,085,722 16,533,099 50 single</p> <p>SKNMC_shFLI1_NFIB_del_DBD_V5 23,830,650 21,998,080 50 single</p> <p>SKNMC_shFLI1_NFIB_WT_V5 20,193,770 18,756,355 50 single</p> <p>SKNMC_shGFP_EV_V5 20,077,179 11,836,875 50 single</p> <p>SKNMC_shGFP_NFIB_del_DBD_V5 18,708,238 16,990,702 50 single</p> <p>SKNMC_shGFP_NFIB_WT_V5 20,439,869 17,676,153 50 single</p> |
| Antibodies              | anti-FLI1, Abcam, ab15289; anti-H3K27ac, ACTIVE MOTIF, 39133; anti-AP2a, Santa Cruz, sc-12726X; anti-NFIB, Sigma, HPA003956; anti-H3K9me3, Abcam, ab8898; anti-V5, Cell Signaling, 13202.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Peak calling parameters | macs2 callpeak --nomodel -B --SPMR -g hs -q 0.01 -n name -t treatment.bam -c control.bam --outdir callpeaks<br>bedtools subtract -a macs_peaks.narrowPeak -b hg19-blacklist.bed -A > macs_peaks_rmblacklist.bed                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data quality            | <p>sample 5_fole_enrichment FDR 5%</p> <p>H446_H3K27ac 10057 73201</p> <p>H446_NFIB 37450 61984</p> <p>H446_shGFP_H3K27ac 14495 68474</p> <p>H446_shGFP_NFIB 46941 72717</p> <p>H446_shNFIB_H3K27ac 15645 77273</p> <p>H446_shNFIB_NFIB 31463 50997</p> <p>SKNMC_H3K9me3 86 107408</p> <p>SKNMC_NFIB 41056 50881</p> <p>SKNMC_EV_H3K27ac 13657 56586</p> <p>SKNMC_NFIB_del_IDR_H3K27ac 11651 51238</p> <p>SKNMC_NFIB_del_IDR_V5 7017 9830</p> <p>SKNMC_NFIB_wt_H3K27ac 12430 59454</p> <p>SKNMC_NFIB_wt_V5 27609 45977</p> <p>SKNMC_shFLI1_NFIB 80473 109764</p> <p>SKNMC_shGFP_NFIB 46818 61529</p> <p>SKNMC_TFAP2 22992 26500</p> <p>SKNMC_shFLI1_NFIB_del_DBD_V5 8119 12258</p> <p>SKNMC_shFLI1_NFIB_WT_V5 35929 67535</p> <p>SKNMC_shGFP_NFIB_del_DBD_V5 6258 7551</p> <p>SKNMC_shGFP_NFIB_WT_V5 9455 13833</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Software                | We used BWA v.0.7.12 to map the sequenced reads, picard-tools v.1.95 to remove duplicates and MACS2 v.2.2.7.1 to call peaks.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

# Supplementary material for: DisP-seq reveals the genome-wide functional organization of DNA-associated disordered proteins
**Source:** Nat Biotechnol. 2023 Apr 10;42(1):52–64. doi: 10.1038/s41587-023-01737-4

## Original blots related to Fig. 2b

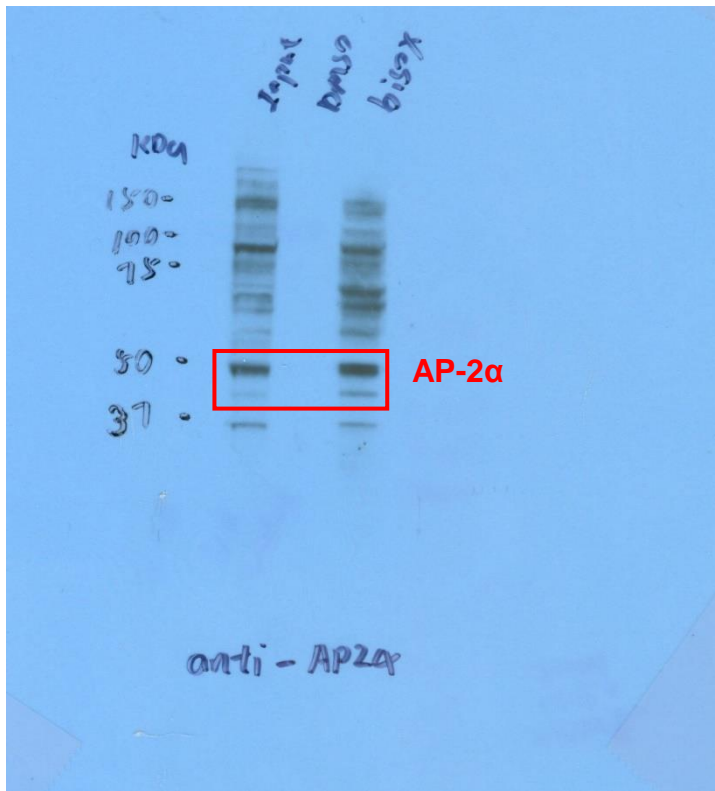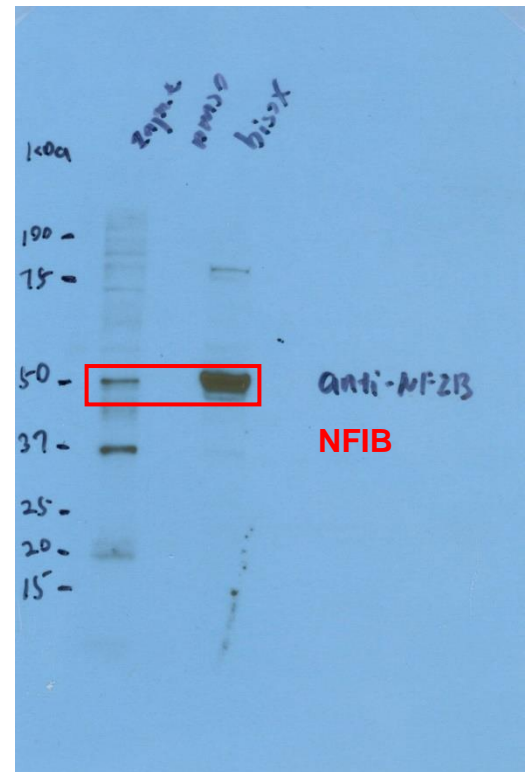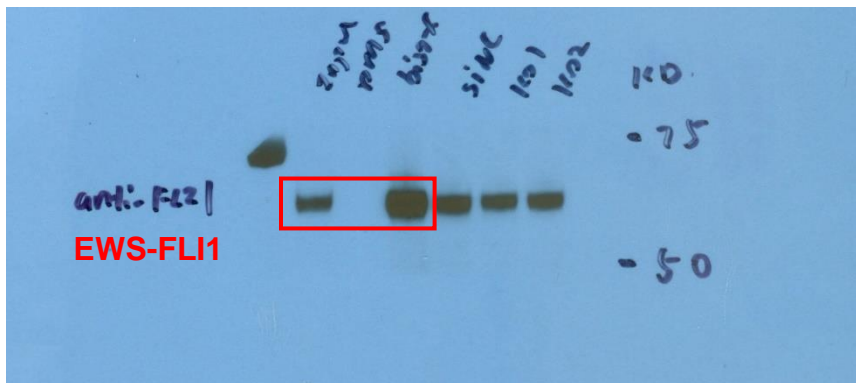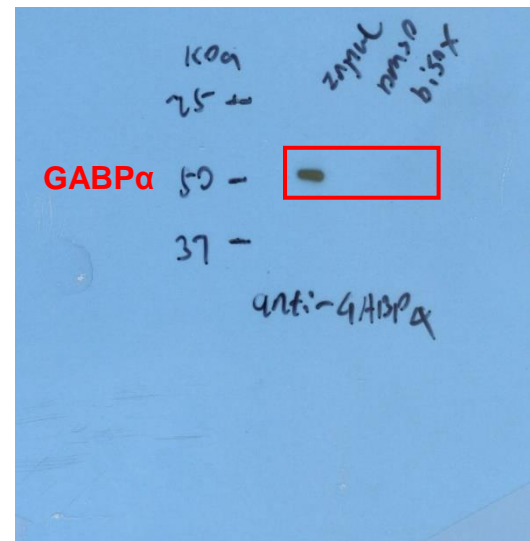

Original blots related to Fig. 4a

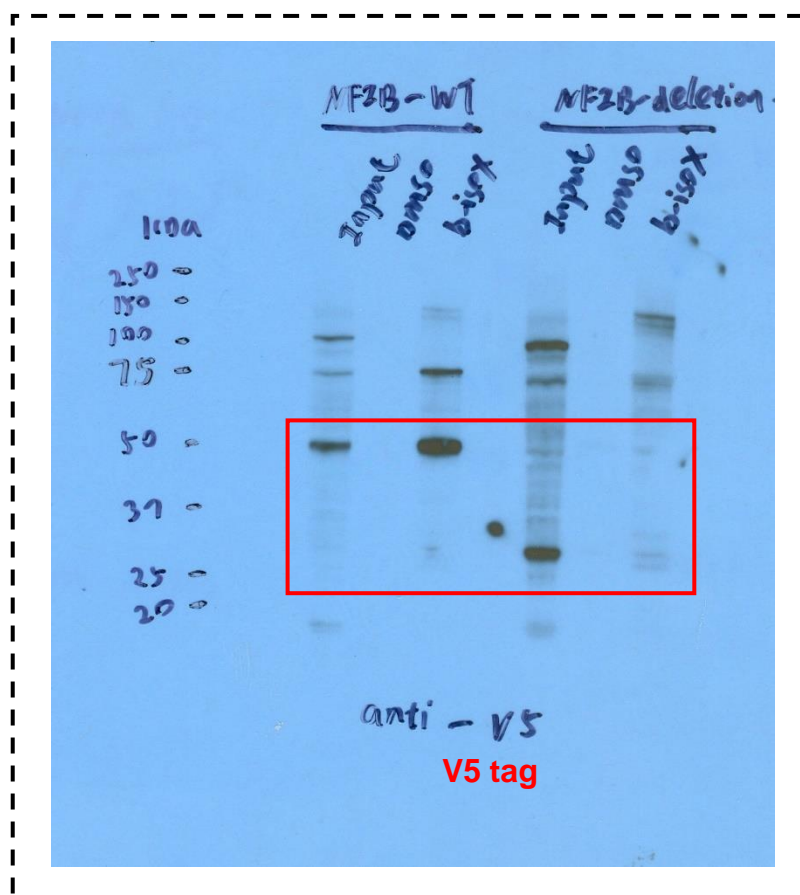

Original blots related to Extended data Fig. 4b

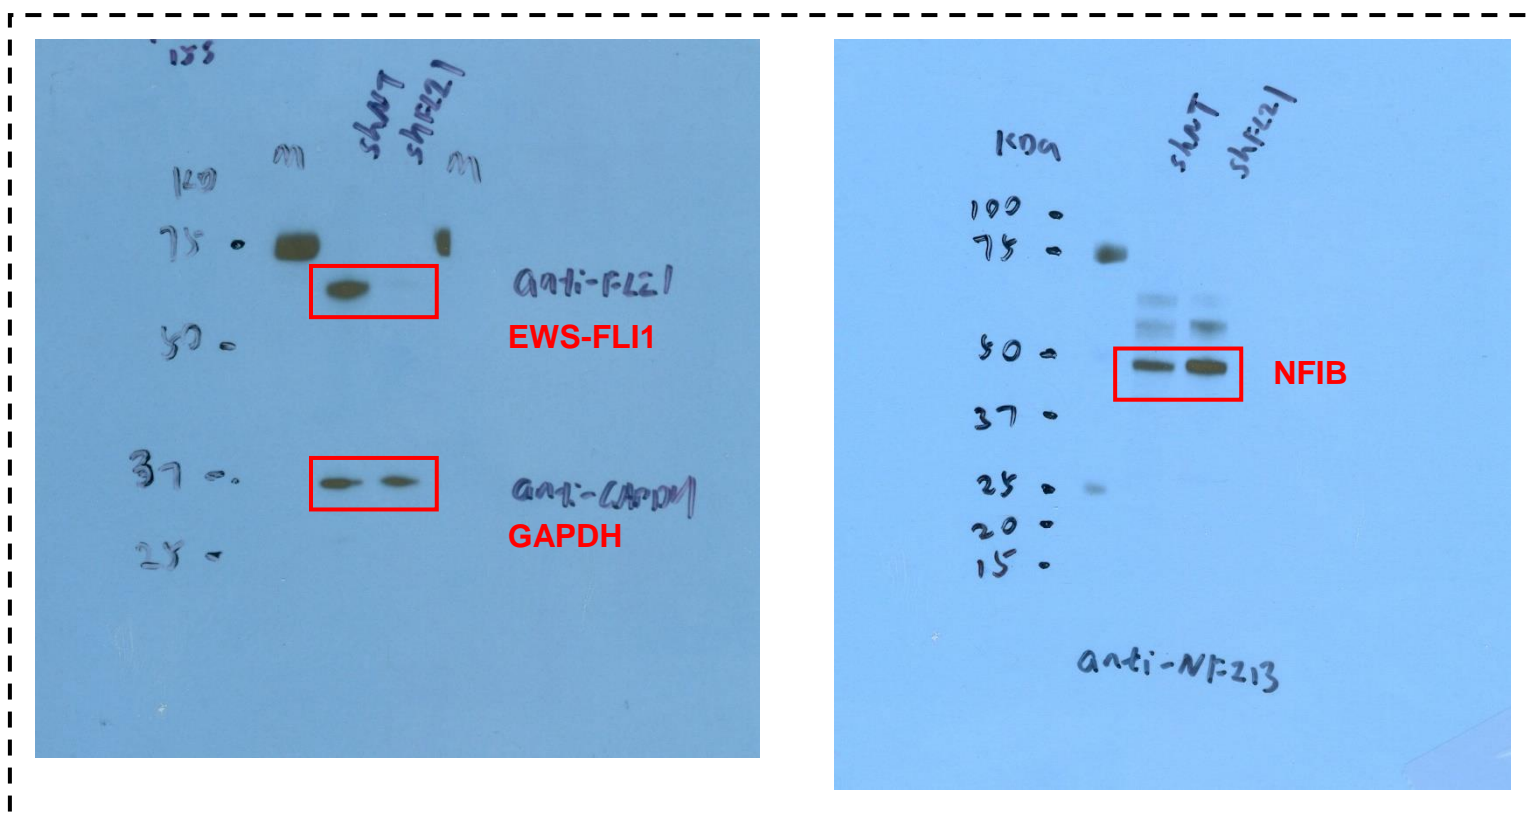

## Original blots related to Extended data Fig. 4e

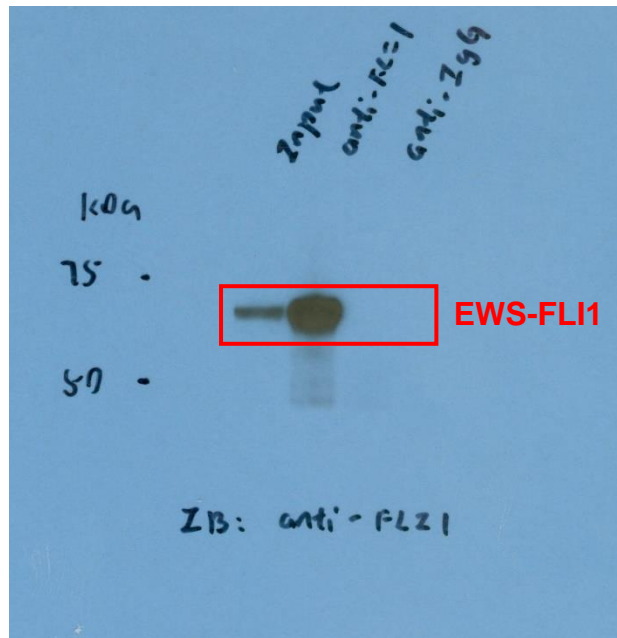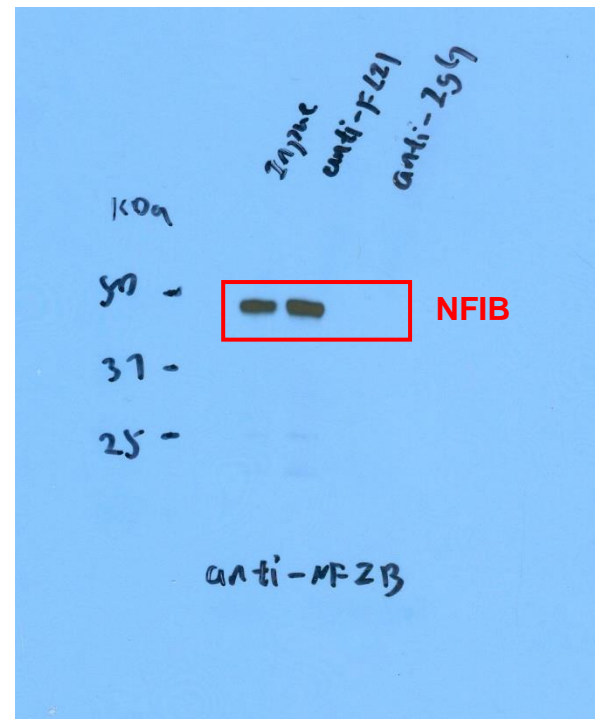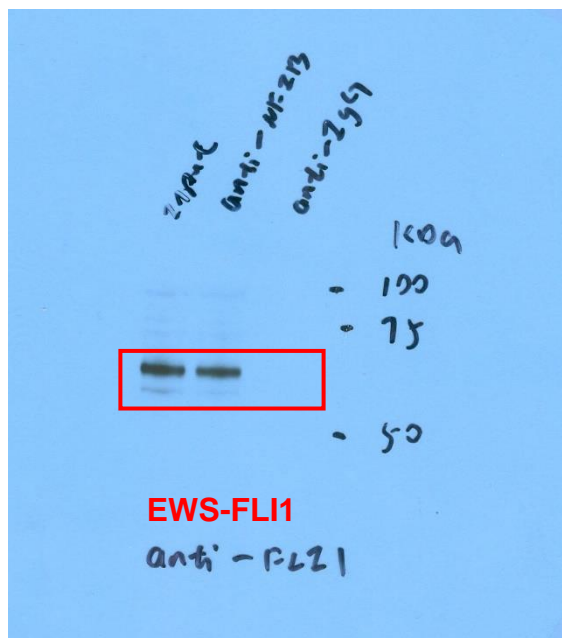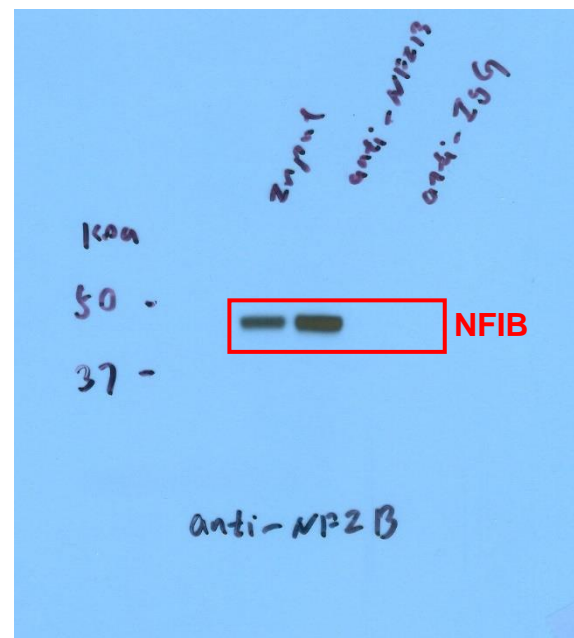

Original blots related to Extended data Fig. 5a

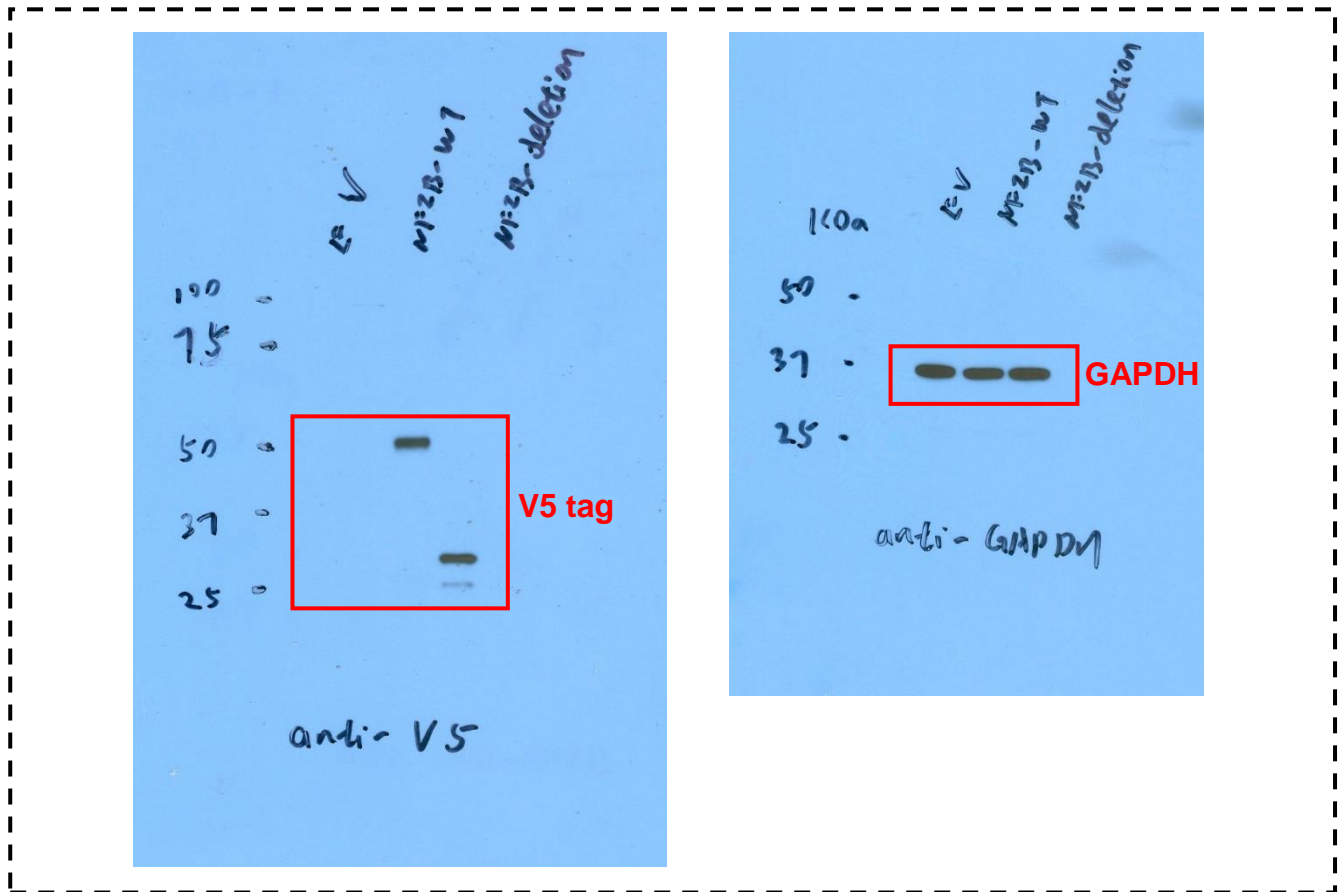

Original blots related to Extended data Fig. 5f

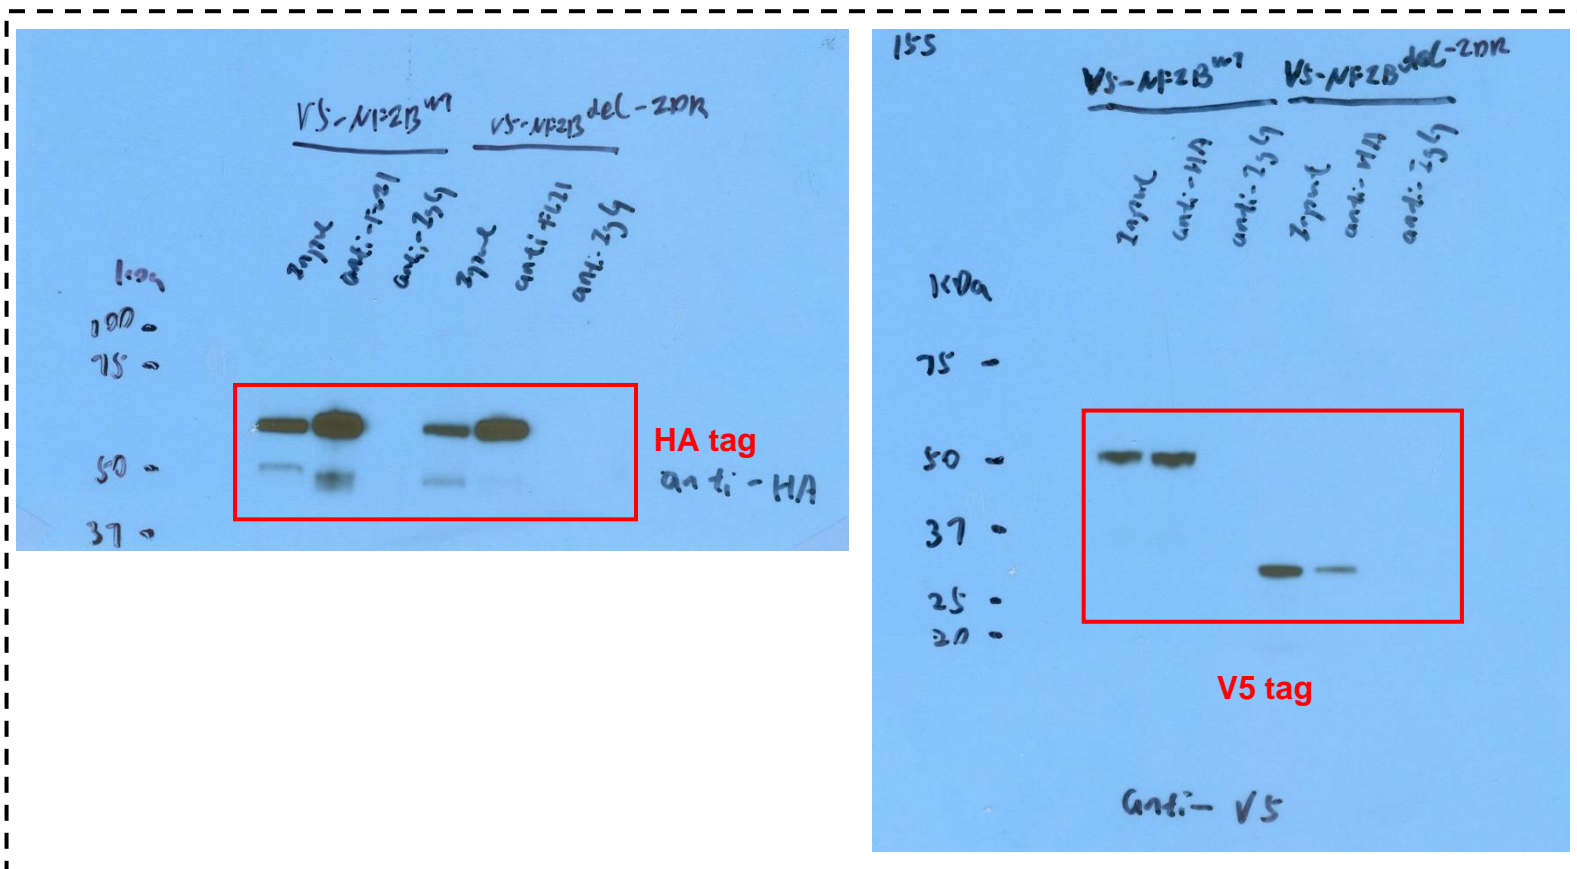

# Original blots related to Extended data Fig. 5g

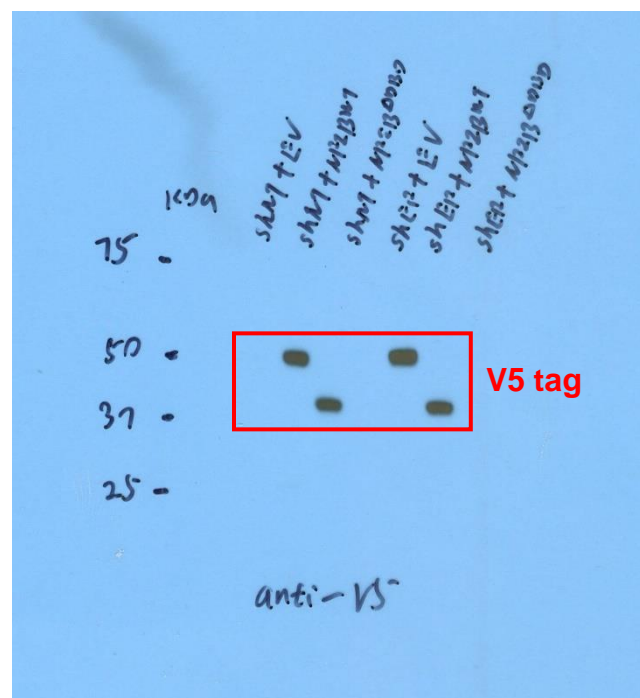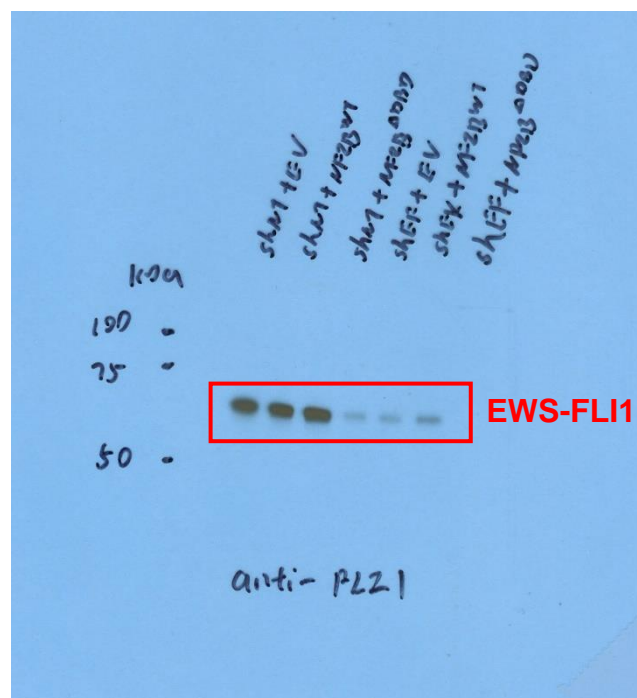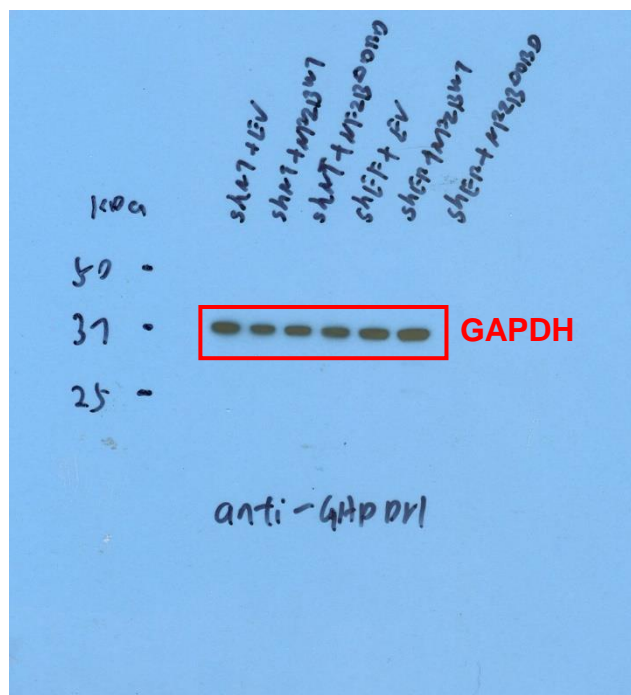

Original blots related to Extended data Fig. 6e

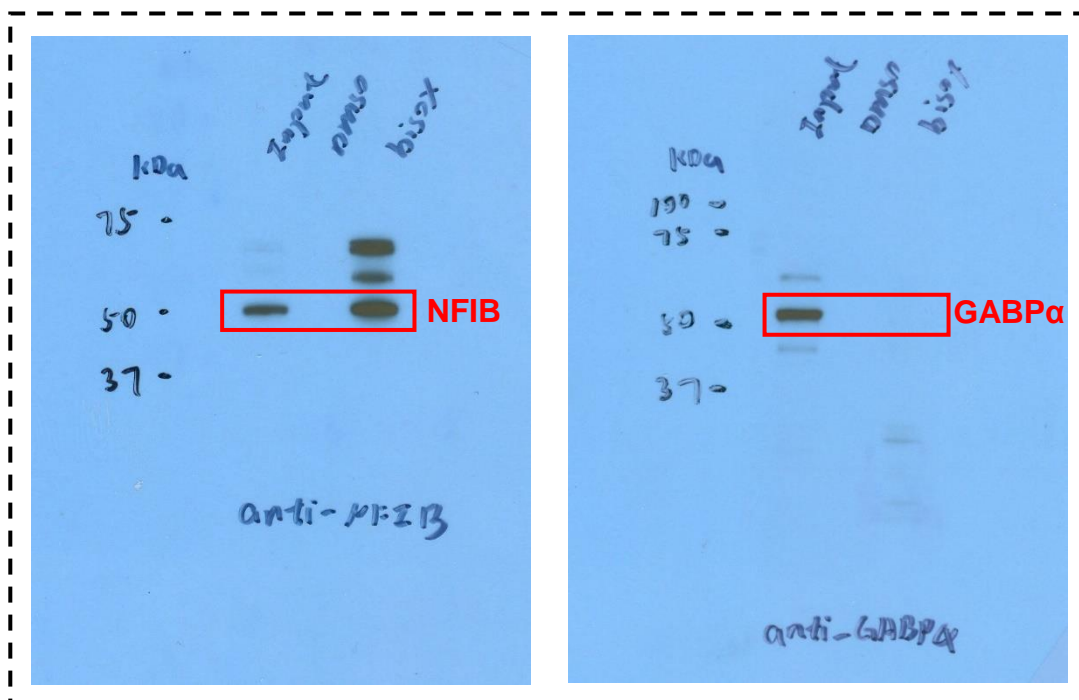

Original blots related to Extended data Fig. 6f

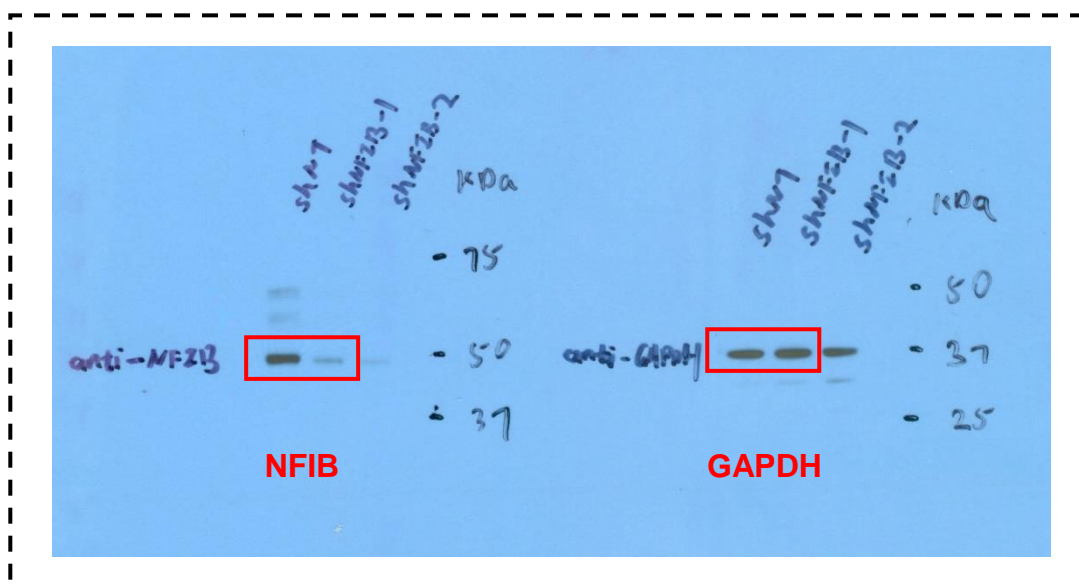

**Supplement:** Supplementary file 2 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

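RNA-seq of SKNMC cells was measured in 3 groups of 2 libraries each, with an empty vector, NFIB WT or NFIB ΔIDR. The authors made the deposited values by converting reads with CASAVA, aligning them to hg19 with STAR and counting fragments per RefSeq gene with featureCounts, and deposited raw counts per gene and library without normalization. The strand setting, the treatment of multi-mapping reads and the use of molecular identifiers are not given in the sources used here. For differential expression the paper names DESeq2 with a fold of 1.5 and P < 0.05, without saying whether P was adjusted.

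From the counts, genes were kept with edgeR's filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with a mean per group and all 6 libraries in a single fit. The 3 contrasts were NFIB WT against the empty vector, NFIB ΔIDR against the empty vector and NFIB WT against NFIB ΔIDR. Adjusted p values are Benjamini-Hochberg values over the 13501 genes tested. With 2 libraries per group, the p values rest on the spread within 3 pairs of libraries, and the common biological coefficient of variation was 0.0776. The library totals ranged from 6664231 to 8465572 counts. Log2 CPM for principal components used a prior count of 2. DESeq2 1.42.0 was run on all 22604 genes with its own size factors, Wald test and independent filtering, which left adjusted p values for 12086 genes in the comparison of NFIB WT with the empty vector, so counts from the 2 tools differ in both the tool and the genes tested.

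Gene lists were written from textbook knowledge before the data were examined, and 29 of 30 had enough tested members. They were tested with camera of limma 3.58.1, at a preset correlation of 0.01 and again with an estimated correlation, and adjusted over the lists of a contrast. The fry test of limma, which does not compare a list with other genes, was also run. With NFIB WT against the empty vector its adjusted p was 0.00882 for both EWS-FLI1 lists, 0.0164 for fibroblast markers and 0.0186 for mesenchymal factors. It was 0.214 for structural matrix and for TGF-beta, 0.158 for histones and 0.393 for structural RNAs. Cholesterol genes had 0.0227 with NFIB ΔIDR against the empty vector. Of 27 lists called by camera with the preset correlation over the 3 contrasts, all lost the call with an estimated correlation, where the lowest adjusted p was 0.105. For the EWS-FLI1 activated and fibroblast lists with NFIB WT against the empty vector, the estimated correlation was -0.0201 and -0.0356. Both lie below the preset 0.01, yet the unadjusted camera p rose from 4.97e-05 to 0.0184 and from 6.57e-05 to 0.0237. Correlation between genes cannot account for these losses, so a lost call does not by itself show that a list's genes are correlated. Counts "adjusted over the list alone" use only the p values of the list's members. The genes to be named were set by a rule before the data were examined: NFIB, genes the paper names that bear on the experiment, up to 10 genes with the largest and 10 with the smallest log2 fold change in each contrast that passed with separated libraries and a mean of at least 1 CPM, and up to 4 members of each list with the smallest p. NFIB was left out of the tests of list membership, since it was put into the cells.

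Unchanged groups were simulated in 50 draws for edgeR and 10 for DESeq2 to measure what shared control libraries do to the overlap of both lists, and NFIB ΔIDR fold changes were exchanged between genes of like abundance in 100 draws with 50 abundance bins. The p that an adjusted p of 0.05 stands for in the direct test was applied to the simulated groups. The steps were tested on simulated data in which 200 genes were changed. In the comparison of NFIB WT with the empty vector (13290 genes), edgeR recovered 50.7% of 1.5-fold, 89.6% of 2-fold and 95.5% of 4-fold changes at an adjusted p under 0.05, with 12 false calls, and DESeq2 (13501 genes) recovered 37.3%, 76.1% and 89.4%, with 7 false calls.

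Alternatives were DESeq2, other scaling factors, other filters, fits of 2 groups, a block for the replicate number, robust estimation, other thresholds and leaving out each library. A correction for GC content and gene length was added after seeing the data, by a smoother with a span of 0.3 over the 96.7% of tested genes with a GC value. Gene coordinates were taken from GENCODE lifted to hg19, since the deposited start and end are windows of 2000 bp around the transcription start. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Alternatives set for normalized values did not apply to counts. The ChIP–seq, ATAC-seq and other data of the paper were not analysed here.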

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

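The tests of shared empty vector libraries, of a varying cell state and of the activity of endogenous NFIB, and that of single libraries for the cholesterol genes, were chosen after the result was seen; what those of GC content and gene length would show was written before their result, although the correction they use was added after seeing the data.

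The constructs moved some genes in opposite directions. DHCR7, GYG2, IFI44L, IGFBP5 and METTL7A rose with NFIB WT and fell with NFIB ΔIDR at an adjusted p under 0.05 in edgeR, 5 genes where independent lists would share 0.217; GYG2 lies outside the rule for named genes and was chosen after its values were seen. IFI44L, an interferon-induced gene, had log2 fold changes of 0.71 (SE 0.11, adjusted p = 0.0253) with NFIB WT and -1.80 (SE 0.14, adjusted p = 0.000401) with NFIB ΔIDR, and IGFBP5 had 1.12 (SE 0.09, adjusted p = 0.000348) and -1.40 (SE 0.10, adjusted p = 0.000147). When empty vector replicate 1 or 2 or NFIB ΔIDR replicate 1 or 2 was left out, IGFBP5 was the 1 gene that still passed in both directions; without NFIB WT replicate 1 and 2, 73 and 225 genes did.

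Of the 60 genes other than NFIB that rose with NFIB WT, 50 had a negative log2 fold change with NFIB ΔIDR (median -0.27). Of the 288 genes higher with NFIB WT at the fold and unadjusted p, 127 were negative and 161 positive with NFIB ΔIDR (median 0.08). In 37 of the 60, both NFIB ΔIDR libraries lay below both empty vector libraries, and in 8 both lay above. Chance gives 16.7% each way for genes not chosen by their values, while these 60 were chosen against the same empty vector libraries. After the correction for GC content and gene length, 50 were still negative, above the highest of the exchanged draws (41), which argues against that bias as the whole cause. Chance values of the shared empty vector libraries move a gene the same way in both comparisons (a mean of 3.72 negative genes, 1 to 8, in simulated unchanged groups), so that simulation decides nothing about this pattern. The number was 46, 46, 47 and 48 without empty vector replicate 1, empty vector replicate 2, NFIB ΔIDR replicate 1 and NFIB ΔIDR replicate 2. Without NFIB WT replicate 1 or 2 the list that rose was longer and 183 of 294 (62.2%) and 873 of 1517 (57.5%) were negative, next to highest exchanged draws of 180 and 837.

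A lower activity of endogenous NFIB under NFIB ΔIDR may lie behind this, but among the 22 genes that fell with NFIB WT, 10 were positive with NFIB ΔIDR, within the exchanged draws (5 to 17), which leaves it open. A cell state that also varies between libraries of a group cannot be told apart either: the difference of the NFIB WT pair correlated with that of NFIB ΔIDR from the empty vector at -0.0479 over all genes and at -0.107 over 9050 genes of at least 10 CPM, and 40 of the 60 genes were higher in NFIB WT replicate 1.

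The paper does not report genes that fell. With NFIB WT 22 genes fell and with NFIB ΔIDR 48 did. Of the 48, 44 were also lower with NFIB ΔIDR than with NFIB WT. That test shares the NFIB ΔIDR libraries by which the 48 were chosen, and the number without a change was not simulated. The 22 became 1 and 3 without empty vector replicate 1 and 2, 3 without either NFIB ΔIDR library, and 219 and 1533 without NFIB WT replicate 1 and 2. The 48 became 2 when any empty vector or NFIB ΔIDR library was left out, and 977 and 961 without NFIB WT replicate 1 and 2.

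Cholesterol synthesis genes, which the paper does not discuss, were lower with NFIB ΔIDR than with the empty vector: 9 of 24 fell (17 when adjusted over the list alone; camera adjusted p = 1.05e-24, and adjusted p = 0.194 with an estimated correlation). INSIG1, a regulator of the pathway, had a log2 fold change of -0.90 (SE 0.12, adjusted p = 0.0105) and SQLE, an enzyme of it, of -0.54 (SE 0.08, adjusted p = 0.0132); neither passed when any empty vector or NFIB ΔIDR library was left out. After the correction for GC content and gene length, 12 members fell, which argues against that bias as the whole cause. The list's median was -0.431 or lower when any of those libraries was left out. This argues against a single library as the whole cause of the lower median. The calls of the 9 members were not kept as a set in those fits. The epithelial and histone lists each had 1 member called with NFIB ΔIDR, and their camera calls were lost with an estimated correlation. Of 5 epithelial markers, ESRP1, a splicing regulator, rose (3 were higher when adjusted over the list alone; camera adjusted p = 0.00573, and adjusted p = 0.288 with an estimated correlation). Of 26 histone genes 1 fell (2 were higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.00998 as lower, and adjusted p = 0.502 with an estimated correlation). Of 38 proliferation and mitosis genes, none passed with NFIB ΔIDR in edgeR or DESeq2, 4 were lower at an unadjusted p under 0.05 in edgeR, and the median log2 fold change was -0.02 (camera adjusted p = 0.621). No biological explanation was tested.

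NFIB RNA in the NFIB ΔIDR group, which the paper does not report, was at 2280 CPM, above the empty vector.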

How the results depend on the processing

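The alternatives were run for 49 of the results on single genes and lists in the text, of which 10 are lists. Over these, 622 values kept direction and call, 102 kept the direction and no longer passed, and 5 reversed. These 5 are the median log2 fold change of the migration and guidance list with NFIB WT, which was not called: it was 0.011, and -0.0515 in DESeq2, -0.0565 with no filter, -0.0303 without empty vector replicate 1, -0.00235 without NFIB ΔIDR replicate 1 and -0.017 without NFIB WT replicate 1 (-0.0303 to 0.0528 with a library left out). NFIB, NFIA, IGFBP5, MGP, SELENBP1 and, with NFIB ΔIDR, CSTA passed in each alternative that tested them. RLE size factors, library size only and robust estimation moved no count by over 1.5 times. Counts are given as higher and lower genes for NFIB WT against the empty vector, NFIB ΔIDR against the empty vector, and NFIB WT against NFIB ΔIDR, in this order. The cause of each shift was not tested. The libraries of a fit share a single spread, so the pairs in the fit bear on the calls of every contrast. The fit of NFIB ΔIDR and the empty vector alone gave 910 higher genes, next to 40 with all 6 libraries. A call lost without a library therefore need not mean that the gene depends on that library.

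No filter gave 281 and 260, 276 and 274, and 1164 and 1116, with 641 genes higher with NFIB ΔIDR at the fold and unadjusted p, and 32 and 13 listed genes that rose with NFIB WT and NFIB ΔIDR. Fits of 2 groups gave 10 and 3, 910 and 973, and 358 and 322, with 2 and 28 listed genes, and 32 higher with NFIB WT than with NFIB ΔIDR. The GC and length correction, chosen after seeing the data, gave 104 and 44, and 91 and 99, with 17 listed genes with NFIB WT. A fold of at least 2 gave 22 and 11, 21 and 12, and 127 and 192, and 91 and 175 genes higher with NFIB WT and NFIB ΔIDR at the unadjusted p. DESeq2 gave 431 and 295 between the constructs, 146 and 180 at the fold and unadjusted p, a shared percentage of 7.53%, and 2 listed genes with NFIB ΔIDR. An adjusted p with the fold gave 54 and 38, and 1.85% shared. At least 10 counts in every library gave 274 genes higher with NFIB ΔIDR at the fold and unadjusted p, and 2 listed genes with NFIB ΔIDR. DCC, TIMP1, TBX3 and MMP1 were not called in DESeq2, and the structural matrix list was not with at least 10 counts.

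The libraries share only a replicate number, with no pairing given. With that number as a block, 126 and 62 and 120 and 121 genes passed, with 19 listed genes with NFIB WT.

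Leaving out a library gave a lone library in its group, assumed to vary like the others. The ranges were 8 to 1518 and 1 to 1533 for NFIB WT, 2 to 892 and 2 to 977 for NFIB ΔIDR, and 67 to 2229 and 42 to 2176 between the constructs. At the fold and unadjusted p they were 258 to 528 with NFIB WT and 349 to 492 with NFIB ΔIDR, with 7.09 to 17.4% shared. Listed genes ranged from 2 to 47 with NFIB WT, from 0 to 28 with NFIB ΔIDR in edgeR and from 9 to 60 between the constructs. Depth leaves some calls on few counts: MMP1 had 2 counts in each empty vector library.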

Differences from the paper's values

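The paper gives approximately 130 genes increased with NFIB WT against the empty vector. At its stated thresholds, with the probability taken as unadjusted, edgeR gave 288. Of the alternatives set before the data were examined, DESeq2 (146) and a fold of at least 2 in edgeR (91) lie within 1.5 times the paper's value. The others do not: RLE size factors (288), library size only (302), no filter (431), at least 10 counts in every library (231), only the 2 groups compared (268), the replicate block (294), robust estimation (290), an adjusted p with a fold of at least 1.5 (54), and leaving out each library (258 to 528).

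The paper states that its GO categories of differentiation, development and migration were found with NFIB WT and not with NFIB ΔIDR. The 8 lists used in place of the GO categories held more of the genes that rose than chance gives with both constructs at an adjusted p under 0.05 (odds ratios 9.58 with NFIB WT and 6.09 with NFIB ΔIDR), and also more of the genes that fell (8.38 and 4.84). At the paper's fold with an unadjusted p, the odds ratios of the genes that were higher were 5.72 and 3.45 in edgeR. They were 8.99 and 3.19 in DESeq2 (19 of 138 and 9 of 161 genes). These odds ratios count only the 13500 genes other than NFIB that edgeR tested, so the DESeq2 lists are shorter than its 146 and 180 genes. The 4 listed genes that rose with NFIB ΔIDR at an adjusted p no longer passed in edgeR when empty vector replicate 1 or 2 or NFIB ΔIDR replicate 1 or 2 was left out, and 28 listed genes rose without NFIB WT replicate 1 or 2. The difference between the constructs was not tested. The lists are not the paper's GO categories.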

Other observations

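The tests of GC content and gene length and of construct expression in the 2 NFIB WT libraries were chosen after the result was seen; that of sequencing depth was not.

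CSTA and CXCL10 were among the genes that rose most with NFIB ΔIDR. CSTA was at 5.99 ± 1.33 CPM (SD, n = 2) with the empty vector and had a log2 fold change of 2.07 with NFIB ΔIDR (SE 0.18, adjusted p = 0.000681 from edgeR). CXCL10, a chemokine induced by interferon, rose from 3.18 ± 1.29 to 11.7 ± 0.619 CPM (log2 fold change 1.89, SE 0.26, adjusted p = 0.0132), and did not pass when any empty vector or NFIB ΔIDR library was left out. In all, 40 genes rose with NFIB ΔIDR, a number that changed strongly with the library left out. Of the 40, 37 were higher with NFIB ΔIDR than with NFIB WT. That test shares the NFIB ΔIDR libraries by which the 40 were chosen, and the number without a change was not simulated. The NFIB ΔIDR libraries held counts for 19591 and 19126 genes, next to 18740 and 18703 with the empty vector and 18562 and 18632 with NFIB WT. At the fold and unadjusted p, 417 genes were higher with NFIB ΔIDR, and 274 with at least 10 counts in every library. Why more genes were detected with NFIB ΔIDR was not tested.

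The 2 NFIB WT libraries differed more than the other pairs. Thinned to 6664231 counts each, their chi-square per degree of freedom was 8.82, against 1.72 and 1.6 for the empty vector and NFIB ΔIDR pairs, which argues against sequencing depth. After the correction for GC content and gene length the SD of their log2 difference was 0.355, against 0.269 and 0.27, which argues against that bias as the whole cause. NFIB was at 969.2 CPM in replicate 1 and 1051 CPM in replicate 2, a smaller gap on the log2 scale than that of the empty vector pair. Reads of the endogenous gene are included, so a stronger expression of the construct in replicate 1 stays open. So does a difference in RNA preparation or in cell state, and no biological explanation was tested.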
